# H4K20me1 plays a dual role in transcriptional regulation of regeneration and axis patterning in *Hydra*

**DOI:** 10.26508/lsa.202201619

**Published:** 2023-03-21

**Authors:** Akhila Gungi, Shagnik Saha, Mrinmoy Pal, Sanjeev Galande

## Abstract

The evolution of the first body axis in the animal kingdom and its extensive ability to regenerate makes *Hydra*, a Cnidarian, an excellent model system for understanding the underlying epigenetic mechanisms. We identify that monomethyltransferase SETD8 is critical for regeneration in *Hydra* because of its conserved interaction with β-catenin to fine-tune the associated gene regulatory network. Inhibition of SETD8 activity abolishes head and foot regeneration in *Hydra*. Furthermore, we show that H4K20me1, the histone mark imparted by SETD8, colocalizes with the transcriptional activation machinery locally at the β-catenin-bound TCF/LEF-binding sites on the promoters of head-associated genes, marking an epigenetic activation mode. In contrast, genome-wide analysis of the H4K20me1 occupancy revealed a negative correlation with transcriptional activation. We propose that H4K20me1 acts as a general repressive histone mark in Cnidaria and describe its dichotomous role in transcriptional regulation in *Hydra*.

## Abstract (precis)

H4K20me1 modification by SETD8 methyltransferase is typically associated with repression. In *Hydra*, it is associated with activation machinery locally at Wnt-responsive promoters indicating its dual role in transcriptional regulation.

## Introduction

Posttranslational modifications (PTMs) of proteins are major regulators of cellular functions (Deribe et al, 2010), with nuclear histone PTMs being prominent context-specific players in transcriptional regulation. Although the methylation of histone H4 was one of the first histone PTMs discovered (DeLange et al, 1969), the modifiers responsible are recent discoveries. Although several enzymes are known to deposit the di and trimethyl marks on H4K20—SUV4-20H1 and SUV4-20H2 being the predominant ones (Schotta et al, 2008), there is only one known monomethyltransferase—SETD8 (KMT5A or Pr-SET7) (Oda et al, 2009). SETD8 has many functions in cells and acts by disrupting signaling pathways (Ke et al, 2014), regulating transcription factors (Choi et al, 2020), altering the chromatin accessibility around the promoters of genes (Myers et al, 2020), and preventing both oncogene-induced and replicative cellular senescence by suppressing nucleolar and mitochondrial activities (Tanaka et al, 2017). SETD8 is involved directly in the Wnt/β-catenin signaling pathway in mammalian cells, *Drosophila* larvae, and zebrafish (Li et al, 2011). SETD8 is required to activate Wnt target genes by interaction with TCF4 during the development of zebrafish and the wings of *Drosophila* (Li et al, 2011; Yu et al, 2019). The methylation of H4 is highly evolutionarily conserved and exists in three states: mono, di, and trimethylation. Whereas the mono- (H4K20me1) and di-methylated (H4K20me2) H4K20 are involved in DNA replication and DNA damage repair, the trimethylated H4K20 (H4K20me3) is a mark of silenced heterochromatic regions (Schotta et al, 2004; Schotta et al, 2008). The function of H4K20me1 is elusive, with reports of activation (Kapoor-Vazirani & Vertino, 2014; Lv et al, 2016; Shoaib et al, 2021) and repression (Nishioka et al, 2002; Tjalsma et al, 2021) of transcription.

To understand the role of H4K20me1 in transcriptional regulation of developmental processes, including axis patterning and regeneration, *Hydra* serves as an excellent model organism. *Hydra* belongs to the phylum Cnidaria which is the phylum that innovated a body axis during the evolution of multicellular organisms. It also harbours extensive powers of regeneration, which require the recapitulation of the axis patterning gene regulatory networks to be formed de novo. Both embryonic and regenerative de novo axis patterning are regulated by the head organizer Wnt/β-catenin signaling pathway. Although multiple studies have investigated the molecular networks underlying the axis patterning (Bode, 2011; Gufler et al, 2018; Reddy et al, 2019; Vogg et al, 2019; Moneer et al, 2021; Unni et al, 2021), few study the epigenetic regulators of gene expression (Lopez-Quintero et al, 2020; Reddy et al, 2020). We identify that the H4K20me1 writer SETD8 is critical for Wnt-triggered regeneration and that the Wnt pathway regulates both the enzyme and its target modification. We also identify dual modes of transcriptional regulation by H4K20me1, activating transcription at promoters downstream to specific signaling pathways. In addition, at the whole genome level, it excludes activation-associated features, allowing us to describe the presence of a repressive histone mark for the first time in Cnidaria.

## Results

### SETD8 is important for both head and foot regeneration in *Hydra*

In *Hydra*, upon amputation, the injury site triggers a wound-healing response involving reorganization of the epithelial cells in 1 h. After this, morphological changes are only visible from 30 hours postamputation (hpa), and at 30–36 hpa, tentacle buds start emerging, indicating successful differentiation of head structures. The emergence completes over the next 24 h, and by 72 hpa, fully functional tentacles and hypostomes are formed. Basal disk upon amputation regenerates within 30–36 hpa. The morphological characteristics of a head regenerating polyp are depicted in Fig 1A (Fig 1A). Upon a screen using specific pharmacological inhibitors (Figs 1B and S1), we identified a significant role for SETD8 in head and foot regeneration. When KMT5A (SETD8) was attenuated, a significant reduction in the head regenerative ability in *Hydra* polyps was observed at all the target time points starting from 33 hpa. The emergence of tentacles is delayed by 12 h, and the polyps fail to successfully regenerate all their tentacles in the same duration as control polyps (Figs 1C and D, S2, and S3). Because SETD8 inhibition significantly impacts head regeneration, we performed a foot regeneration assay to determine the role of SETD8 in this process. After amputation of the foot, a peroxidase staining assay was employed to understand the dynamics of the regenerative process. As seen in Fig 1E, the control polyps gradually form a differentiated foot after amputation, starting from 26 hpa and completed by 36 hpa. Contrastingly, the inhibitor-treated polyps cannot regenerate the foot after amputation (Fig 1E).

**Figure 1.**
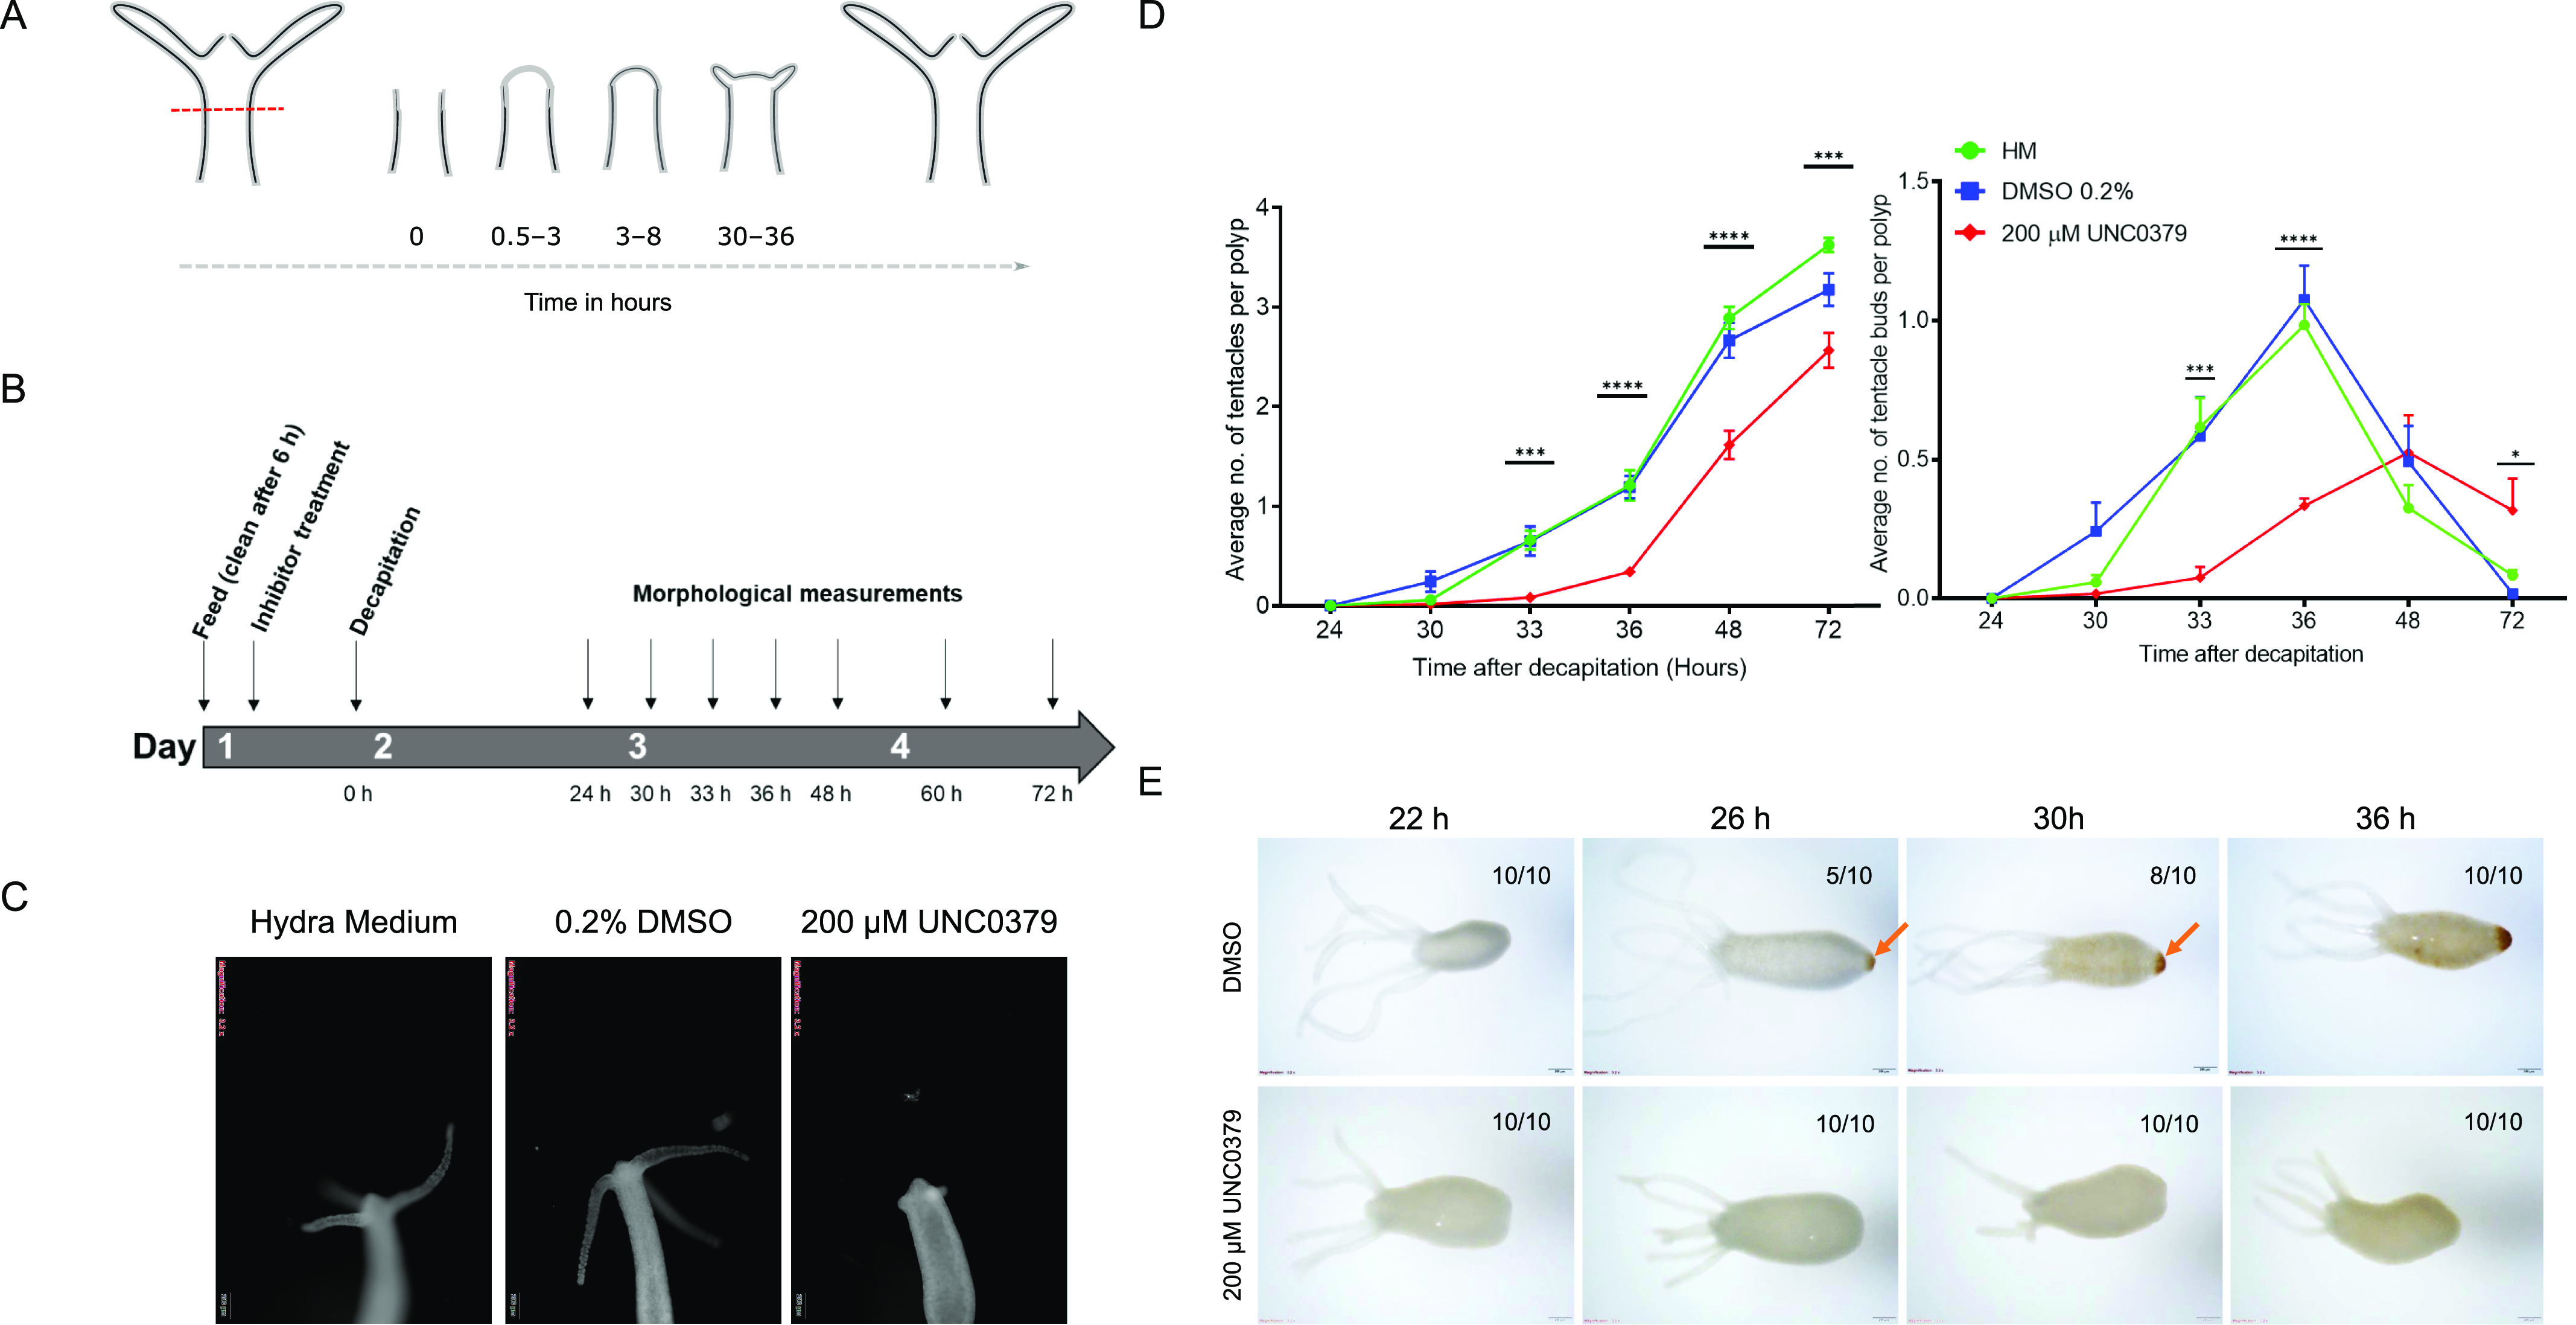
SETD8 activity is necessary for regeneration in *Hydra*. **(A)** Kinetics of gross morphological changes during *Hydra* head regeneration. **(B)** The regime for the chemical inhibitor treatment and head regeneration assay. **(C)** Polyps decapitated and fixed at 72 hours postamputation (hpa) with and without treatment with the SETD8 inhibitor, UNC0379. **(D)** The graph depicts the average number of tentacles (left) and the number of tentacle buds per polyp (right) at each time point post-decapitation during regeneration. (N = 5, n = 25, *P < 0.5, ***P < 0.001, ****P < 0.0001). **(E)** A regeneration time course for observing the process of foot regeneration after amputation. Polyps fixed at 22, 26, 30 h, and 36 hpa were subjected to peroxidase-staining assay using DAB, resulting in a brown precipitate at the regenerated foot. Upon treatment with the inhibitor UNC0379, foot regeneration is severely impaired. The scale bar measures 200 μm.

**Figure S1.**
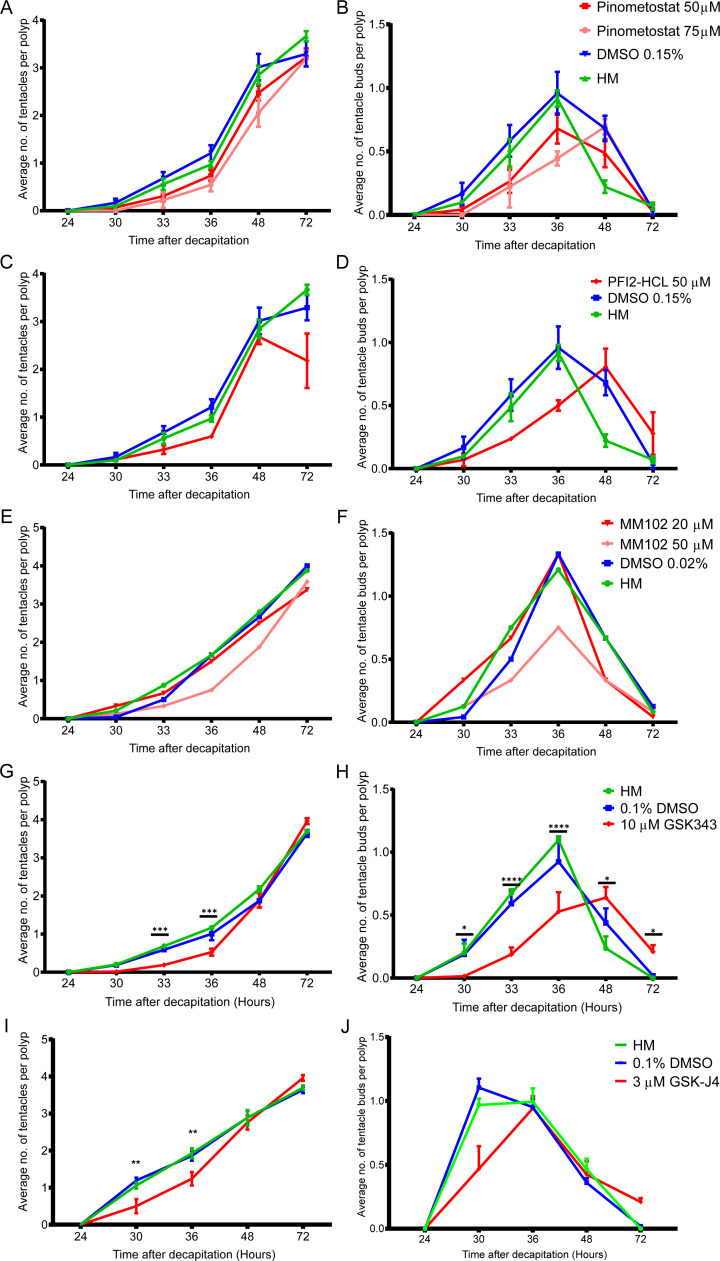
Pharmacological inhibitor screen to identify epigenetic regulators of head regeneration in *Hydra*. The regeneration assays were conducted by counting the number of tentacles and tentacle buds in each polyp after amputation across multiple experiments with various inhibitors. The graph depicts the average number of tentacles (left) and the number of tentacle buds per polyp (right) at each time point post-decapitation during the course of regeneration. **(A, B)** Effect of pinometostat (inhibitor of the histone methyltransferase DOT1L) on head regeneration. **(C, D)** Effect of PFI2-HCL (inhibitor of the histone methyltransferase SETD7) on head regeneration. **(E, F)** Effect of MM102 (inhibitor of the histone methyltransferase MLL) on head regeneration. **(G, H)** Effect of GSK343 (inhibitor of the histone methyltransferase EZH2) on head regeneration. **(I, J)** Effect of GSK-J4 (inhibitor of the histone demethylase JMJD4) on head regeneration (N = 5, n = 25, *P < 0.5, ***P < 0.001, ****P < 0.0001).

**Figure S2.**
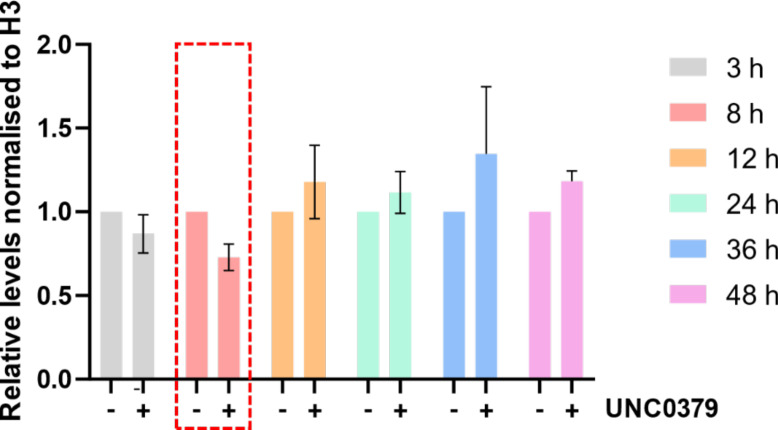
Transient effect of SETD8 inhibitor UNC0379 on the histone modification, H4K20me1. Quantitation of bands resulting from a Western blot against H4K20me1 normalized to total histone H3 in the polyps. The various time points of chemical treatment are indicated in the legend. There is a marked reduction of H4K20me1 after 8 h of chemical treatment, highlighted by the red dashed box. Histone H3 was used as a normalizer for detecting the relative enrichment of H4K20me1.

**Figure S3.**
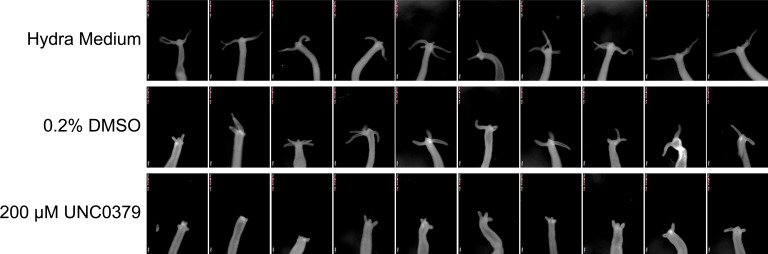
Investigation of the effect of SETD8 inhibition on head regeneration using morphological features. The regeneration rate and morphology of tentacles were monitored upon treatment with the SETD8 inhibitor UNC0379. The polyp morphology shows that polyps growing in Hydra medium and 0.2% DMSO show no difference in tentacle development; however, inhibition of SETD8 significantly delays the regeneration of tentacles. The stunted tentacle buds in the lower panel indicate the effect of UNC0379. The images were acquired using a stereozoom microscope (Zeiss).

### SETD8 regulates head organizer gene expression during regeneration

The wound-healing process is the first step of regeneration, and its dynamics were studied after the inhibition of SETD8. We performed staining of the F-actin filaments in the regenerating tip using phalloidin and observed the cytoskeletal structures at early time points post-decapitation. There was no significant difference in the extent of wound closure at comparable time points between the control and inhibitor-treated polyps (Fig 2A). After successful wound healing, the head organizer is formed in *Hydra*, which is needed for the differentiation of the head structures like mouth and tentacles. In *Hydra*, the Wnt signalling pathway and activity of β-catenin are required in the early stages of regeneration of both the head and the foot (Gufler et al, 2018). 

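The transcriptome of regenerating *Hydra* tips was measured in 30 libraries. Polyps were kept in UNC0379, a small-molecule inhibitor of the H4K20 monomethyltransferase SETD8 (KMT5A), or in 0.2% DMSO as the vehicle, and the tips were collected at 0, 3, 8, 12 and 24 hours postamputation (hpa). Each of the 10 combinations of treatment and time had 3 libraries. The sample labels give the dose as 150 µM in one field and write the same figure in mM in another, and a dose for this experiment was not found in the paper's text. QuantSeq libraries are made from the 3′ ends of polyadenylated RNA, so that a count stands for a tag near the end of a transcript and not for its full length. The submitters' processing notes name Trimmomatic, HISAT2 and HTSeq, and the genome build, annotation and strand setting are not given in the sources used here. The deposited values are raw counts for 51290 transcripts, of which 26801 had 0 counts in all libraries. Reads assigned to a transcript numbered 146798 to 811079 per library, with a median of 515933. Under UNC0379 the totals ran from 499958 to 648321 at 0 hpa (median 612025), 316893 to 730700 at 3 hpa (median 495180), 368070 to 557186 at 8 hpa (median 512399), 496200 to 778487 at 12 hpa (median 522942) and 146798 to 652536 at 24 hpa (median 436680). In DMSO they ran from 472605 to 760803 at 0 hpa (median 713275), 387407 to 635640 at 3 hpa (median 463543), 495256 to 811079 at 8 hpa (median 519467), 483670 to 681541 at 12 hpa (median 530963) and 401021 to 625103 at 24 hpa (median 445539). For each assigned read, a further 1.03 to 1.22 reads were recorded as ambiguous, so that counts of genes with several annotated or overlapping transcripts are uncertain. From these counts, 5046 transcripts passed a filter on low counts and held 97.2% of the assigned reads. They were normalized by TMM and tested with edgeR's quasi-likelihood test, with one coefficient per group and all 30 libraries sharing the estimate of the spread, at an adjusted p under 0.05. In simulated counts at 8 hpa, this test recovered 30 of 93 transcripts changed 2-fold and 83 of 98 changed 4-fold, so that many changes of 2-fold lie below what 3 libraries per group can show. Nothing in the sources used here says that the 3 libraries of a group came from separate cultures, and p-values then measure only the spread between these libraries.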

To understand further molecular dynamics, we performed 3′mRNA sequencing on the regenerating tips of polyps treated with UNC0379 after different regeneration times. We identified various signalling pathway members, among which, the Wnt signalling pathway components were enriched (Fig 2B). 

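Among loci with names that recall Wnt-linked genes, dickkopf-related protein 3 fell under UNC0379 and Brachyury protein-like was higher when averaged over time. The paper's figures pair both with an identifier. Dickkopf proteins are secreted, and several members of the family are antagonists of Wnt signalling. Whether dickkopf-related protein 3 is such an antagonist in *Hydra* is not shown here. Dickkopf-related protein 3 (Sc4wPfr_504.g10351.t1) had 88.9 ± 13.9 normalized CPM (counts scaled to the normalized library total, SD, n = 3) in DMSO at 3 hpa and 15.0 ± 9.92 (SD, n = 3) under UNC0379. This is a log2 fold change of -2.69 (standard error 0.42, adjusted p = 1.7e-05 from edgeR). The fold change was -2.36 at 8 hpa, -1.66 at 12 hpa and -2.24 at 24 hpa, with adjusted p = 1.1e-04, 0.0031 and 3.4e-04 in turn, and at each of these times all 3 UNC0379 libraries lay below all 3 DMSO libraries. At 0 hpa the value was -0.66 (standard error 0.33, adjusted p = 0.334), and without UNC0379 0 hpa replicate 3 it was -1.28 (adjusted p = 0.0295). Brachyury protein-like (Sc4wPfr_489.2.g16698.t1), a locus of Fig 4E named after a T-box transcription factor and not known to be the gene of Fig 2B, had log2 fold changes of 2.16 at 0 hpa, 1.55 at 3 hpa, 1.11 at 8 hpa, 0.30 at 12 hpa and -0.76 at 24 hpa. None of these passed the test, with adjusted p from 0.0741 to 0.886, although at 0, 3 and 8 hpa all 3 UNC0379 libraries lay above all 3 DMSO libraries. Averaged over the 5 time points it was 0.87 (standard error 0.25, adjusted p = 0.0118), and this call was lost without UNC0379 24 hpa replicate 2 (0.61, adjusted p = 0.215). Without the 3 libraries that stood apart from their groups, a fit chosen after seeing the data, its values at 0 and 3 hpa were 2.50 and 1.54 and passed the test (adjusted p = 0.0246 and 0.0368). With the replicate number as a block, the value at 3 hpa was 1.54 and also passed it (adjusted p = 0.0446). The receptor frizzled5/8 (Sc4wPfr_179.g7820) had 7 counts over all 30 libraries, 2 under UNC0379 and 5 in DMSO, so that a difference was not detectable at this depth. Other members of the pathway are not analysed here, because the files and the tables used here do not pair transcript identifiers with gene names.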

Among the various genes that are part of the Wnt signalling pathway and are direct targets of the TCF7L2 transcription factor, *Brachyury*, a bonafide head specification marker and head organizer gene, is involved in head morphogenesis and is critical for regeneration (Technau & Bode, 1999). Therefore, we used this gene as a marker for the early morphogenetic events post-decapitation during regeneration. We performed a whole-mount RNA in situ hybridization to study the localization of the *Hv_Brachyury1* gene in the regenerating tips. In normal polyps, the expression of *Hv_Brachyury1* starts at 2 hpa at the regenerating tip. At 4 hpa, a scattered group of cells in the top 1/3^rd^ of the regenerating polyp start expressing this gene which later gets clustered to the tip of the animal by 8 hpa. This focused expression pattern increases in intensity by 12 hpa and is maintained throughout the subsequent successful regeneration, as is seen in uncut normal polyps. When the polyps are treated with the SETD8 inhibitor before decapitation, the expression of *Hv_Brachyury1* is severely affected, with both the expression domains and intensity reduced at all time points of regeneration (Figs 2C and S4). To understand the localisation of SETD8 and its target histone modification in *Hydra* polyps, we performed an immunofluorescence assay using specific antibodies against the methyltransferase and the histone PTM. The occurrence of both SETD8 and its target histone modification, H4K20me1, is relatively higher in the head and the foot of the polyps (Figs 2D and S5).

**Figure 2.**
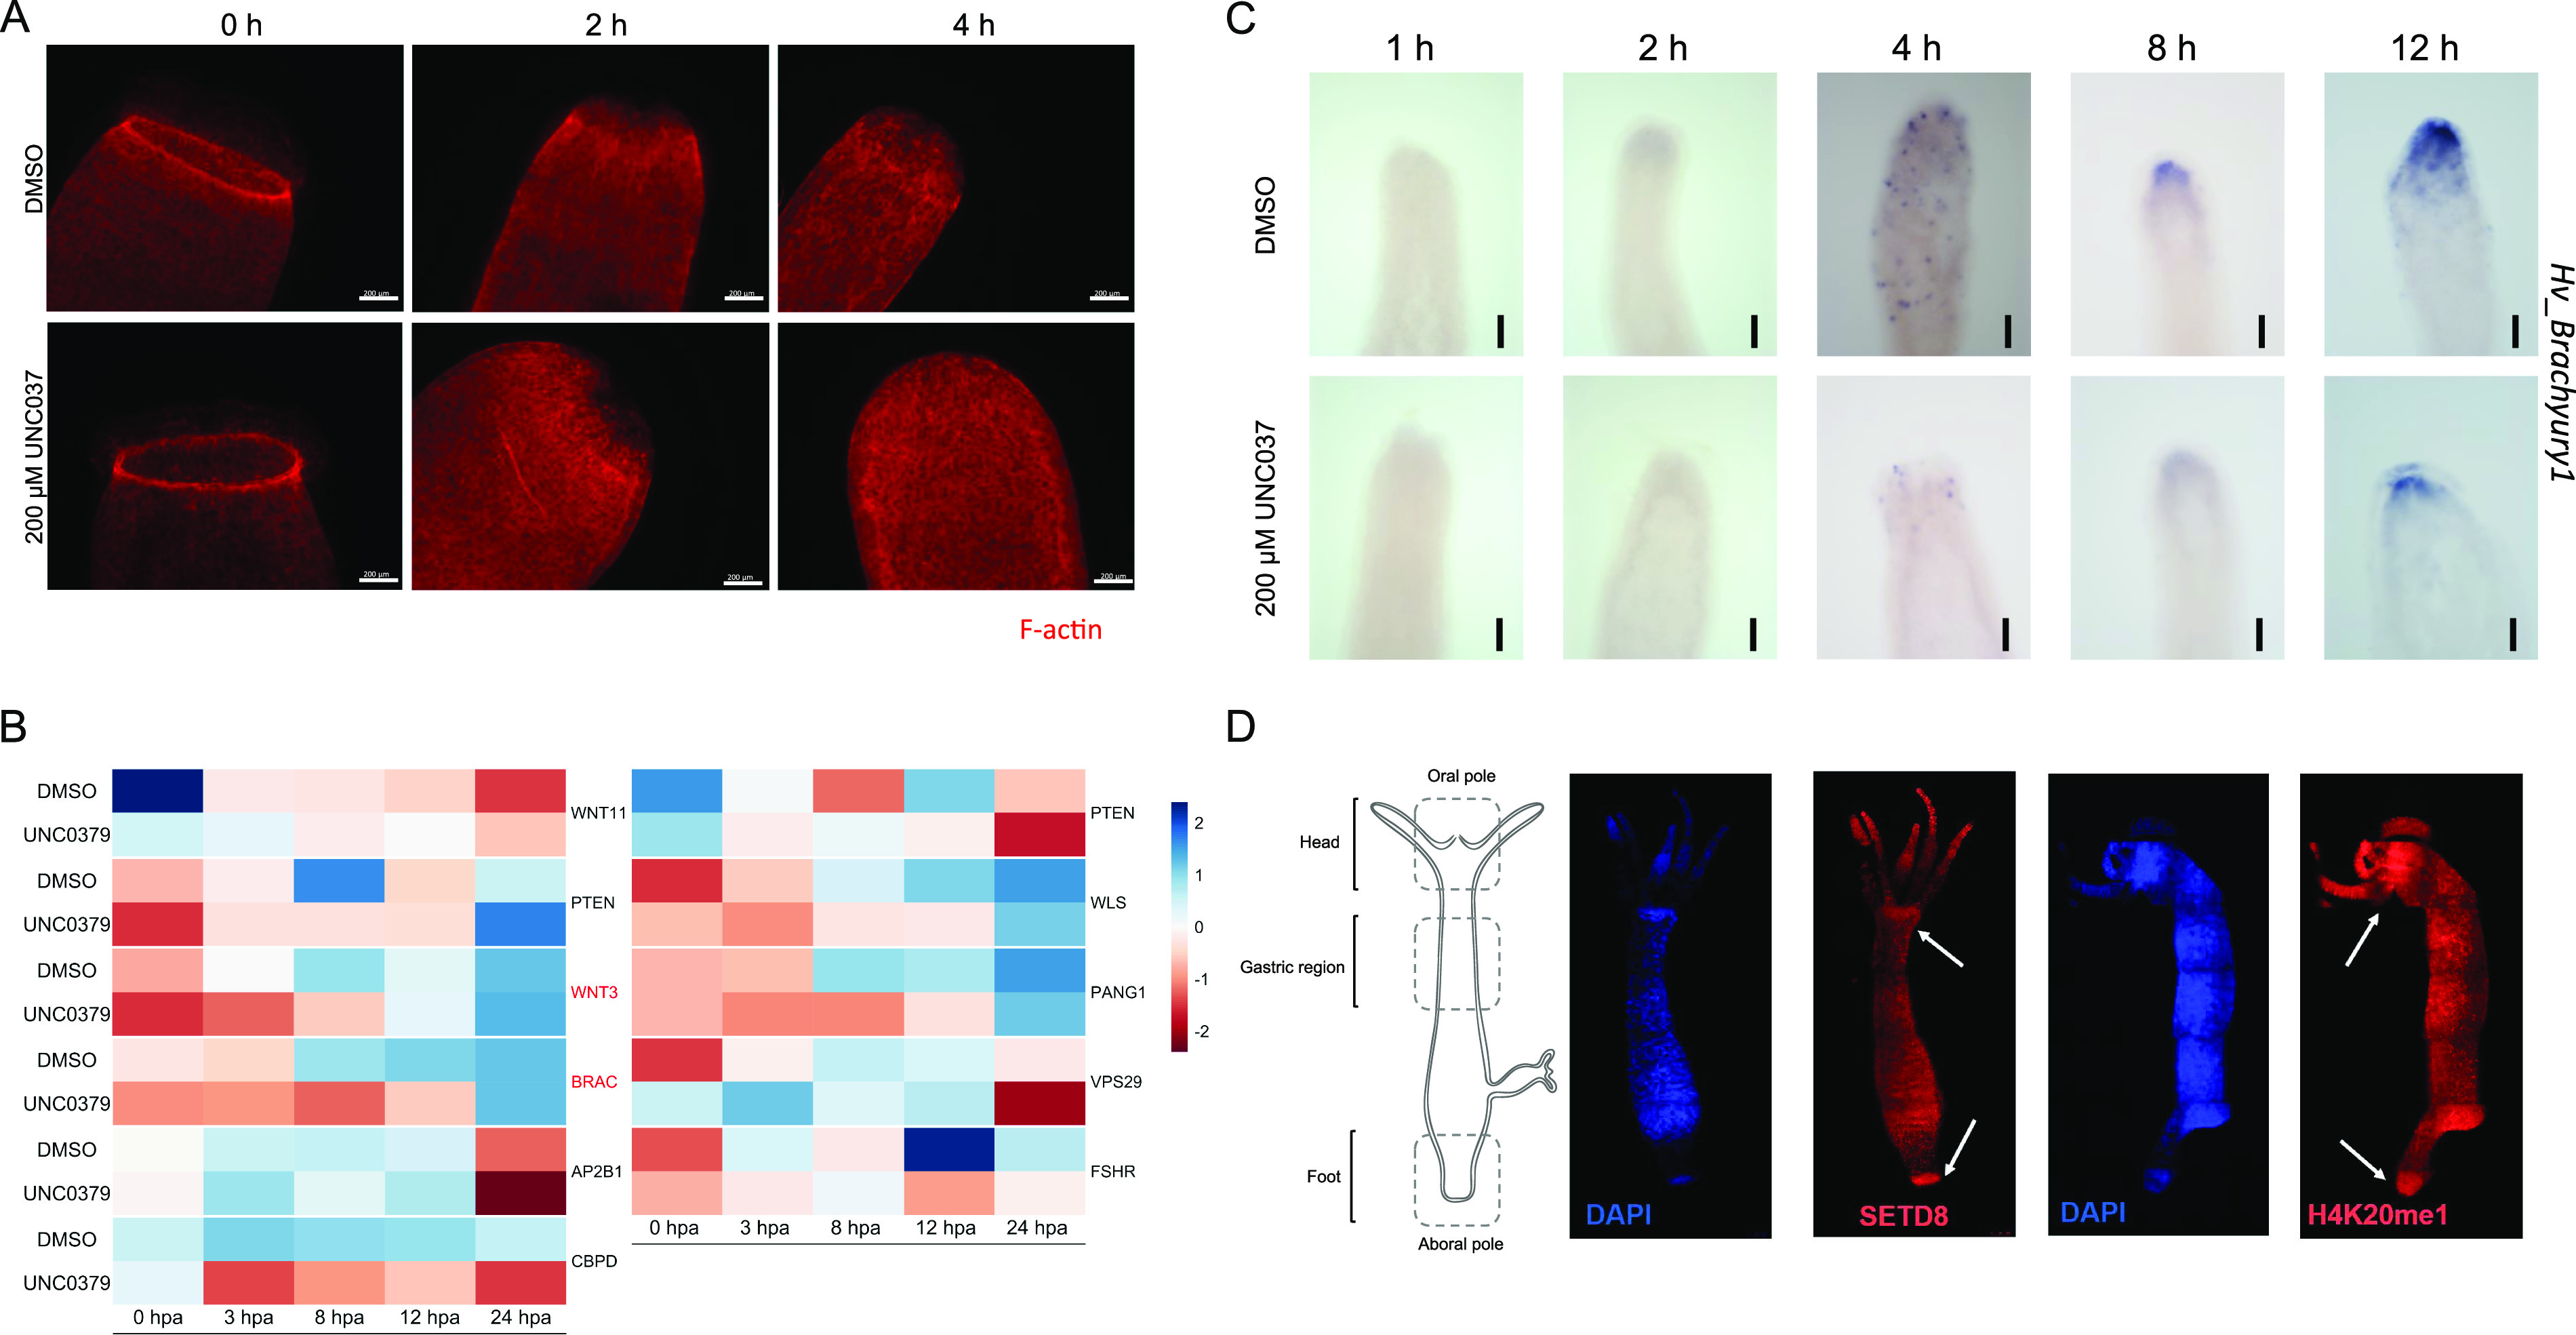
SETD8 regulates head organizer gene expression during regeneration. **(A)** Wound healing during regeneration. The regenerating polyps at early time points are stained with phalloidin to observe the filamentous actin structures. The top row depicts control polyps, and the bottom row depicts the polyps treated with the SETD8 inhibitor. The scale bar measures 200 μm. **(B)** Differential expression of Wnt signaling-associated genes during head regeneration upon inhibition of SETD8. The heatmap depicts the expression in control and treated regenerating tips at each time point. Genes with a log_2_ fold change cut-off of ±0.58 and a *P*-value of 0.01 have been depicted. **(C)** Whole-mount RNA in situ hybridization against the *Brachyury1* gene in regenerating polyps with and without inhibitor treatment. The blue stain depicts the expression pattern of the *Brachyury1* gene and shows that the inhibitor treatment impairs the expression of *Brachyury1*. The scale bar measures 100 μm. **(D)** The schematic of the *Hydra* polyp on the left depicts the three different regions of the polyp. The right panels depict polyps stained with α-SETD8 and α-H4K20me1 antibodies in red and green, respectively. The nuclei have been stained with DAPI as a counterstain.

**Figure S4.**
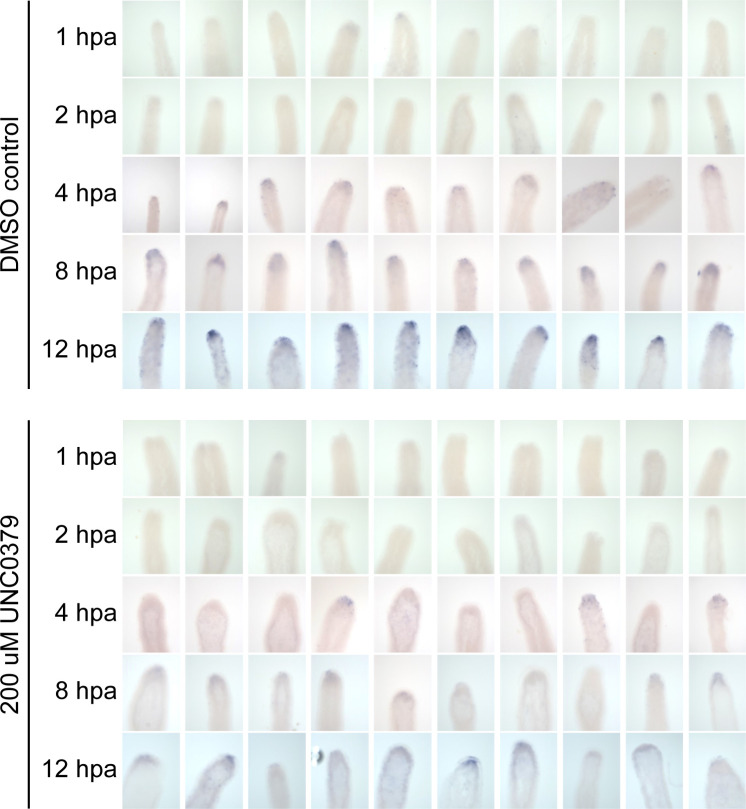
Effect of SETD8 inhibition on head organizer gene expression during head regeneration. Whole-mount RNA in situ hybridization against the *Brachyury1* gene in regenerating polyps at 1, 2, 4, 8, and 12 h post-amputation, with and without inhibitor treatment. The blue stain depicts the expression pattern of *Brachyury1* and shows that the inhibitor treatment impairs the expression of *Brachyury1*. The scale bar measures 100 μm. Imaging was performed using a stereomicroscope (Olympus MVX10).

**Figure S5.**
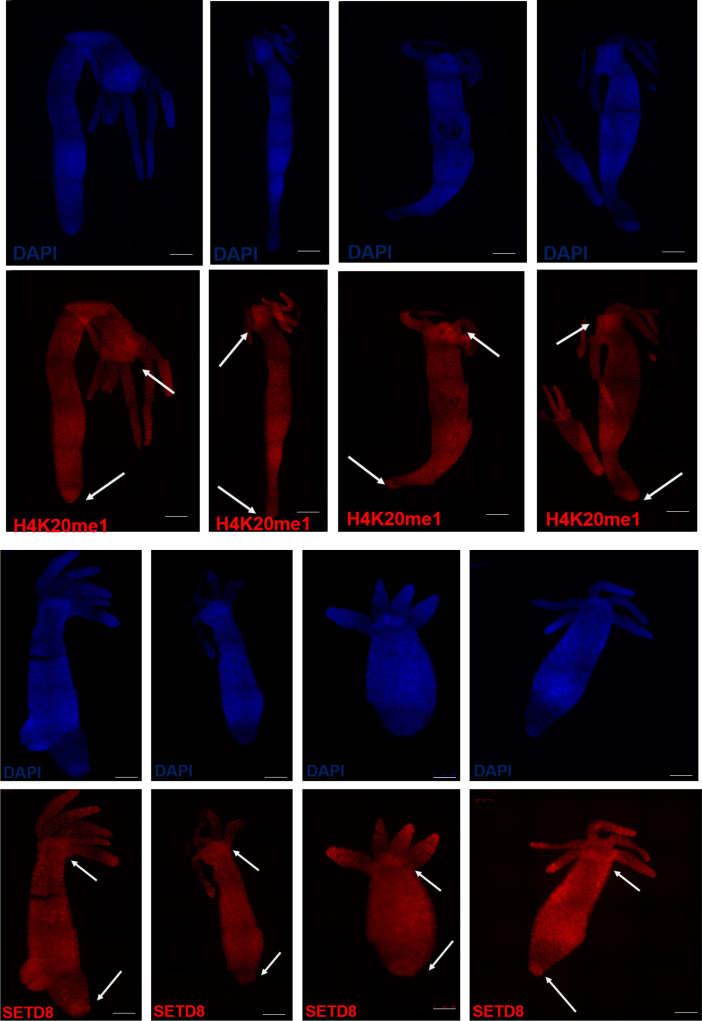
Localisation of H4K20me1 and SETD8 at both differentiating poles of *Hydra*. An immunofluorescence assay was performed using an anti-H4K20me1 antibody and anti-SETD8 antibody in *Hydra* polyps to show the significant enrichment of H4K20me1 at the head and foot regions of the polyps compared with the rest of the body. The nuclei have been stained with DAPI as a counterstain. Images were acquired using an ApoTome microscope (Zeiss).

### SETD8 interacts with the effector transcriptional activator of the Wnt signalling pathway in *Hydra*

*Brachyury1* is a target of the canonical Wnt/β-catenin signalling pathway in *Hydra* (Bielen et al, 2007). To understand the role SETD8 has in the patterning of the oro–aboral axis of *Hydra*, we activated the Wnt signalling pathway using Alsterpaullone (ALP). After the ALP treatment regime shown in Fig 3A, which leads to the whole polyp turning into a head (Fig 3B), we checked the levels of SETD8 at both the mRNA and protein levels. We observed that the expression of SETD8 is up-regulated after the activation of the Wnt signalling pathway (Fig 3C). The predicted size of *Hydra* SETD8 protein is 32.2 kD, and as seen in Fig 3D, the Western blot performed with an α-mouse-SETD8 antibody detects the target protein in the *Hydra* lysate. To further characterise the role of SETD8 in the Wnt signalling pathway, we performed a co-immunoprecipitation using an α-β-catenin antibody. Upon probing with an α-SETD8 antibody, we observed a clear pulldown of the SETD8 protein, indicating that SETD8 interacts with β-catenin in *Hydra* (Fig 3E). Because SETD8 interacts with and is regulated by components of the Wnt/β-catenin regulatory network, we were interested in identifying the regulation of the target histone modification, H4K20me1. In an earlier study, we identified a direct target of β-catenin named *Margin* (Reddy et al, 2019). *Margin* is a homeodomain-containing transcription factor that is up-regulated upon activation of the Wnt signalling pathway and down-regulated upon knockdown of β-catenin. Also, the promoter of *Margin* harbors binding motifs for TCF/LEF, and β-catenin binds there upon its nuclear translocation when the signalling pathway is activated (Reddy et al, 2019). Inhibition of SETD8 clearly rescues the ectopic tentacle phenotype indicating its role in regulating the Wnt signaling pathway (Fig S6). We used this experimental paradigm of ectopic activation of the Wnt signalling pathway and checked the occupancy of H4K20me1 on the promoter regions of *Margin* and *setd8*. We observed an enhanced occupancy of the modification at the promoter regions of both genes (Fig 3F).

**Figure 3.**
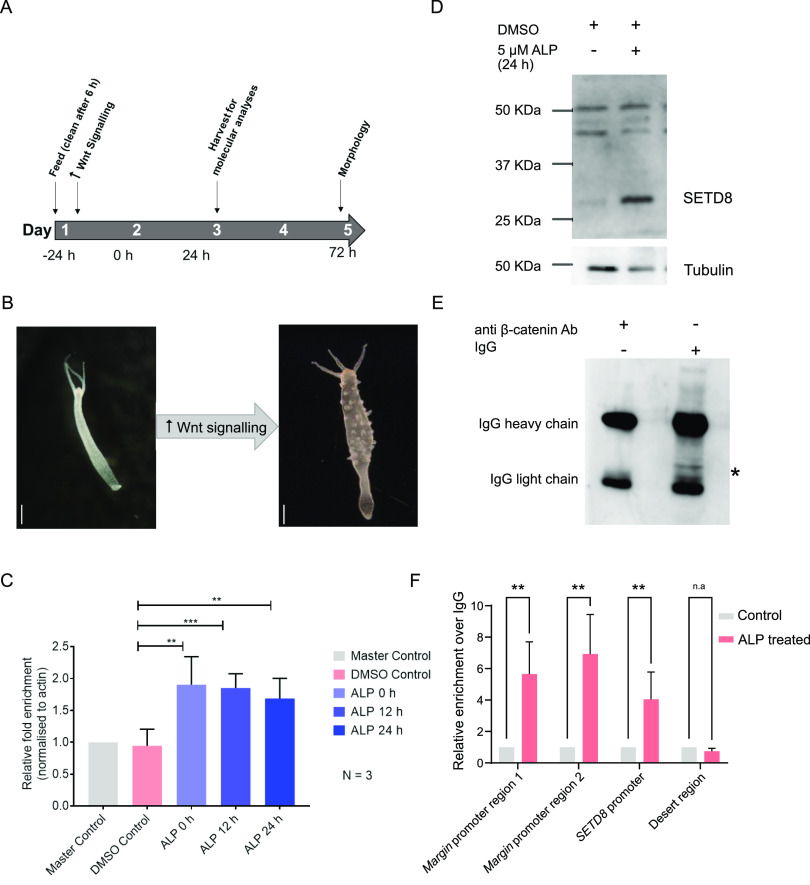
SETD8 is regulated by the Wnt/β-catenin signalling pathway and is part of the transcriptional machinery with β-catenin. **(A)** The treatment regime used to activate the Wnt signalling pathway using ALP and study the level of SETD8. **(B)** After the activation of Wnt signalling in *Hydra*, the entire polyp turns into a head, and ectopic tentacles are seen all over the body column. **(C)** The levels of SETD8 mRNA were monitored using qRT–PCR and show that the expression of SETD8 is up-regulated after ALP treatment. **(D)** The level of SETD8 protein was monitored using Western blot, and this also shows the increased level upon activation of the Wnt signalling pathway. The size of *Hydra* SETD8 is 32.2 kD, and the molecular weight ladder is indicated on the left of the gel. **(E)** Western blot showing the co-immunoprecipitation of SETD8 upon pulldown using an α-active βcatenin antibody. The red box depicts the band corresponding to *Hydra* SETD8 protein which is 32.2 kD in size, and the asterisks mark the SETD8 band in the lysates after immunoprecipitation. **(F)** The occupancy of H4K20me1 was assayed using ChIP followed by q-PCR and plotted. The occupancy in the ALP-treated samples has been normalized to that in the DMSO control samples. (**P = 0.0073, Two-way ANOVA with Šídák’s multiple comparisons test).

**Figure S6.**
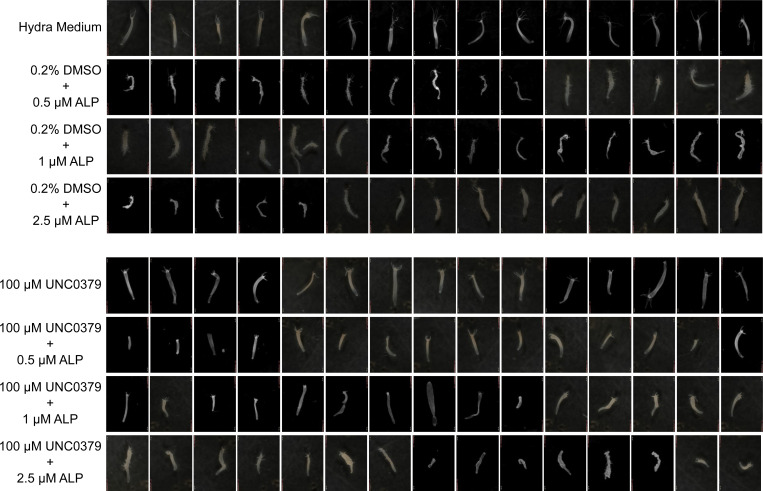
Effect of SETD8 on the Wnt activation mediated ectopic tentacle formation. A combinatorial treatment of *Hydra* polyps with Alsterpaullone and UNC0379 was performed. Polyps were treated in an increasing concentration of ALP (0.5, 1 and 2.5 μM) and displayed increasing severity of the multi-tentacle phenotype with ALP concentration. DMSO as a vehicle was used at 0.2% concentration, and the SETD8 inhibitor UNC0379 at 100 μM concentration. The ectopic tentacle phenotype was rescued upon treatment with the SETD8 inhibitor. Imaging was performed using a stereomicroscope (Olympus MVX10).

### H4K20me1 occupancy is context-dependent and is linked to specific signalling pathways

To elucidate the role of this unique modification in the regeneration of *Hydra*, we performed ChIP-sequencing for H4K20me1 in Wnt-activated polyps (Fig S7) and regenerating tips at five time points (Fig S8) and identified the differentially occupied peaks relative to DMSO-treated controls and 0 hpa regenerating tips, respectively (Figs 4 and 5). The occupancy of H4K20me1 was plotted around the peak centres at the differentially occupied genomic regions (Figs 4A, 5A–C, and 6A–D). K-means clustering revealed four clusters of gene bodies in the *Hydra* genome based on the occupancy of H4K20me1 across the compared regions under both physiological conditions. The clusters depict how the occupancy of H4K20me1 changes. The genes associated with the differentially occupied genomic regions were used to perform GO enrichment and interaction analyses using STRING. Upon ALP treatment and investigation of differentially H4K20-methylated regions, we identified a limited number (159) of genomic regions that form four clusters based on the occupancy of H4K20me1. Whereas clusters 1 and 3 display an increase in H4K20me1 occupancy upon activation of Wnt signalling, clusters 2 and 4 display a decrease (Fig 4A). Under this physiological condition, we observe a positive correlation between H4K20me1 occupancy and transcription. The genes in cluster 1 code for housekeeping proteins such as RNA polymerases and proteins, including cell ubiquitin ligases involved in catabolic processes (Fig 4C). Their transcription is modestly increased upon ALP treatment, and the occupancy of H4K20me1 is also higher than in control polyps. Cluster 3 is of great interest because it shows a highly interconnected network of Wnt signalling-related proteins acting both in the canonical and non-canonical arms of the signalling pathway. Furthermore, proteins involved in extensive morphogenesis by altering cellular shape are also found in this cluster (Fig 4E). Their transcription is highly up-regulated upon activation of Wnt signalling, with a higher occurrence of H4K20me1 correlated to it. Cluster 2 harbors genes that exhibit decreased expression upon ALP treatment. Genes involved in the proliferation of cells, including Myc and the Wnt receptor, Frizzled, are found in this cluster (Fig 4D). The expression of these genes decreases upon ectopic Wnt activation with a corresponding decrease in H4K20me1. Although cluster 4 shows a decrease in H4K20me1 occupancy upon ALP treatment, there is no alteration of gene expression, and a few genes involved in ubiquitination and apoptosis are part of this cluster (Fig 4F). However, at the 159 differentially occupied regions for H4K20me1, although there is a change in gene expression, the corresponding activation-associated histone marks do not display any significant alterations (Fig 4B). To understand the transcriptional regulation of the genes associated with the four genomic region clusters, we plotted the logCPM values (Figs S9 and S10). The gene expression corroborated the average profiles of the RNA-seq read distribution. Transcription factors of the Wnt signalling pathway, found in the third cluster, exhibit increased expression upon ALP treatment as expected (Fig S10).

**Figure S7.**
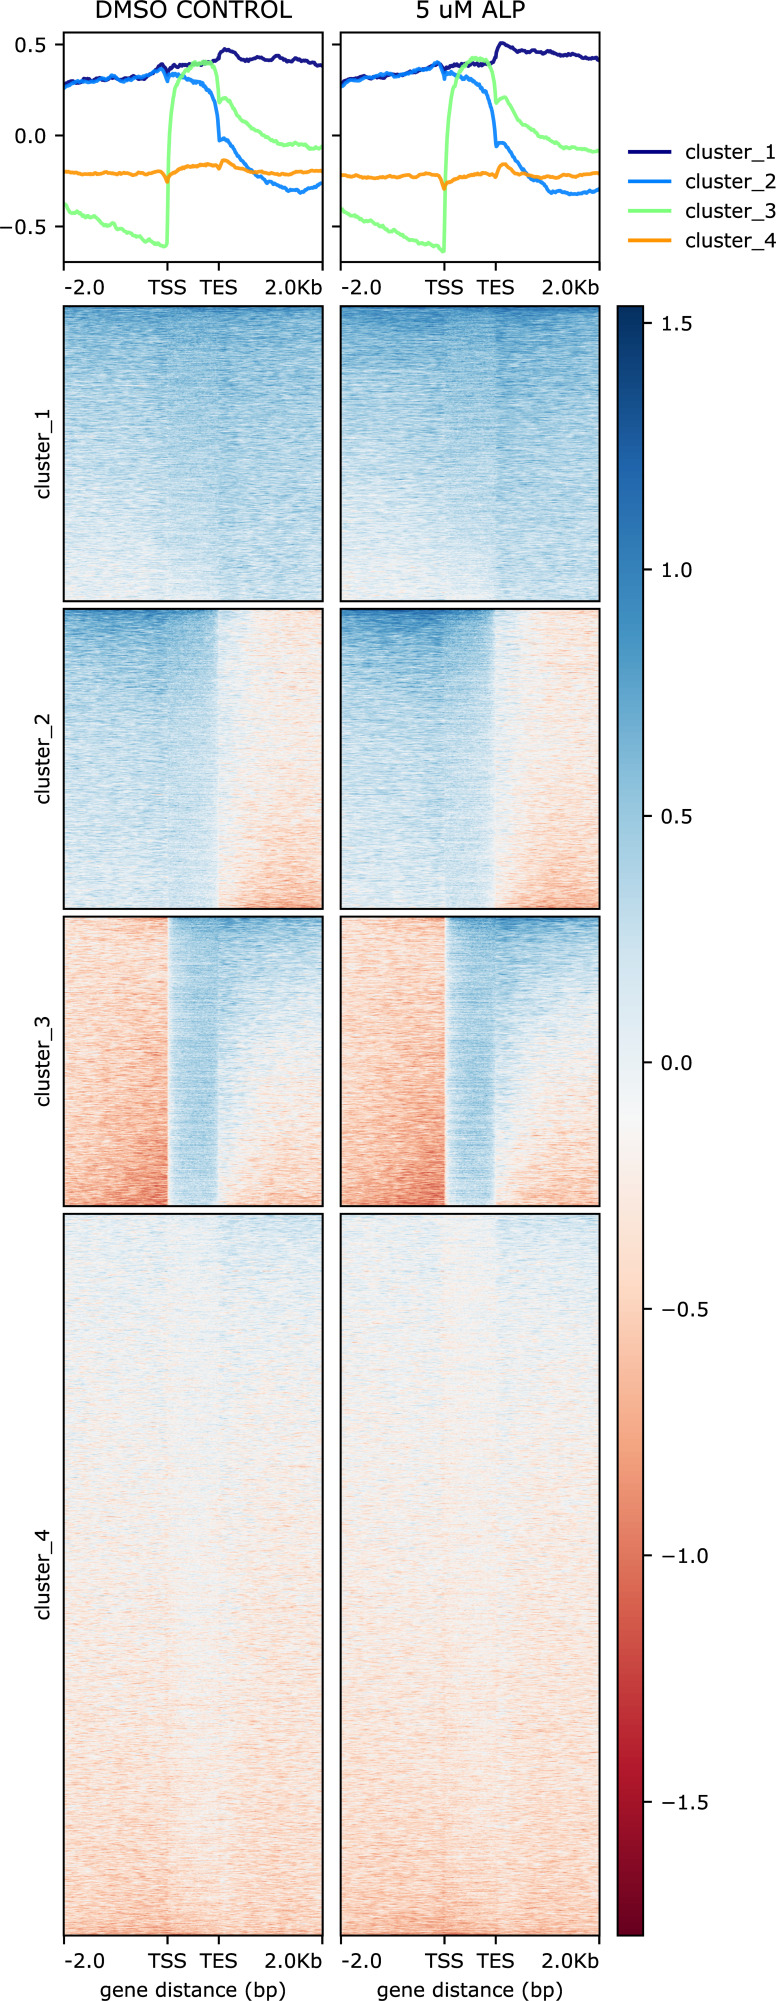
H4K20me1 occupancy is modestly increased globally on the gene bodies in Hydra upon activation of the Wnt/β-catenin signalling pathway. H4K20me1 ChIP signal on gene bodies of DMSO control- and ALP-treated (24 h) polyps separated into 4 clusters. The occupancy of H4K20me1 on each gene body is shown in the clustered heatmaps (bottom panel). The profile plots (top panel) show the average ChIP signals of each cluster.

**Figure S8.**
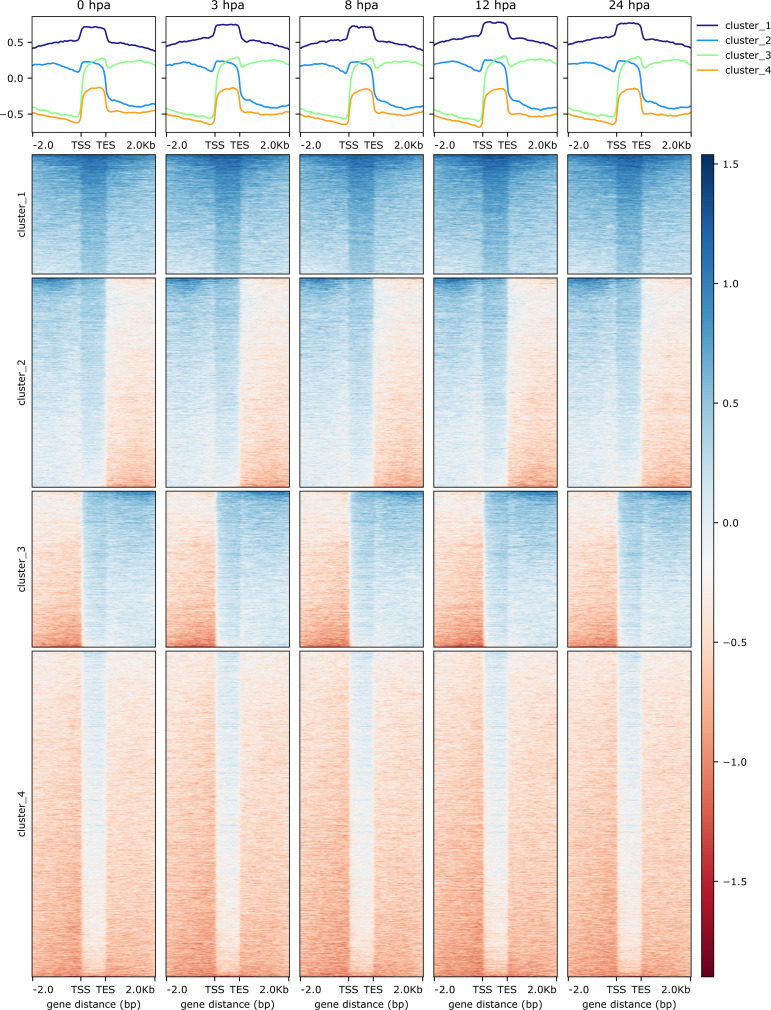
H4K20me1 occupancy during head regeneration shows minor changes at a global level. The figure depicts the occupancy of H4K20me1 on gene bodies across different regenerating time points after head amputation. The four clusters depict the k-means clustering obtained based on occupancy across time points.

**Figure 4.**
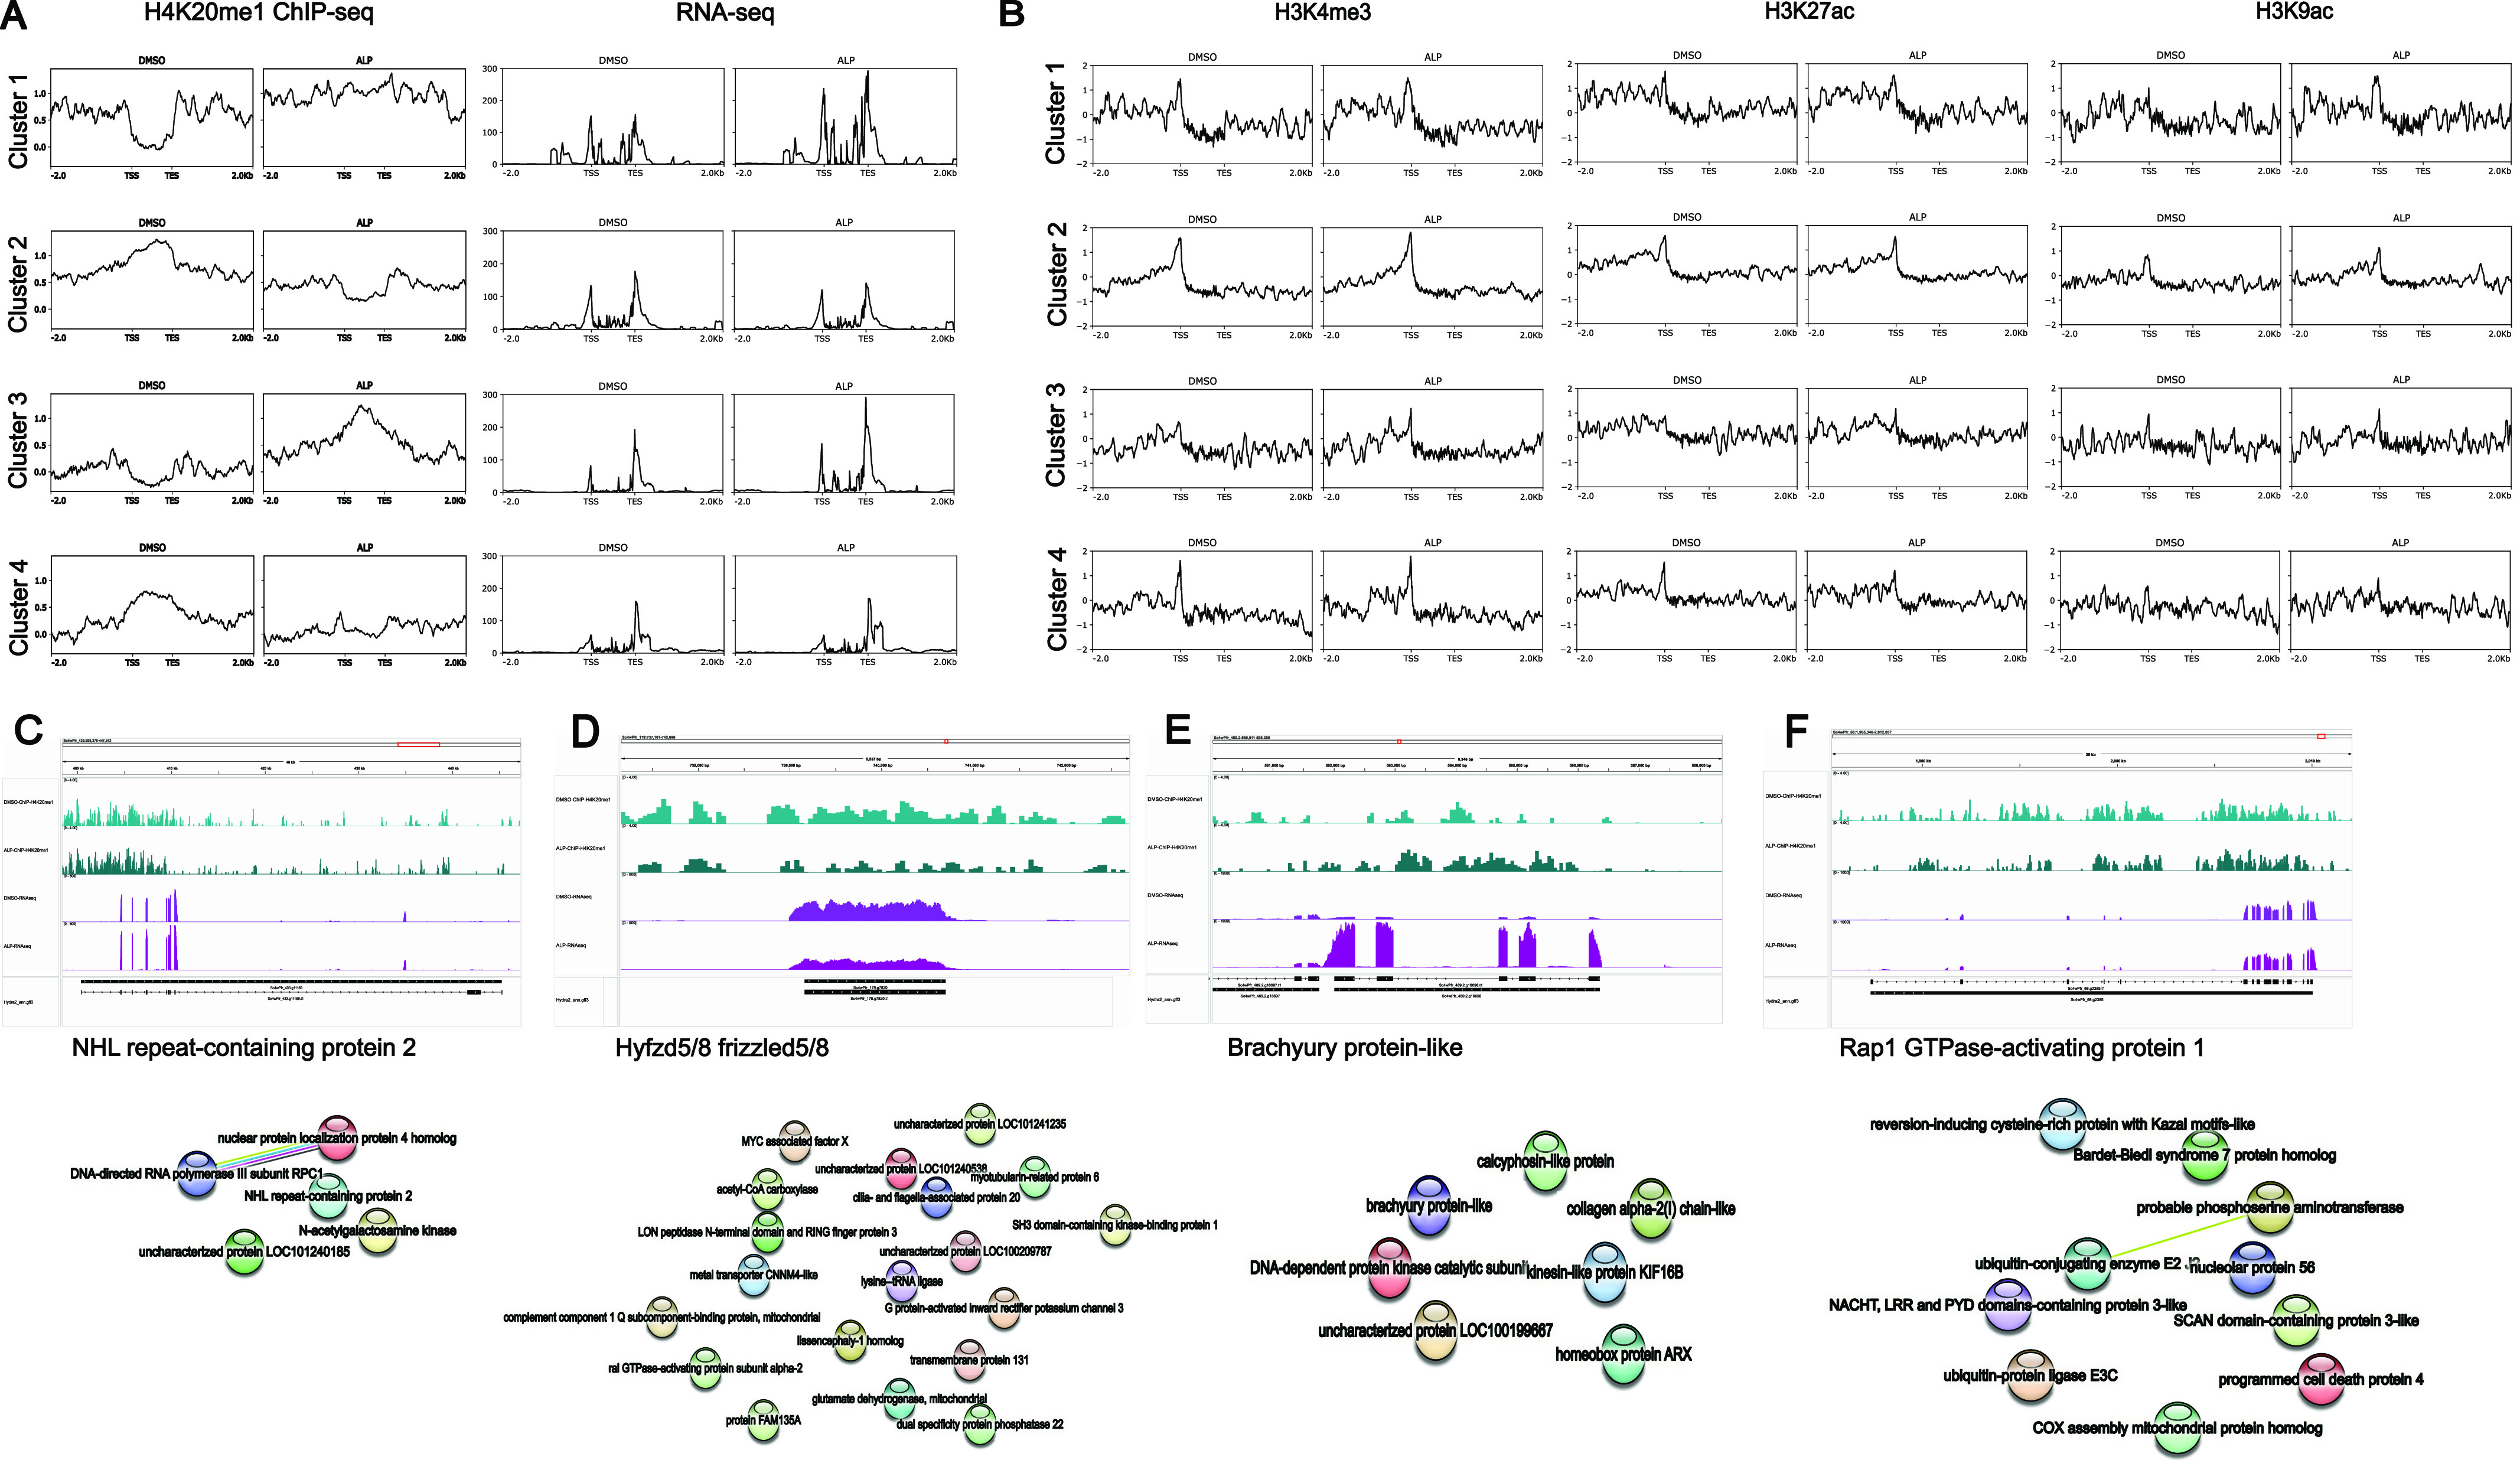
Differential occupancy of H4K20me1 upon ectopic activation of the Wnt signalling pathway is associated with limited gene sets. **(A)** The differential occupancy of H4K20me1 across four clusters upon ALP treatment in *Hydra vulgaris* Ind-Pune. The four clusters with differential peaks of H4K20me1 are correlated to the RNA-seq data across the nearby transcripts. Profiles suggest how H4K20me1 has a dual role in transcription activation and repression. **(B)** The four clusters obtained based on the occupancy of H4K20me1 on gene bodies were used to investigate the occupancy of the three activation-associated histone marks: H3K4me2, H3K4me3, and H3K27ac in ALP-treated and control polyps. **(C, D, E, F)** The top panels show Integrated Genome Viewer screenshots of the occupancy and transcript abundance of representative loci from clusters 1–4, respectively. The names of the respective loci are indicated below the Integrated Genome Viewer screenshots. The bottom panels depict the STRING interaction analysis of genes associated with differentially methylated genomic regions of clusters 1–4, respectively, performed using protein names from *Hydra vulgaris* genome version 3 annotation.

**Figure 5.**
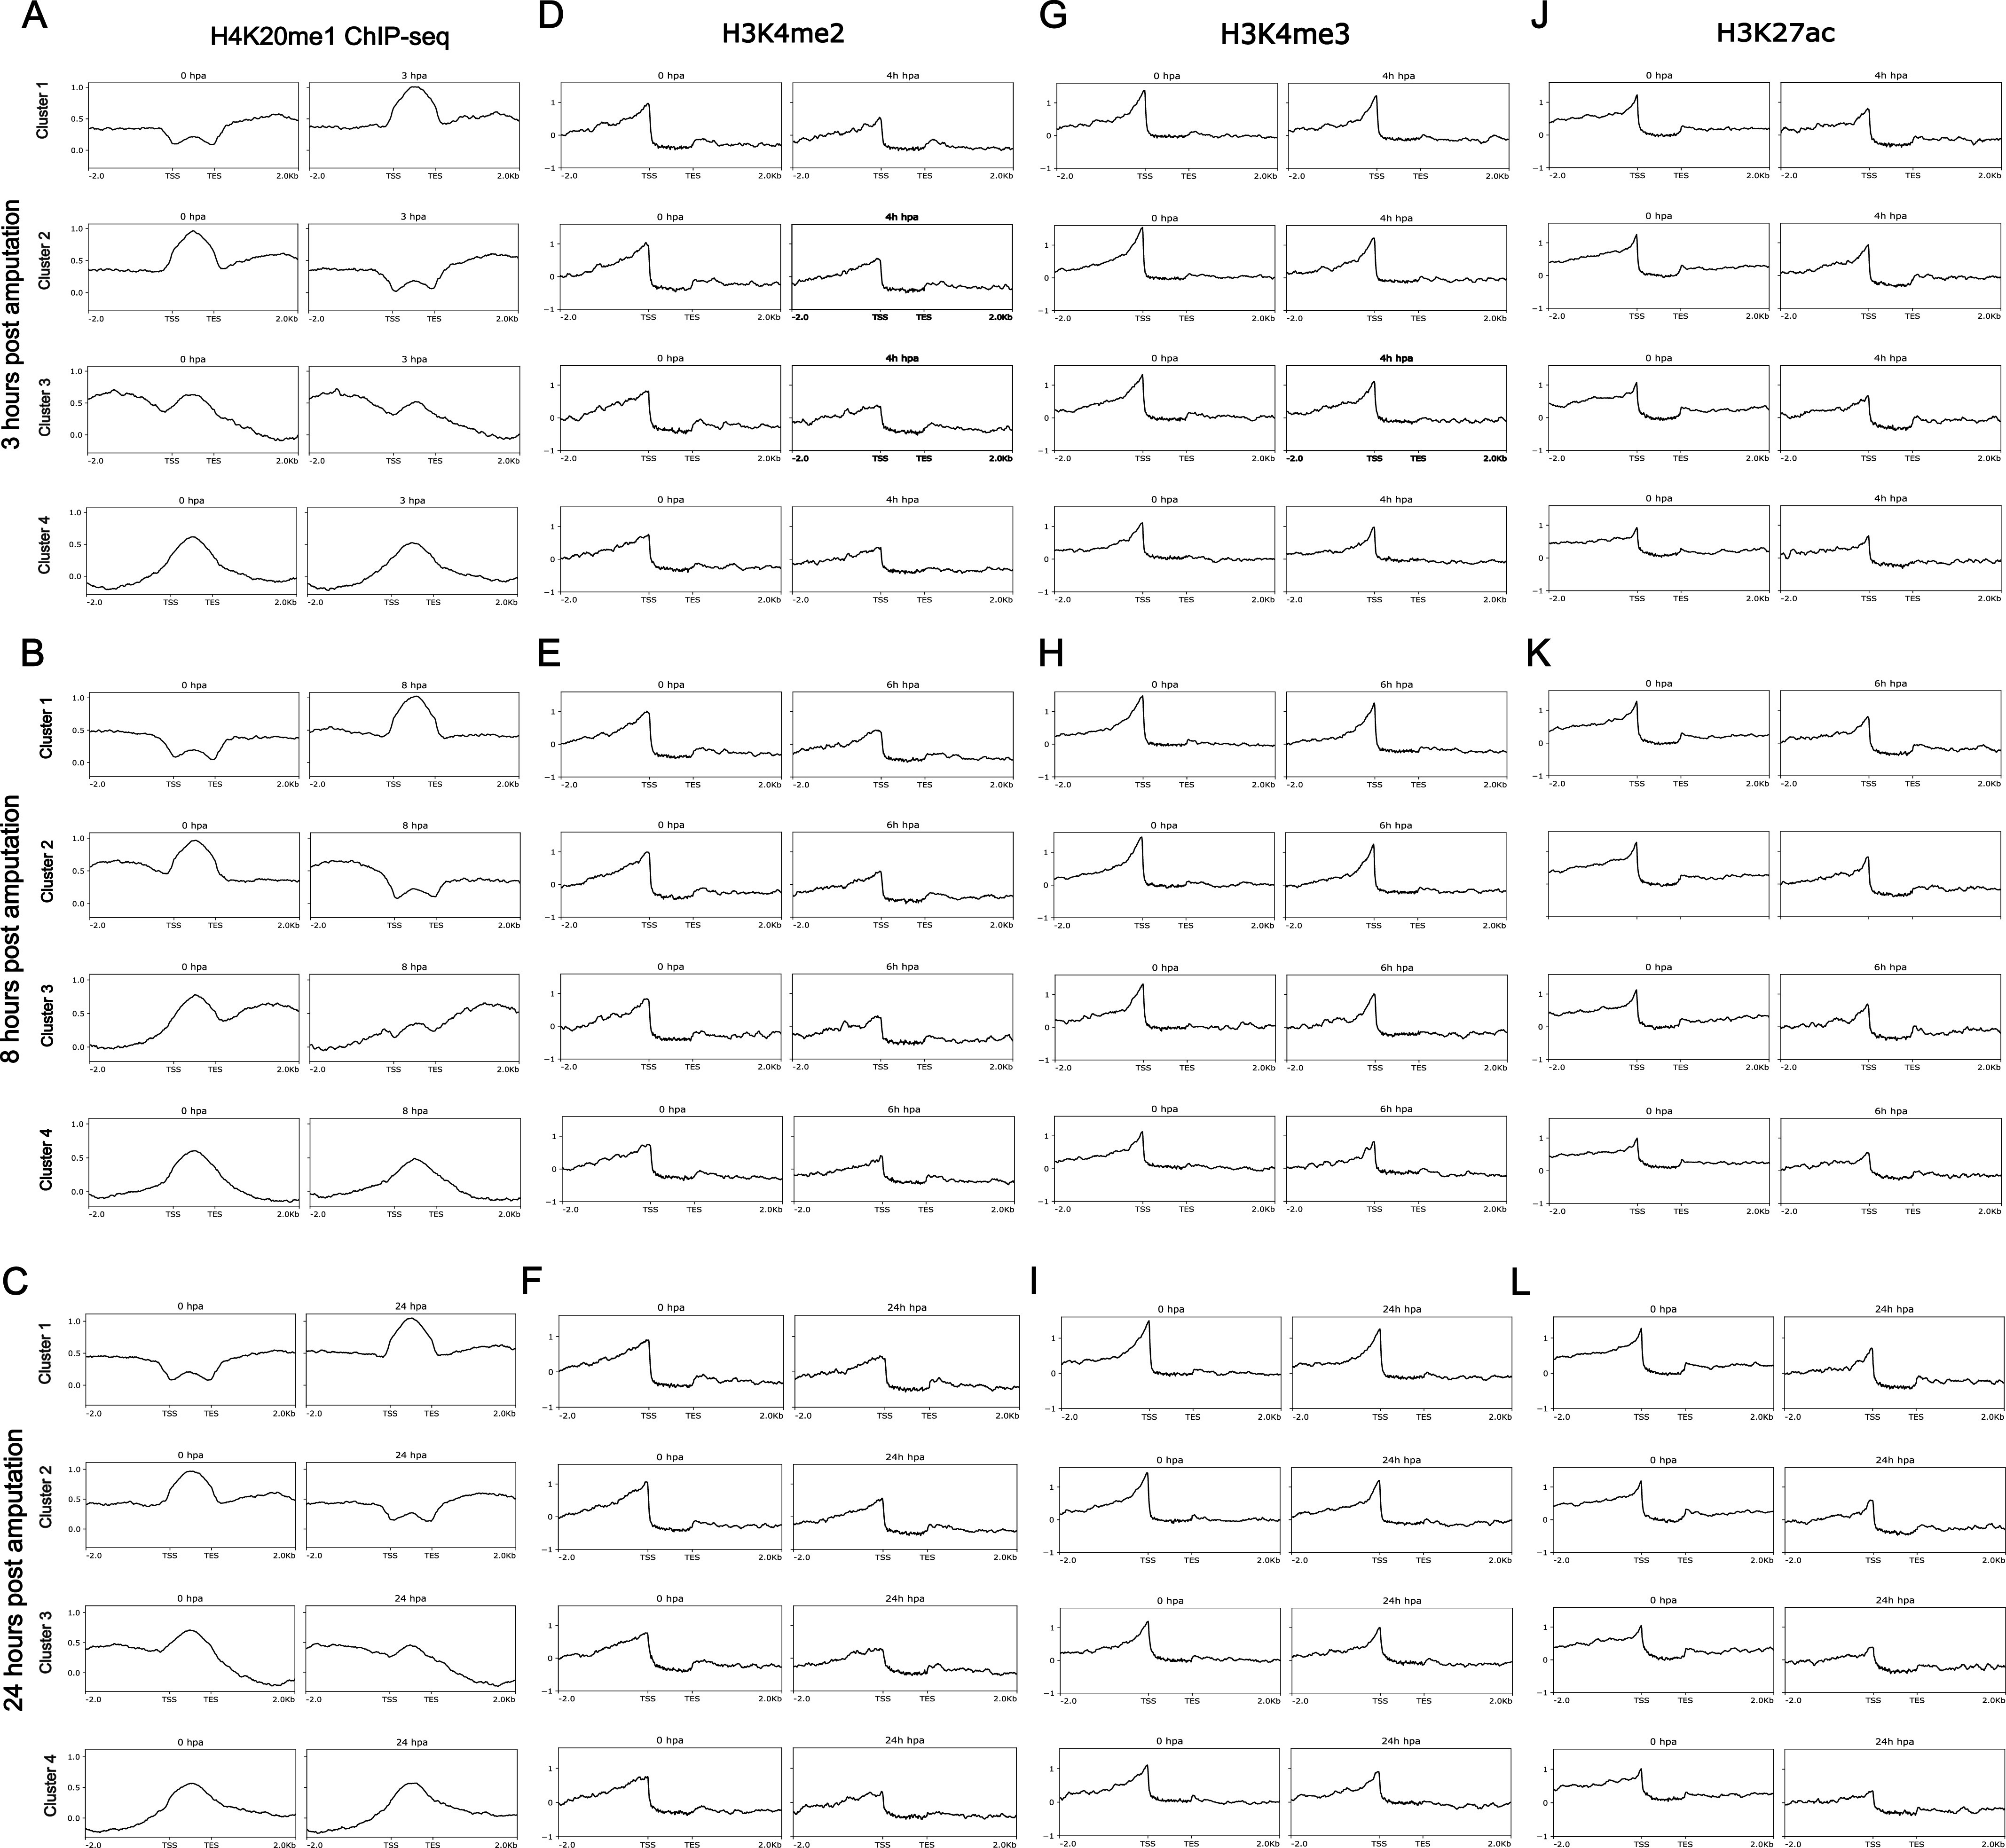
Extensive differential occupancy of H4K20me1 during head regeneration indicates a putative role in the regulation of diverse processes in *Hydra*. **(A, B, C)** The occupancy of H4K20me1 on differentially occupied gene bodies across different regenerating time points after head amputation. **(D, E, F, G, H, I, J, K, L)** This occupancy has been plotted along with ChIP-seq data for activation-associated histone marks H3K4me2 (D, E, F), H3K4me2 (G, H, I), and H3K27ac (J, K, L). Available ChIP-seq data (Murad et al, 2021) for H3K4me3, H3K27ac, and H3K4me2 are plotted beside the H4K20me1 profiles for comparison and establishment of the role in transcriptional regulation.

**Figure 6.**
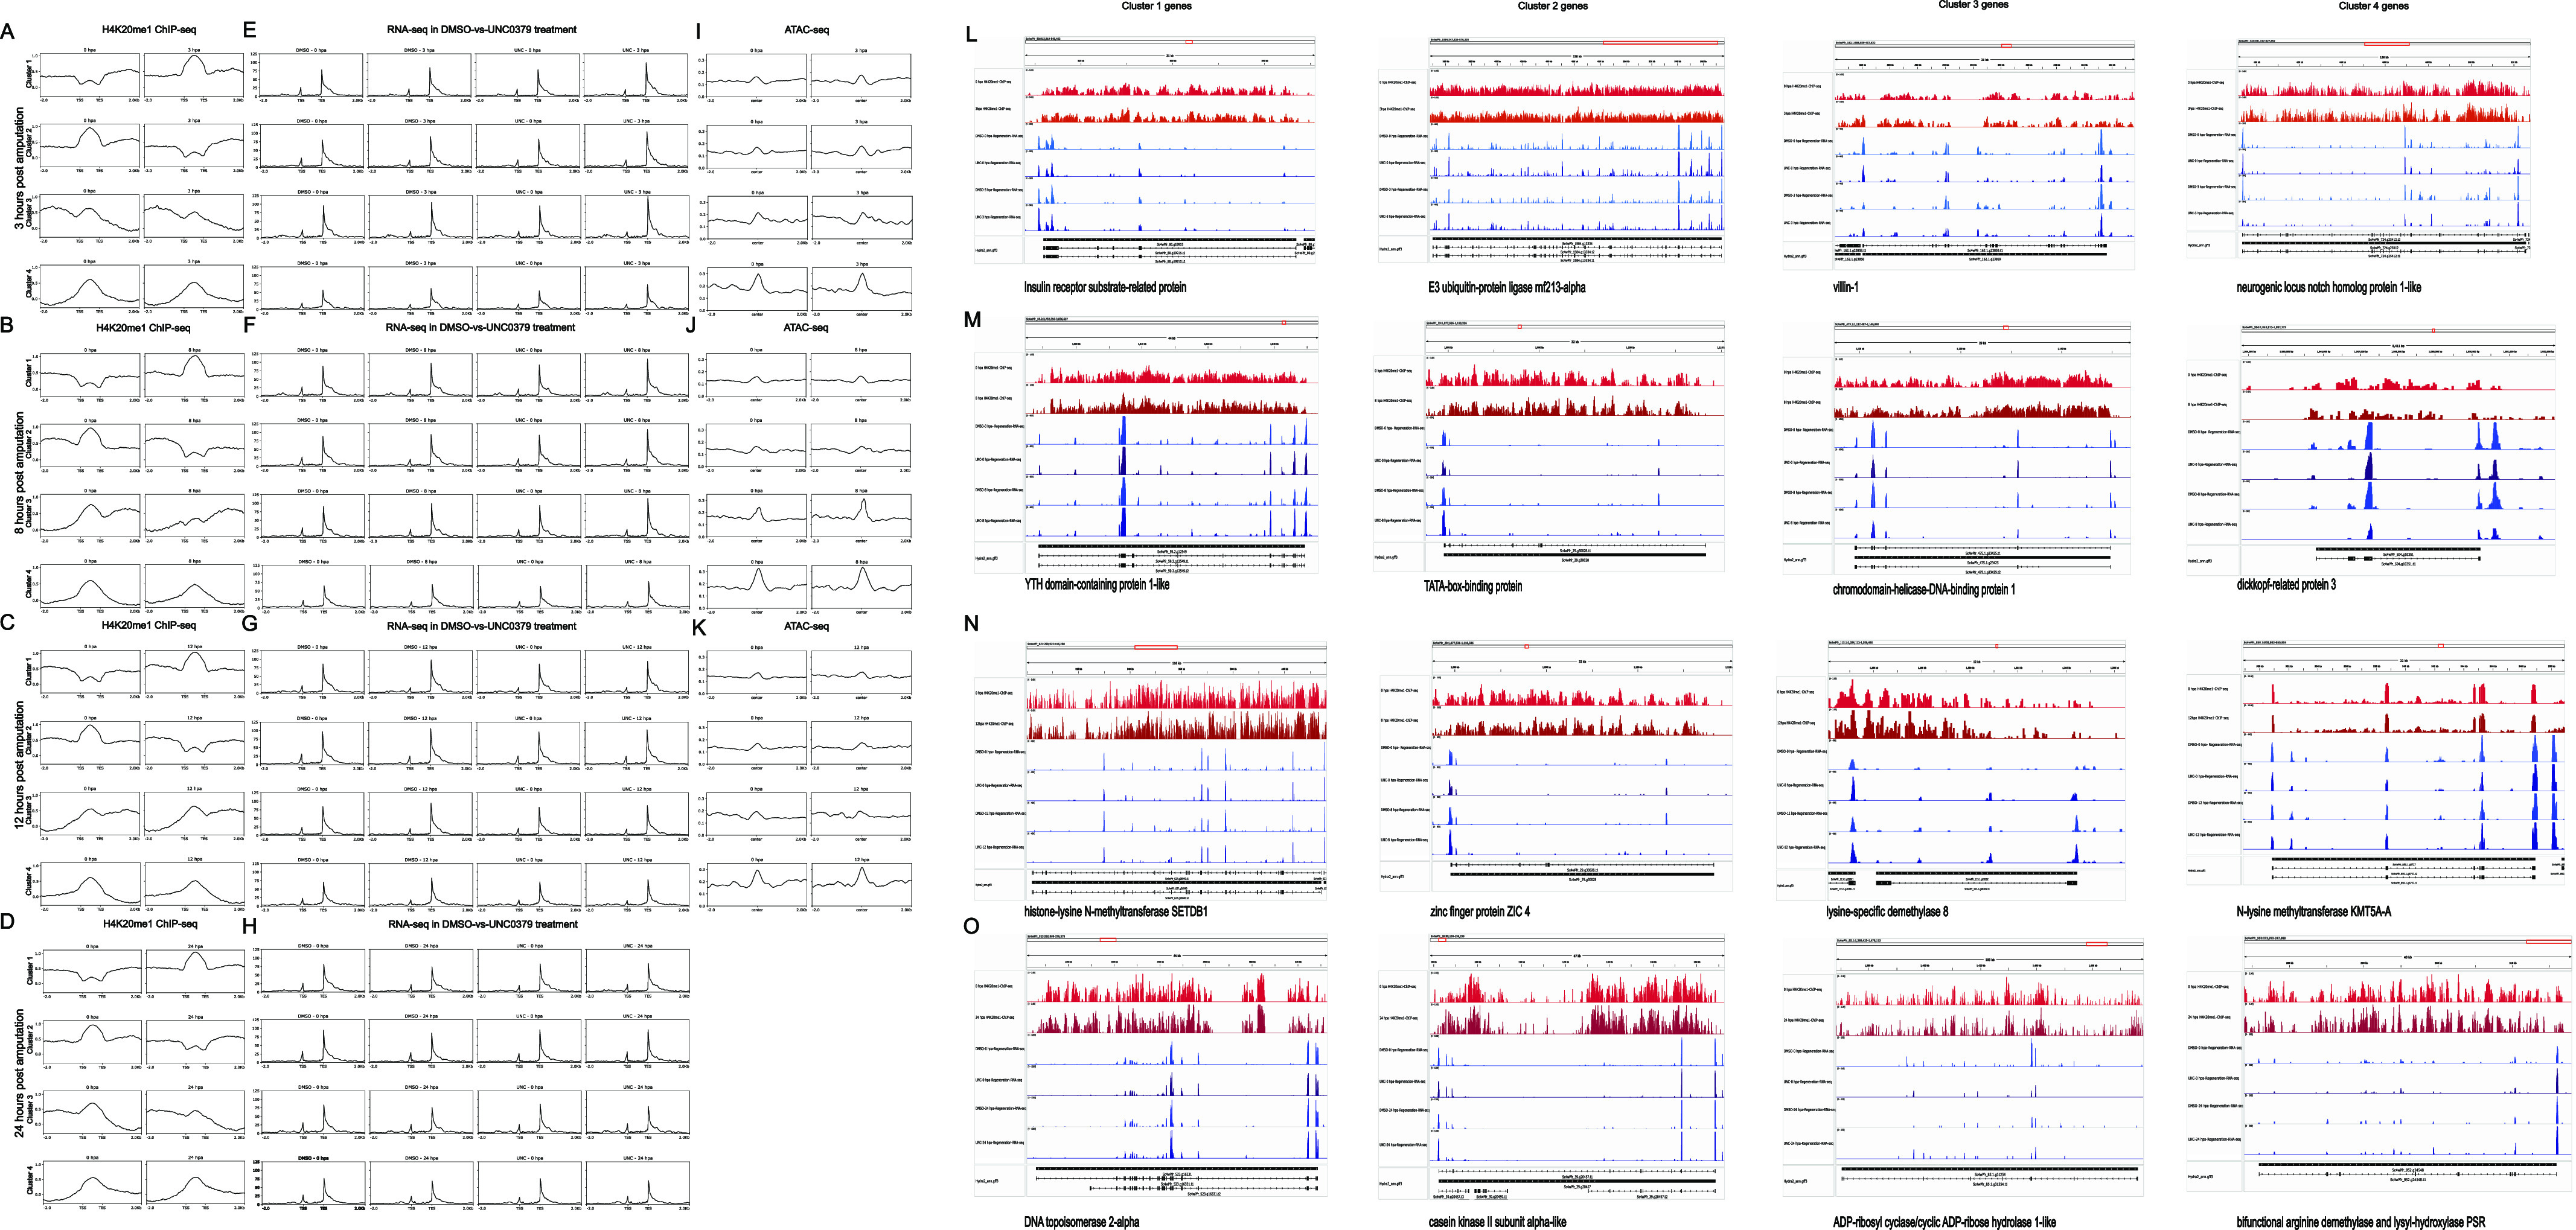
Transcriptional regulation by differentially methylated H4K20me1 during head regeneration in *Hydra*. **(A, B, C, D)** The four clusters obtained based on the occupancy of H4K20me1 on differentially methylated gene bodies at 3, 8, 12, and 24 hpa, respectively, have been used to understand chromatin accessibility and the transcription of the respective genes. **(E, F, G, H)** The RNA-seq reads in control and UNC0379-treated regenerating tips at 3, 8, 12, and 24 hpa, respectively, have been plotted for the four clusters separately and represent the resultant transcription from those regions. **(I, J, K)** The differentially methylated peaks have been correlated to ATAC-seq data at the same time points as Cazet et al (2021). **(L)** IGV snapshots for representative loci in clusters 1–4 of the differentially methylated regions at 3 hpa. **(M)** IGV snapshots for representative loci in clusters 1–4 of the differentially methylated regions at 8 hpa. **(N)** IGV snapshots for representative loci in clusters 1–4 of the differentially methylated regions at 3 hpa. **(O)** IGV snapshots for representative loci in clusters 1–4 of the differentially methylated regions at 3 hpa.

**Figure S9.**
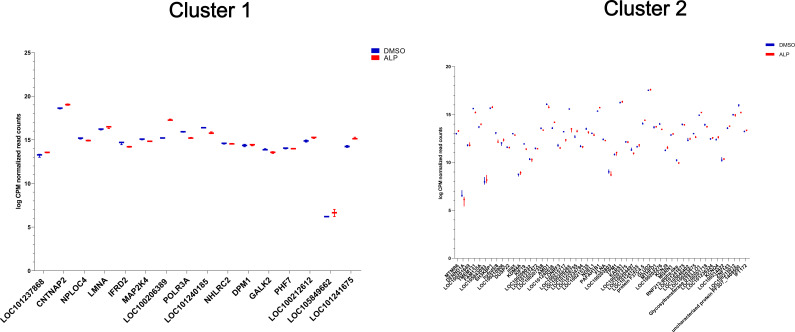
Plots of logCPM values for genes associated with clusters 1 and 2 of the differentially H4K20 methylated genomic regions upon ALP treatment. The log-fold-normalized CPM values were computed using EdgeR, and the box plots were generated using GraphPad. The gene names are shortened Uniprot names from *Hydra* where available and from mouse where *Hydra* genes have not yet been annotated.

**Figure S10.**
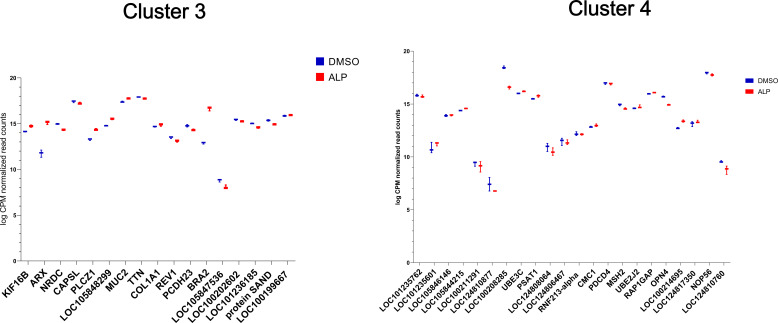
Plots of logCPM values for genes associated with clusters 3 and 4 of the differentially H4K20 methylated genomic regions upon ALP treatment. The log-fold-normalized CPM values were computed using EdgeR, and the box plots were generated using GraphPad. The gene names are shortened Uniprot names from *Hydra* where available and from mouse where *Hydra* genes have not yet been annotated.

Contrastingly, upon retrieval of differentially occupied regions during the regeneration time course, we found a large number of genomic regions with altered H4K20 methylation status compared with the 0 h time point (4,897, 5,116, 5,657, 5,400 at 3, 8, 12, and 24 hpa respectively). These regions again form four k-means clusters based on the trend displayed by the occupancy of H4K20me1. The genes associated with the differentially regulated peaks were retrieved, and a STRING interaction analysis was performed to identify the interactions between the genes (Figs S12–S24). Across time points, cluster 1 denotes regions with visibly increased occupancy of H4K20me1 (Figs 5A–C and 6A–D), and cluster 2 denotes those with highly decreased H4K20me1 occupancy (Figs 5A–C and 6A–D). Cluster 3 contains regions with a slight reduction in the occupancy (Figs 5A–C and 6A–D), and cluster 4 genes exhibit no visible change, although the peaks have been identified to be differentially occupied statistically (Figs 5A–C and 6A–D). Interestingly, across all time points, we observed a decrease in the occupancy of the activation-associated histone marks relative to the 0 h time point of regeneration (Fig 5D–L). The readout of active transcription is the resulting gene expression, which is mediated by opening compacted chromatin. The available ATAC-seq (Assay for Transposase-Accessible Chromatin using sequencing) data enabled investigation into the chromatin accessibility during regeneration (Cazet et al, 2021), and the RNA sequencing data are the final readout for gene regulation in both ALP-treated conditions (in-house) and regenerating tips (Murad et al, 2021). Although we did not find a common theme or genes belonging to a few known signalling pathways enriched in specific clusters (Figs S11–S26), we noted many epigenetic modifier genes regulated by differential occupancy of H4K20me1. However, upon analysing the openness of chromatin and transcriptional outputs, we observed that, upon UNC treatment, transcription is increased in those genes that display higher levels of H4K20me1 alteration (Fig 6E–K). 

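Across all 5046 transcripts tested, 962 differed between UNC0379 and DMSO when averaged over the 5 time points, of which 324 were higher and 638 lower under UNC0379 (adjusted p under 0.05 from edgeR). Among those changed more than 2-fold, 72 were higher and 303 lower. The members of the H4K20me1 clusters are not analysed here, so these counts cover all transcripts and not the genes with the largest alteration of the mark. With every library thinned to the smallest total, a fit chosen after seeing the data, 387 transcripts were called. At the loci used from Fig 6L-O, few reads were assigned to transcripts, apart from 892 counts at dickkopf-related protein 3. Villin-1 (Sc4wPfr_162.1.g23859), an actin-bundling protein, had 115 counts in all, 44 under UNC0379 and 71 in DMSO, below the filter for testing. The E3 ubiquitin-protein ligase rnf213-alpha had 6 counts over the 30 libraries, DNA topoisomerase 2-alpha had 2 and ADP-ribosyl cyclase/cyclic ADP-ribose hydrolase 1-like had 7. No count was assigned to the insulin receptor substrate-related protein, the notch 1-like protein, the YTH domain-containing protein 1-like, chromodomain-helicase-DNA-binding protein 1, the methyltransferase KMT5A-A, casein kinase II subunit alpha-like or the arginine demethylase PSR. For each of these 7, a count of 0 allows up to 0.185 CPM of assigned reads over the pooled libraries, a limit that covers counting error only. It is no limit on expression, because reads set aside as ambiguous are not in it. KMT5A is another name of SETD8, and the paper measured SETD8 mRNA by qRT-PCR in other polyps. The 0 counts at KMT5A-A therefore need not mean absence. Of the 8 loci used from the paper's locus panels that have 2 or more annotated transcripts, 6 had 0 counts and the other 2 had 1 to 10, whereas 7 of the 8 with 1 transcript had counts. The counts of loci with several transcripts are uncertain, because reads that could not be told apart between transcripts were recorded as ambiguous. Where those reads lie is not recorded, and a lower true expression of these loci stays open too.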

We further zoomed into a few genes to monitor the occupancy profile of this histone mark. As seen in the integrated genome viewer screenshots (Fig 6L–O), the occupancy of H4K20me1 extends beyond the promoter regions into the exons and introns of the gene bodies. The differential occupancy presumably results from dynamic changes in the location of H4K20me1 across the gene body. To understand the transcriptional regulation of the genes associated with the four genomic region clusters, we plotted the logCPM values of the RNA-seq data from regenerating tips with and without inhibition of SETD8 (Figs S27–S29). 

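In DMSO, Brachyury protein-like rose after decapitation, from 2.03 ± 0.597 normalized CPM (SD, n = 3) at 0 hpa to 26.8 ± 12.8 (SD, n = 3) at 12 hpa. This is a log2 fold change of 3.57 (standard error 0.63, adjusted p = 2.4e-04 from edgeR). Against 0 hpa it was also higher at 8 hpa (2.74, adjusted p = 0.0120) and at 24 hpa (2.84, adjusted p = 0.00828). Under UNC0379 its level was 10.1 ± 4.75 (SD, n = 3) at 0 hpa and rose to 32.1 ± 5.66 (SD, n = 3) at 8 hpa and 32.7 ± 3.07 (SD, n = 3) at 12 hpa, by 1.69 and 1.70 on the log2 scale (adjusted p = 0.0298 and 0.0324). At 24 hpa under UNC0379 it was 8.35 ± 6.20 (SD, n = 3), a log2 fold change of -0.07 against 0 hpa (adjusted p = 0.960). The difference between treatments in this 24 hpa change was -2.92 (standard error 0.96, adjusted p = 0.0943), which did not pass the test. Dickkopf-related protein 3 showed no called change over time in DMSO, with log2 fold changes against 0 hpa from -0.27 to 0.21. Under UNC0379 it fell against 0 hpa at 3 hpa (-2.0, adjusted p = 0.00303), at 8 hpa (-1.96, adjusted p = 0.00246) and at 24 hpa (-1.37, adjusted p = 0.0344), and the value at 12 hpa was -1.27 (adjusted p = 0.0537). The 3 falls were lost without UNC0379 0 hpa replicate 3, with adjusted p = 0.106, 0.0864 and 0.224. Those at 3 and 24 hpa were also lost without UNC0379 3 hpa replicate 2 (0.0555) and without UNC0379 24 hpa replicate 2 (0.203), and that at 24 hpa with limma-voom (0.0573). The value at 12 hpa passed the test without UNC0379 0 hpa replicate 1 (0.0144) or replicate 2 (0.0421), UNC0379 3 hpa replicate 1 (0.0484), UNC0379 12 hpa replicate 2 (0.0227) or UNC0379 24 hpa replicate 2 (0.0334) or replicate 3 (0.0269). For Brachyury protein-like, at 1 to 23 counts per library, the rise at 12 hpa in DMSO was called whichever library was left out. In DMSO its call at 8 hpa was lost without DMSO 0 hpa replicate 1 (adjusted p = 0.0620) or replicate 3 (0.0983), without DMSO 8 hpa replicate 1 (0.122) and with limma-voom (0.0621), and that at 24 hpa without DMSO 0 hpa replicate 3 (0.0558) or DMSO 24 hpa replicate 2 (0.0556). Under UNC0379 its call at 8 hpa was lost without UNC0379 0 hpa replicate 2 (0.0730) or replicate 3 (0.193) and without UNC0379 8 hpa replicate 2 (0.150) or replicate 3 (0.0598). The call at 12 hpa was lost without those 0 hpa libraries (0.0785 and 0.209) and without UNC0379 12 hpa replicate 1 (0.104), replicate 2 (0.0788) or replicate 3 (0.0629). Its interaction at 24 hpa passed the test without UNC0379 24 hpa replicate 2 (-4.18, adjusted p = 0.0320) or DMSO 24 hpa replicate 3 (-3.36, adjusted p = 0.0436). Without UNC0379 0 hpa, UNC0379 24 hpa and DMSO 24 hpa replicate 3, a fit chosen after seeing the data, its changes under UNC0379 at 8 and 12 hpa were both 1.36 and were not called (adjusted p = 0.110 and 0.114), and its interaction at 24 hpa was called (-3.65, adjusted p = 0.0140). In that fit the change of dickkopf-related protein 3 under UNC0379 at 24 hpa was -0.99 and was not called (adjusted p = 0.128).

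**Figure D1:**
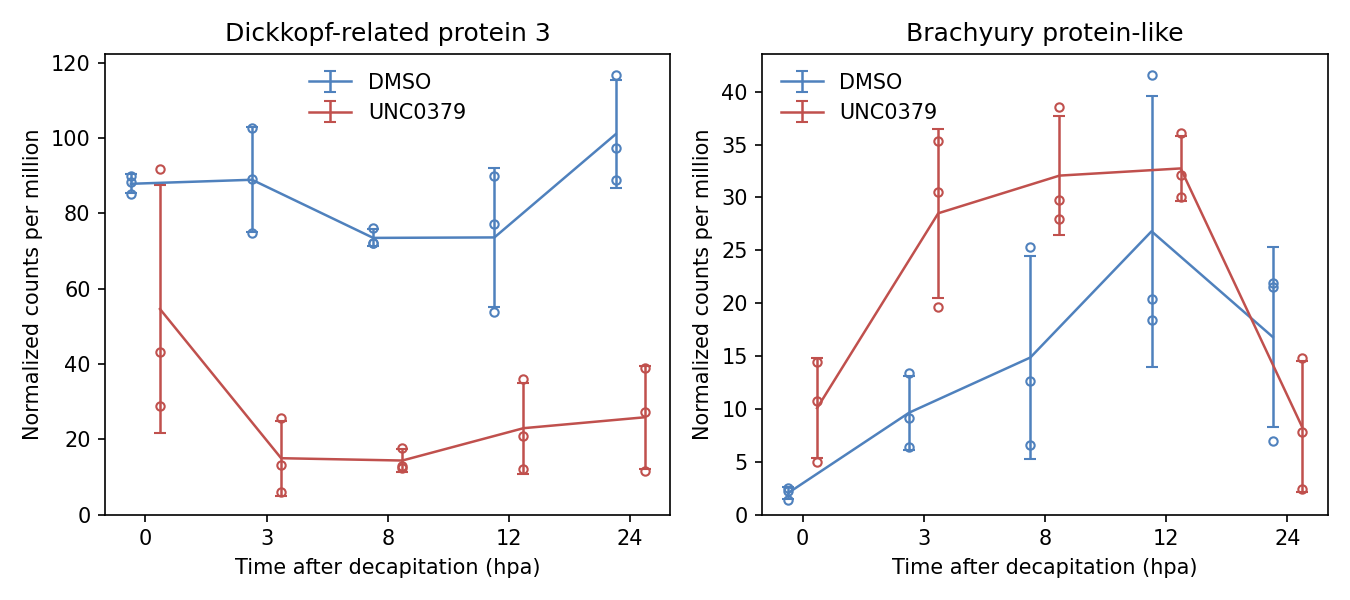
Normalized CPM (y axis) of dickkopf-related protein 3 and Brachyury protein-like by time after decapitation in hours (x axis), in DMSO (blue) and UNC0379 (red). Open circles are single libraries, and lines and bars show the mean and SD of 3 libraries; from 3 hpa on, the UNC0379 libraries of dickkopf-related protein 3 lie below the DMSO libraries of the same time.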

Supplementing the average gene profiles, the individual gene expression profiles of the Wnt pathway-associated genes demonstrate how organizer formation is disrupted when SETD8 is inhibited. The plots depict the gene expression at each regenerating time point in the presence and absence of SETD8 inhibition. SETD8 inhibition disrupted the expected expression patterns of genes. 

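The change after decapitation was compared between the treatments over all transcripts tested. In the paper's regeneration assays the inhibitor was given before decapitation and continued after it. If this holds here, a later time under UNC0379 is also a longer exposure, and without uncut polyps the effects of both cannot be told apart. Against 0 hpa, DMSO tips changed 124 transcripts at 3 hpa, 217 at 8 hpa, 278 at 12 hpa and 457 at 24 hpa, and UNC0379 tips changed 233, 302 and 224 at 3, 8 and 12 hpa, with 264 higher and 460 lower at 24 hpa. Transcripts that changed in the same direction in both treatments numbered 11, 37, 50 and 147, where independent lists would share 3.02, 6.39, 6.25 and 34.4, and a further 6, 9, 2 and 10 changed in opposite directions. Taking the transcripts with a time effect averaged over both treatments, 283 at 3 hpa, 350 at 8 hpa, 405 at 12 hpa and 1103 at 24 hpa, the difference between treatments opposed the time effect in 40.3%, 36.9%, 46.4% and 36.6% of them. In the remainder the difference had the sign of the time effect and so added to it, but most of these differences did not pass the test themselves. Among differences that passed the test themselves, 14 opposed and 55 added at 3 hpa, 26 and 50 at 8 hpa, 18 and 23 at 12 hpa, and 23 and 52 at 24 hpa. The transcripts that fell had median log2 fold changes of -0.58, -0.56, -0.78 and -0.99 in DMSO at 3, 8, 12 and 24 hpa, and of -1.09, -1.10, -0.99 and -1.44 under UNC0379. For those that rose the medians were 1.00, 1.22, 1.15 and 0.72 in DMSO and 1.24, 1.33, 1.17 and 0.91 under UNC0379. Taken as sets, the rising and the falling transcripts of each time gave 8 two-sided exact permutation tests over 400 assignments of the libraries, and none passed (lowest p = 0.25, 0.834 after Benjamini-Hochberg adjustment). Assignments that mix the labels at a single time still hold the treatment difference of the other time, so that these tests cannot decide whether the sets differ. With single libraries left out, the called differences that opposed numbered 6 to 37 at 3 hpa, 14 to 48 at 8 hpa, 9 to 41 at 12 hpa and 14 to 52 at 24 hpa, and those that added 35 to 81, 31 to 90, 8 to 48 and 34 to 85. Without DMSO 0 hpa replicate 2, 33 opposed and 55 added at 3 hpa, 48 and 54 at 8 hpa, 41 and 28 at 12 hpa, and 52 and 56 at 24 hpa, and the shares opposing were 49.1%, 45.7%, 54.9% and 45.2%. At 12 hpa as many or more opposed than added without UNC0379 12 hpa replicate 1 (11 and 8), DMSO 0 hpa replicate 1 (11 and 9) or 3 (12 and 12), or DMSO 12 hpa replicate 1 (13 and 12), 2 or 3 (12 and 8 for each). The share opposing at 24 hpa was 21.2% without UNC0379 24 hpa replicate 2 and 47.6% without DMSO 24 hpa replicate 1, its lowest and highest values. With only the 6 libraries compared, 4 transcripts were called between 24 and 0 hpa under UNC0379. The 24 hpa counts above, 147 and 1103 among them, rest on a spread shared by all groups, which can be too small for the UNC0379 24 hpa libraries. In DMSO the count at 3 hpa was 59 to 78 without DMSO 0 hpa replicate 1 or 3 or any library of 3 hpa, 203 without DMSO 0 hpa replicate 2 and 216 without UNC0379 24 hpa replicate 3. At 8 hpa it was 112 to 134 without DMSO 0 hpa replicate 1 or 3 or DMSO 8 hpa replicate 2, and at 12 hpa 126 to 172 without DMSO 0 hpa replicate 1 or 3 or DMSO 12 hpa replicate 1 or 3. At 24 hpa it was 182 to 254 without DMSO 0 hpa replicate 1 or 3 or DMSO 24 hpa replicate 2 or 3, and 704 without UNC0379 24 hpa replicate 3. Under UNC0379 the count at 3 hpa was 146 without UNC0379 0 hpa replicate 3 and 135 without UNC0379 3 hpa replicate 2, and at 8 hpa 198 without UNC0379 8 hpa replicate 3. At 24 hpa it was 352, 258 and 1105 without UNC0379 0 hpa replicate 1, 2 and 3 in turn, and 442 without UNC0379 24 hpa replicate 3.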

At different time points, the effect is different, underscoring the requirement of SETD8 in various transcriptional networks (Figs S28 and S29).

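The effect of UNC0379 at 3, 8, 12 and 24 hpa was tested against its effect at 0 hpa. It differed for 135 transcripts at 3 hpa, 173 at 8 hpa, 77 at 12 hpa and 141 at 24 hpa (treatment by time interaction, adjusted p under 0.05 from edgeR). Among 100 splits of the libraries, 9, 9, 9 and 16 gave as many calls, the real split included, and chance is not excluded. Most of the other such splits still hold the treatment difference of the later time, so that this test decides little. A longer exposure to the inhibitor and a later time after decapitation cannot be told apart here either. In all, 797 transcripts were called between UNC0379 and DMSO at 1 or more time points, of which 389 were called at 1 time only and 52 at all 5. Of these 52, 48 were lower at every time, 3 higher and 1 changed direction. Of the transcripts that the files give by identifier alone, 2 that were higher and 2 that were lower are described. MSTRG.23002.2 was at 156 ± 30.9 normalized CPM (SD, n = 3) under UNC0379 and 132 ± 15.7 (SD, n = 3) in DMSO at 0 hpa, and at 638 ± 33.1 (SD, n = 3) and 65.8 ± 22.0 (SD, n = 3) at 8 hpa. Its log2 fold change was 0.24 at 0 hpa (adjusted p = 0.701) and 3.27 at 8 hpa (standard error 0.25, adjusted p = 2.0e-11). Sc4wPfr_1127.1.g1460.t1 was higher under UNC0379 at all 5 times, from 0.71 at 0 hpa to 1.76 at 8 hpa on the log2 scale, and its call at 0 hpa was lost without DMSO 0 hpa replicate 3 (0.67, adjusted p = 0.0782). Sc4wPfr_365.g14975.t1 was lower at all 5 times, with log2 fold changes from -1.5 at 0 hpa to -3.64 at 24 hpa, where it had 64.5 ± 5.34 CPM under UNC0379 and 794 ± 22.0 in DMSO (SD, n = 3 each). Sc4wPfr_268.g25743.t1, the most abundant of the 4, was also lower at all 5 times, from -1.01 at 0 hpa to -2.47 at 3 hpa. With the 12 libraries of the comparison alone, the 24 hpa interaction was called for 6 transcripts, and with UNC0379 24 hpa replicate 3 left out the 4 counts were 248, 310, 173 and 215. The 8 hpa count was 109 to 115 without UNC0379 8 hpa replicate 1 or 2 or DMSO 0 hpa replicate 1, and the 24 hpa count was 87, 250 and 79 without DMSO 0 hpa replicate 1, 2 and 3 in turn. At 12 hpa it was 41 to 50 without UNC0379 12 hpa replicate 1 or 3, DMSO 0 hpa replicate 1 or 3 or any DMSO library of 12 hpa, and 146 without DMSO 0 hpa replicate 2. From the differing effect at different time points, the paper concludes that SETD8 is required in various transcriptional networks.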

**Figure S11.**
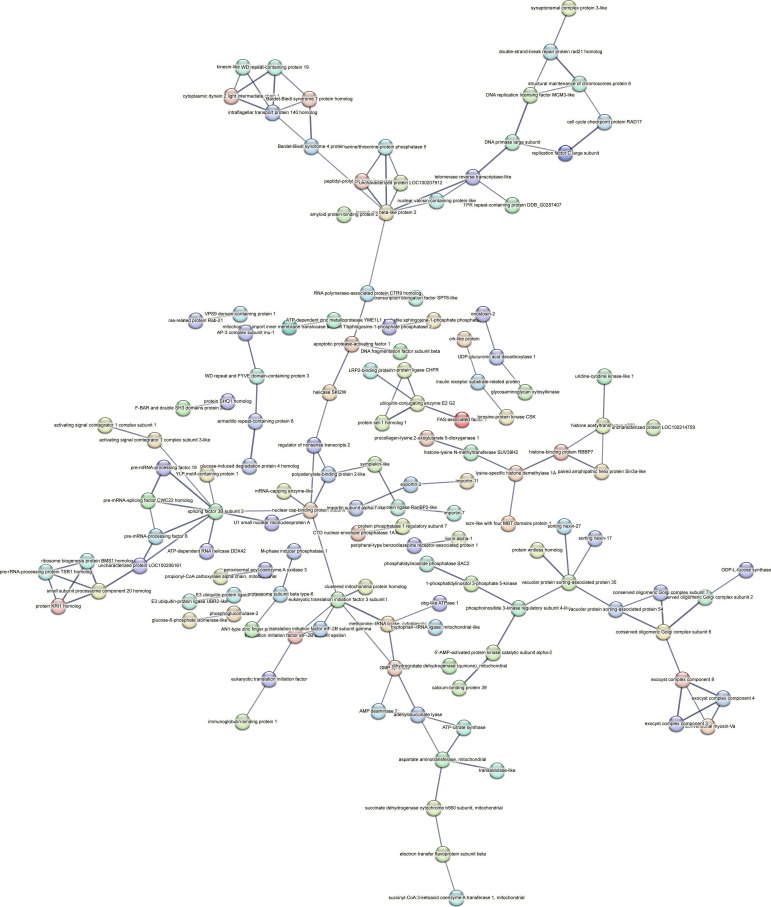
STRING interaction analysis of the various gene products associated with differential occupancy of H4K20me1 at 3 hpa in cluster 1. The protein names and annotations were obtained from the latest assembly of the *Hydra* genome (version 3) using the blastx tool and mapping to the annotation file.

**Figure S12.**
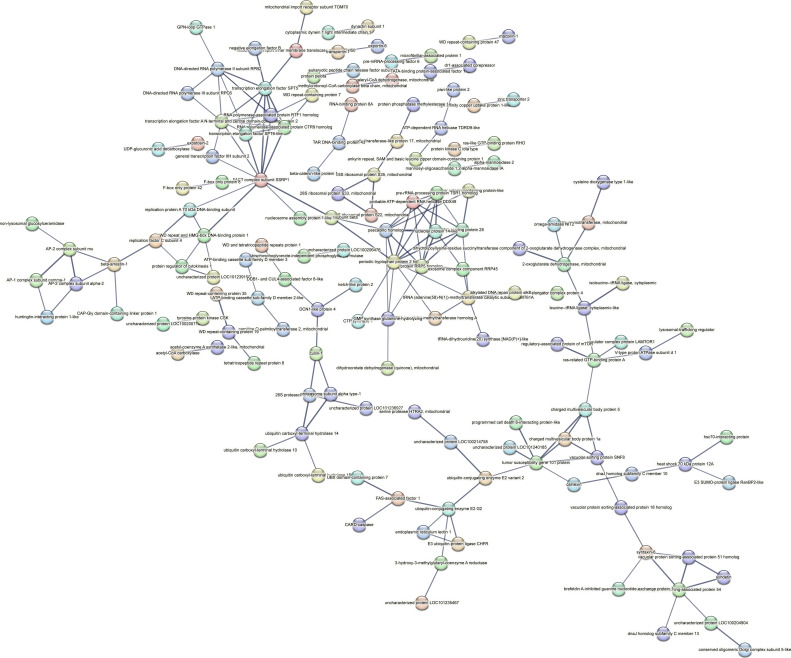
STRING interaction analysis of the various gene products associated with differential occupancy of H4K20me1 at 3 hpa in cluster 2. The protein names and annotations were obtained from the latest assembly of the *Hydra* genome (version 3) using the blastx tool and mapping to the annotation file.

**Figure S13.**
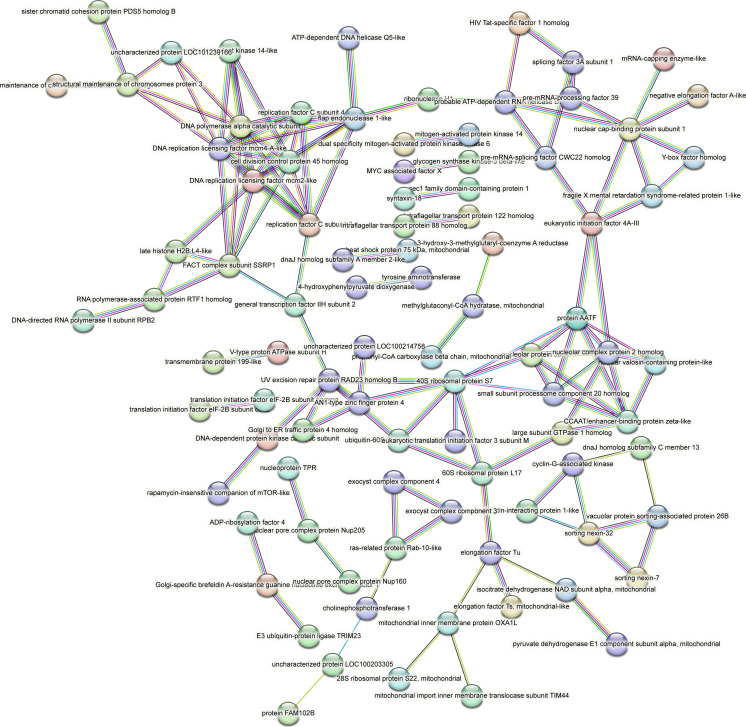
STRING interaction analysis of the various gene products associated with differential occupancy of H4K20me1 at 3 hpa in cluster 3. The protein names and annotations were obtained from the latest assembly of the *Hydra* genome (version 3) using the blastx tool and mapping to the annotation file.

**Figure S14.**
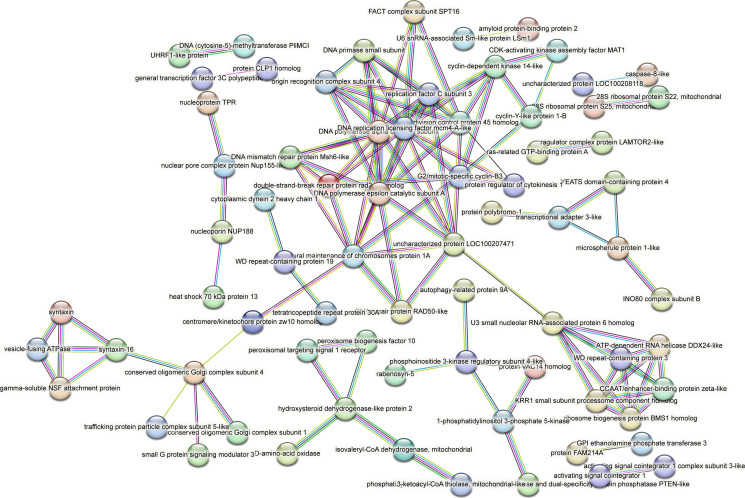
STRING interaction analysis of the various gene products associated with differential occupancy of H4K20me1 at 3 hpa in cluster 4. The protein names and annotations were obtained from the latest assembly of the *Hydra* genome (version 3) using the blastx tool and mapping to the annotation file.

**Figure S15.**
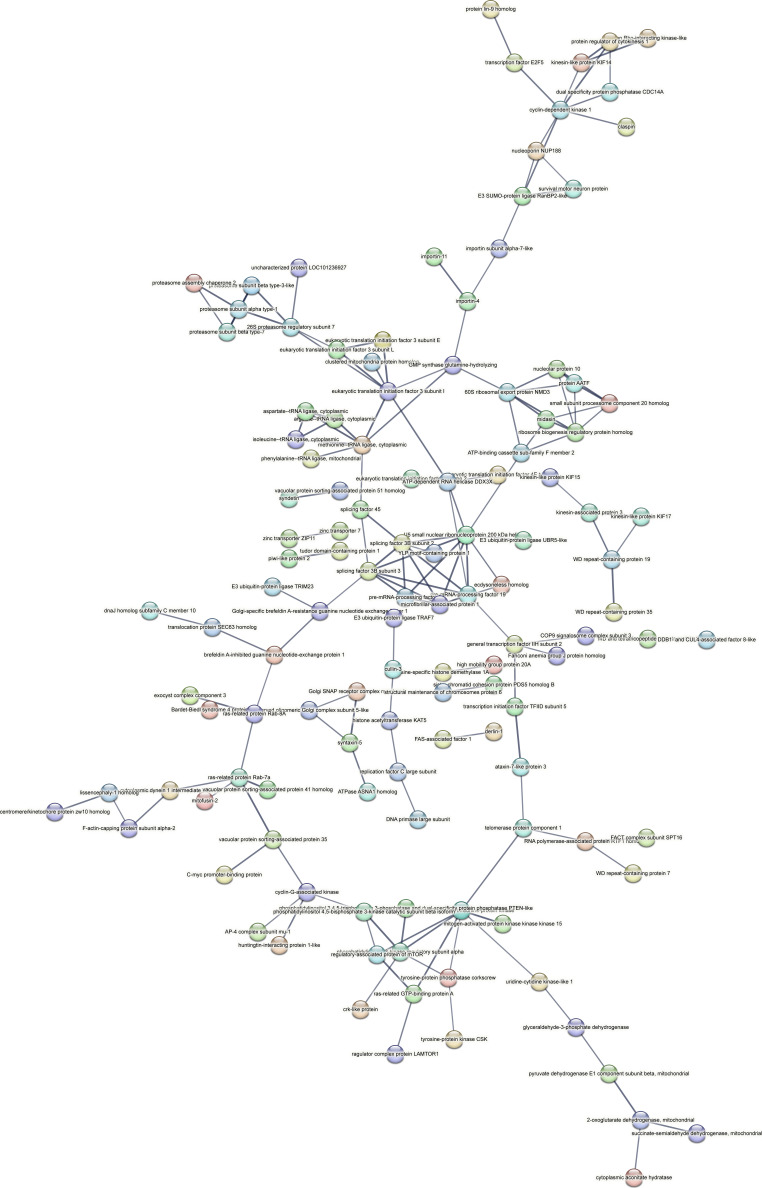
STRING interaction analysis of the various gene products associated with differential occupancy of H4K20me1 at 8 hpa in cluster 1. The protein names and annotations were obtained from the latest assembly of the *Hydra* genome (version 3) using the blastx tool and mapping to the annotation file.

**Figure S16.**
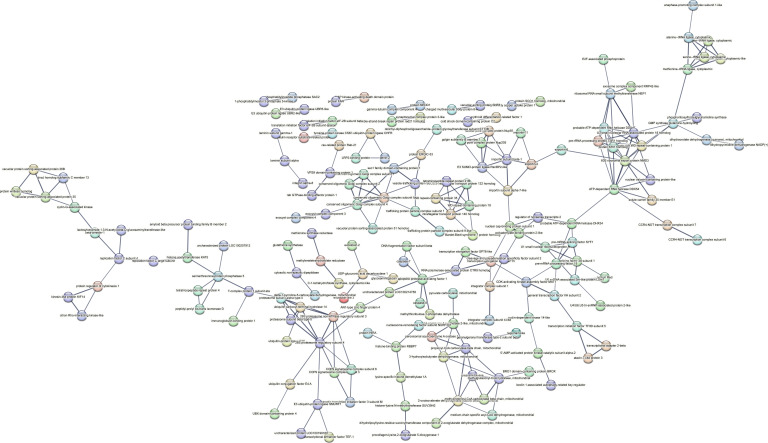
STRING interaction analysis of the various gene products associated with differential occupancy of H4K20me1 at 8 hpa in cluster 2. The protein names and annotations were obtained from the latest assembly of the *Hydra* genome (version 3) using the blastx tool and mapping to the annotation file.

**Figure S17.**
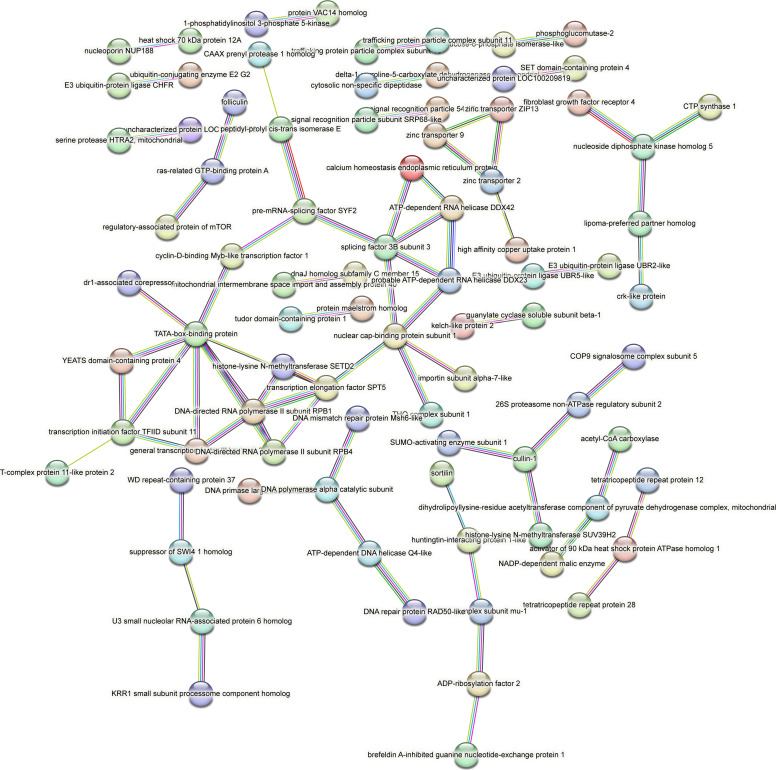
STRING interaction analysis of the various gene products associated with differential occupancy of H4K20me1 at 8 hpa in cluster 3. The protein names and annotations were obtained from the latest assembly of the *Hydra* genome (version 3) using the blastx tool and mapping to the annotation file.

**Figure S18.**
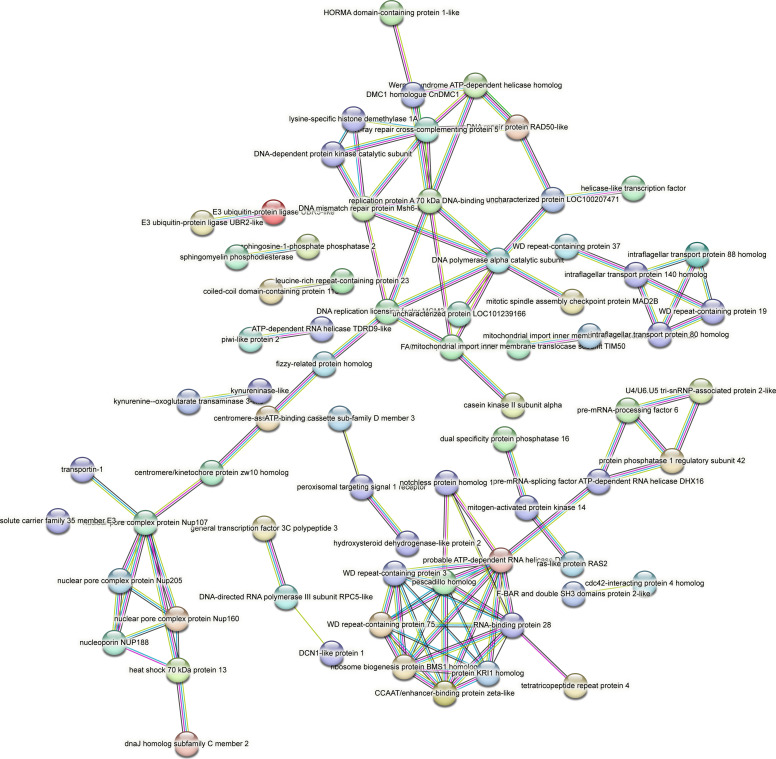
STRING interaction analysis of the various gene products associated with differential occupancy of H4K20me1 at 8 hpa in cluster 4. The protein names and annotations were obtained from the latest assembly of the *Hydra* genome (version 3) using the blastx tool and mapping to the annotation file.

**Figure S19.**
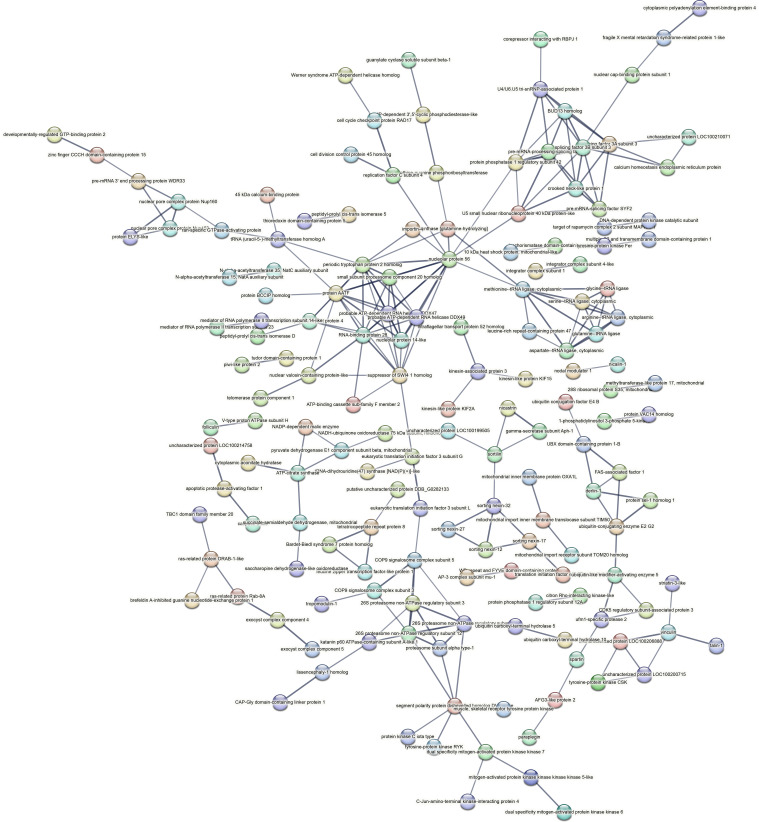
STRING interaction analysis of the various gene products associated with differential occupancy of H4K20me1 at 12 hpa in cluster 1. The protein names and annotations were obtained from the latest assembly of the *Hydra* genome (version 3) using the blastx tool and mapping to the annotation file.

**Figure S20.**
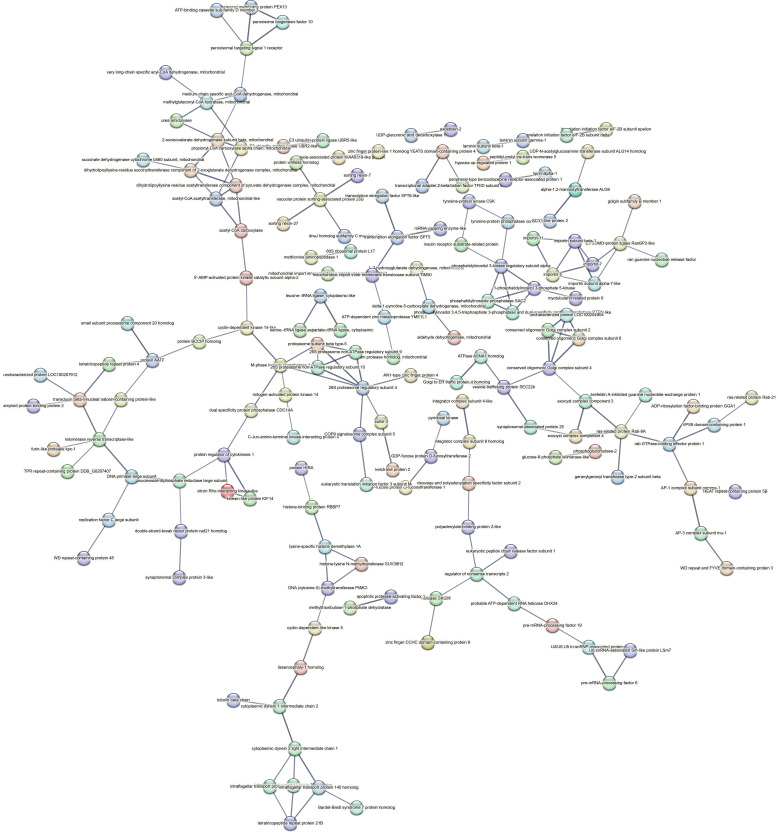
STRING interaction analysis of the various gene products associated with differential occupancy of H4K20me1 at 12 hpa in cluster 2. The protein names and annotations were obtained from the latest assembly of the *Hydra* genome (version 3) using the blastx tool and mapping to the annotation file.

**Figure S21.**
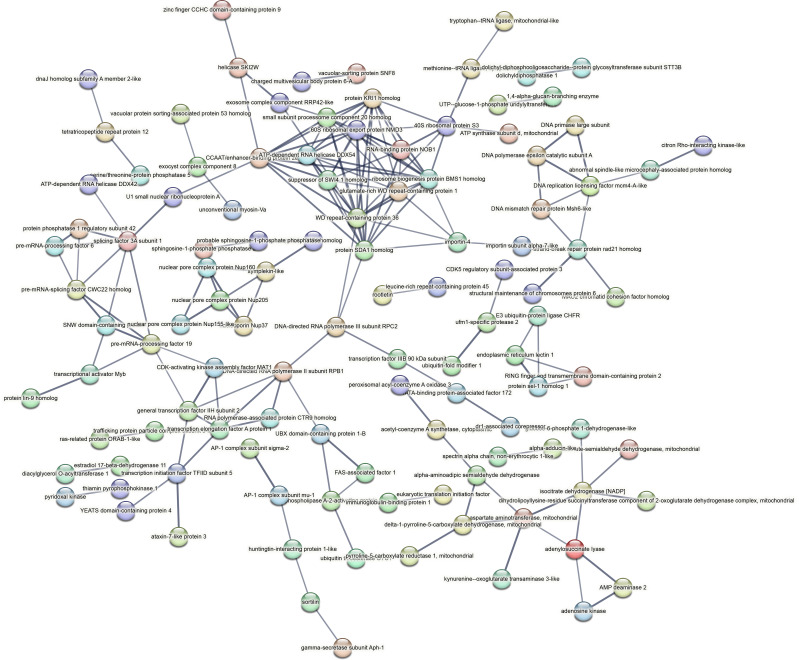
STRING interaction analysis of the various gene products associated with differential occupancy of H4K20me1 at 12 hpa in cluster 3. The protein names and annotations were obtained from the latest assembly of the *Hydra* genome (version 3) using the blastx tool and mapping to the annotation file.

**Figure S22.**
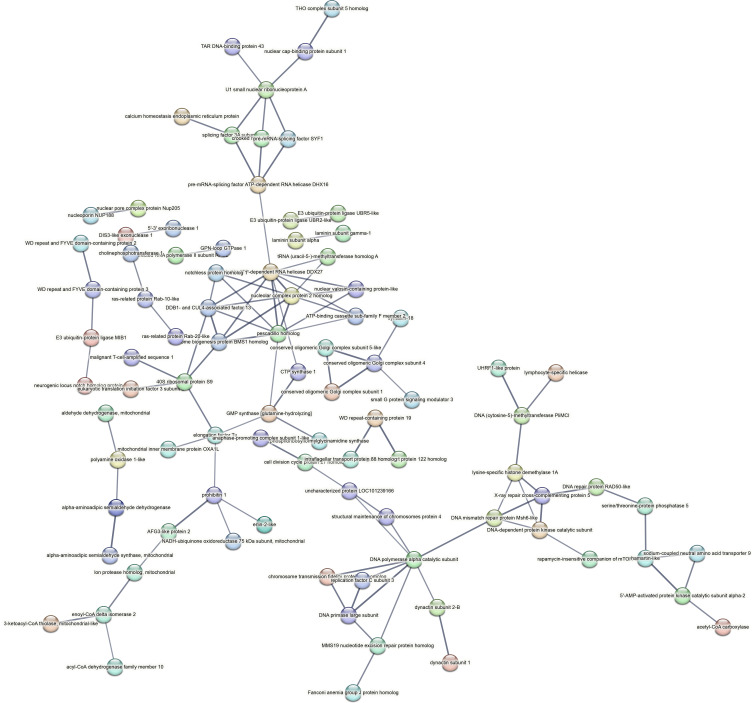
STRING interaction analysis of the various gene products associated with differential occupancy of H4K20me1 at 12 hpa in cluster 4. The protein names and annotations were obtained from the latest assembly of the *Hydra* genome (version 3) using the blastx tool and mapping to the annotation file.

**Figure S23.**
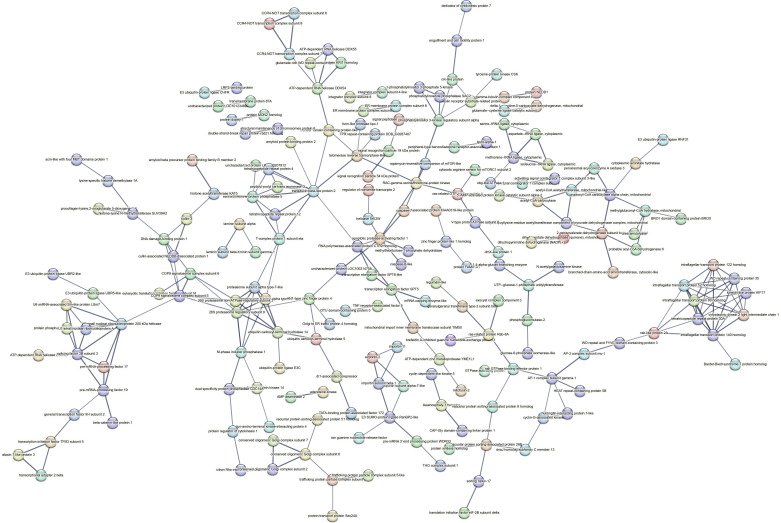
STRING interaction analysis of the various gene products associated with differential occupancy of H4K20me1 at 24 hpa in cluster 1. The protein names and annotations were obtained from the latest assembly of the *Hydra* genome (version 3) using the blastx tool and mapping to the annotation file.

**Figure S24.**
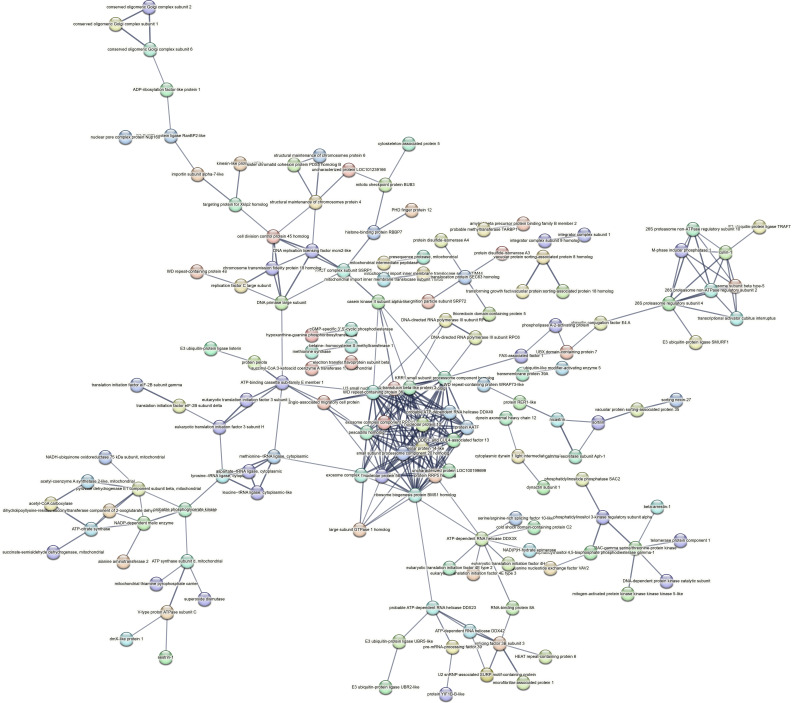
STRING interaction analysis of the various gene products associated with differential occupancy of H4K20me1 at 24 hpa in cluster 2. The protein names and annotations were obtained from the latest assembly of the *Hydra* genome (version 3) using the blastx tool and mapping to the annotation file.

**Figure S25.**
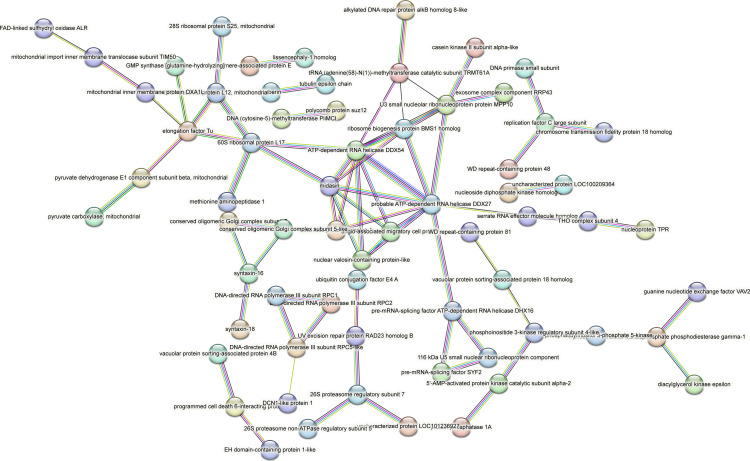
STRING interaction analysis of the various gene products associated with differential occupancy of H4K20me1 at 24 hpa in cluster 3. The protein names and annotations were obtained from the latest assembly of the *Hydra* genome (version 3) using the blastx tool and mapping to the annotation file.

**Figure S26.**
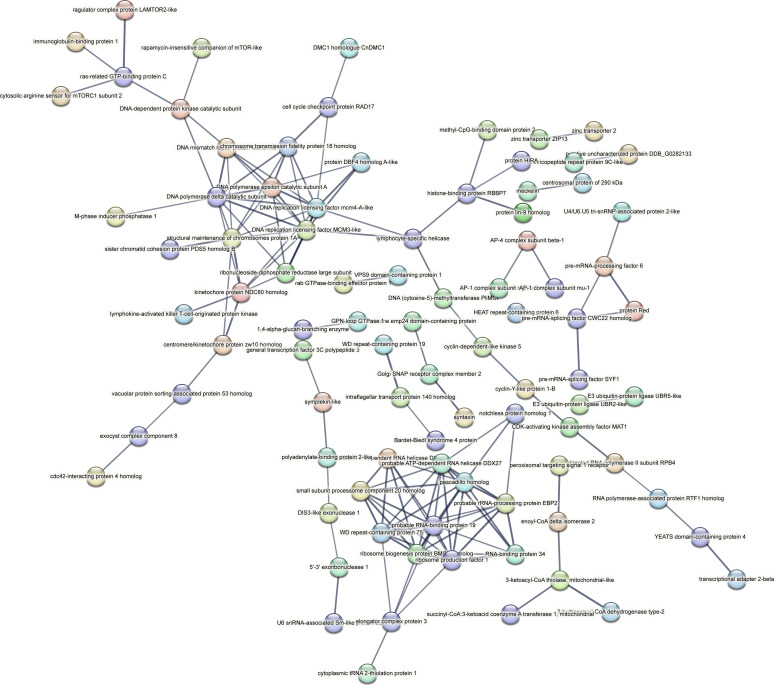
STRING interaction analysis of the various gene products associated with differential occupancy of H4K20me1 at 24 hpa in cluster 4. The protein names and annotations were obtained from the latest assembly of the *Hydra* genome (version 3) using the blastx tool and mapping to the annotation file.

**Figure S27.**
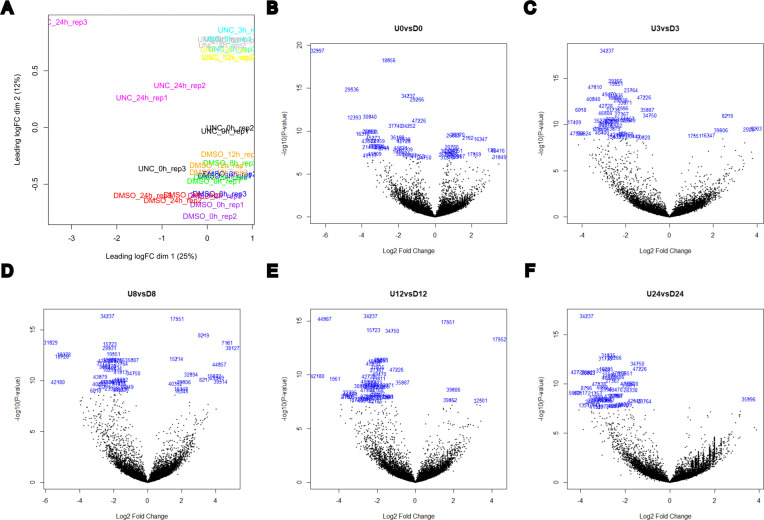
Quality control analysis data for RNA-seq performed using total RNA from DMSO and UNC0379-treated polyps across 0, 3, 8, 12 and 24 hpa of head regeneration in *Hydra*. **(A)** The correlation across replicates is depicted. Each treatment condition is colored differently. **(B, C, D, E, F)** The volcano plots depict the differentially regulated genes upon UNC0379 treatment at each time point relative to their DMSO controls at the same time point. The top 50 genes have been highlighted with the numbers representing their order in the DE gene list. U-UNC0379; D-DMSO controls; the number represents the number of hours post-decapitation in the regeneration time course.

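At every time point more transcripts were lower than higher under UNC0379. The test called 209 transcripts at 0 hpa, 59 higher and 150 lower, and 357 at 3 hpa, 81 higher and 276 lower. At 8 hpa it called 438, 114 higher and 324 lower, at 12 hpa 315, 67 higher and 248 lower, and at 24 hpa 373, 105 higher and 268 lower. At 24 hpa 71.8% of the calls were lower, against 61.8% with DESeq2 (158 higher and 256 lower), 82.9% with limma-voom (49 and 237) and 83.0% without a filter on low counts (46 and 224). On a multidimensional scaling over the 500 transcripts that differ most in each pair of libraries, dimension 1 held 29.6% of the variation and dimension 2 held 16.9%. The DMSO libraries lay between 0.34 and 0.81 on dimension 2. The UNC0379 libraries of 3, 8 and 12 hpa lay between -0.92 and -0.68, and 2 of the 3 UNC0379 libraries of 0 hpa lay at 0.02 and 0.04. UNC0379 0 hpa replicate 3 stood apart from its group on dimension 1, at 1.02 against -0.42 and -0.62, and lay at 0.35 on dimension 2. The UNC0379 24 hpa libraries lay at 1.50, 0.61 and 3.20 on dimension 1, the last being replicate 3, the library with the fewest counts. Fitted on the 6 libraries of each comparison alone, the test called 81 transcripts at 0 hpa, 576 at 12 hpa and 69 at 24 hpa, the last 5 higher and 64 lower. Pairs of UNC0379 24 hpa libraries had a chi-square per degree of freedom, a measure of spread beyond sampling noise, of 4.72, 21.8 and 24.3. For pairs at UNC0379 0 hpa it was 2.23, 10.0 and 13.1, and at UNC0379 3, 8 and 12 hpa 1.67 to 2.71. The main fit shares its estimate of the spread between groups, which can be too small for 24 hpa and call too many transcripts there. The 0 hpa count was 375 without UNC0379 24 hpa replicate 3 (159 higher and 216 lower), 118 without UNC0379 0 hpa replicate 1 or replicate 2, and 122 without DMSO 0 hpa replicate 1 or replicate 3. Without UNC0379 0 hpa, UNC0379 24 hpa and DMSO 24 hpa replicate 3 together, a fit chosen after seeing the data, 521 transcripts were called at 0 hpa, 240 higher and 281 lower (53.9% lower), and 483 at 12 hpa, 137 higher and 346 lower.

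**Figure D2:**
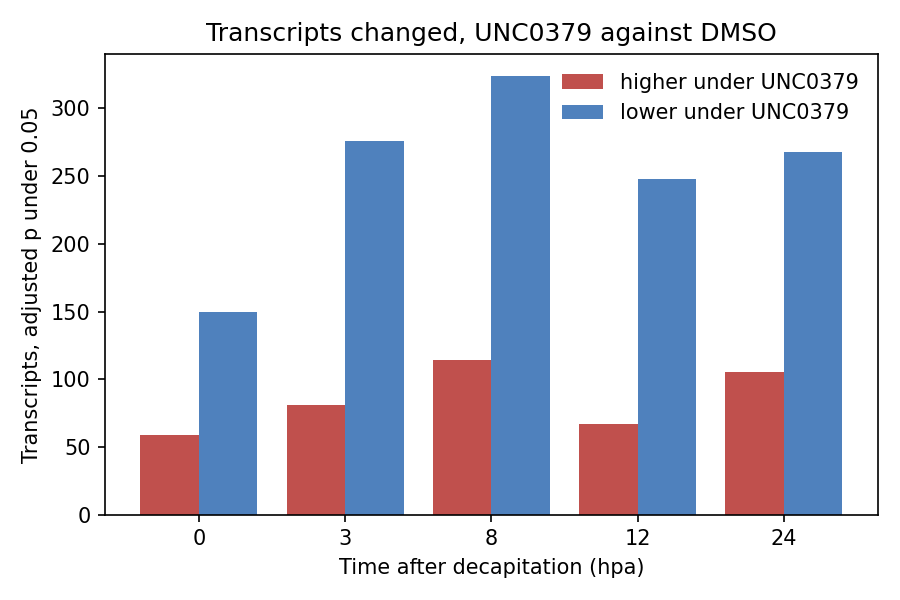
Number of transcripts (y axis) with an adjusted p under 0.05 between UNC0379 and DMSO at each time after decapitation in hours (x axis). Red bars are transcripts higher and blue bars transcripts lower under UNC0379, with 3 libraries per group. The blue bar is the taller of the pair at each time. The bars come from the fit to all 30 libraries, and with only the 6 libraries of 24 hpa fitted, 5 were higher and 64 lower.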

**Figure S28.**
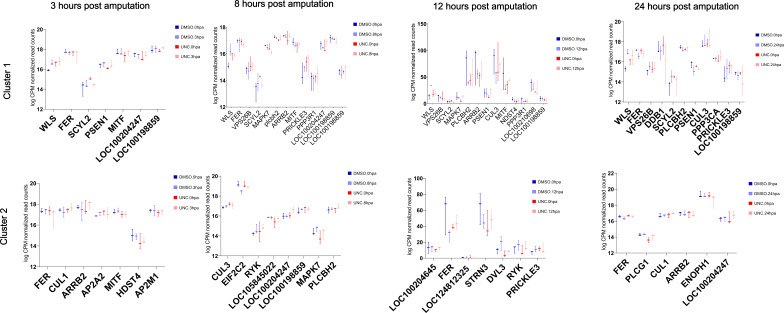
Plots of logCPM values for the Wnt pathway genes associated with clusters 1 and 2 of the differentially H4K20 methylated genomic regions during regeneration. The log-fold-normalized CPM values were computed using EdgeR, and the box plots were generated using GraphPad. The gene names are shortened Uniprot names from *Hydra* where available and from mouse where *Hydra* genes have not yet been annotated.

**Figure S29.**
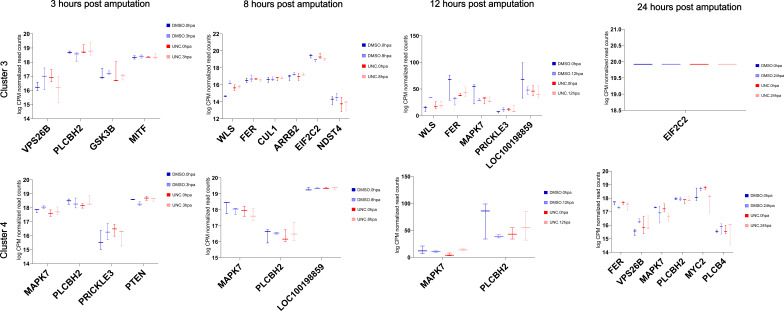
Plots of logCPM values for the Wnt pathway genes associated with clusters 3 and 4 of the differentially H4K20 methylated genomic regions during regeneration. The log-fold-normalized CPM values were computed using EdgeR, and the box plots were generated using GraphPad. The gene names are shortened Uniprot names from Hydra where available and from mouse where *Hydra* genes have not yet been annotated.

## Discussion

Regeneration recapitulates developmental patterning and is aided by extensive changes in chromatin architecture and, consequently, gene expression (Fig 1A). Various epigenetic modifiers regulate these changes; hence, we sought to identify one such class of methylome modulators in *Hydra* axis patterning and regeneration. Upon chemical inhibition, we identified a significant role for the histone methyltransferase SETD8 in both head and foot regeneration (Figs 1C–E and S1). Inhibition of SETD8 led to a transient reduction of the target H4K20me1 histone modification, which resulted in delayed head regeneration (Fig S2). The emergence of tentacles is delayed by 12 h, and the polyps cannot complete the differentiation of all the tentacles within 72 h. Foot differentiation is also severely impacted after the chemical treatment. In *Hydra*, the Wnt signalling pathway and activity of β-catenin are required in the early stages of regeneration of both the head and the foot (Gufler et al, 2018). We investigated the process of head regeneration in deeper detail to understand the mechanism of SETD8 function in *Hydra* physiology. The earliest step of regeneration, wound healing, is morphologically not affected by the inhibition of SETD8 (Fig 2A). However, at a molecular level, various Wnt signalling components, apoptosis-related genes, Jun kinase, and many insulin signalling components are dysregulated upon inhibition of SETD8 (Fig 2B). We attempted to genetically inhibit the function using siRNA-mediated knockdowns. However, unlike transcription factor knockdowns that are very stable (Reddy et al, 2019), the knockdown of epigenetic regulators, specifically histone methyltransferases, is very transient, and the feedback upregulation does not allow a sufficient reduction in the enzyme expression to affect subsequent morphogenetic events. Regeneration assays performed after knockdown suggest the same, wherein the effect on regeneration is less pronounced than upon chemical inhibition (Fig S30). We are aware of the compounding effects of inhibiting SETD8 on its non-histone substrates, nevertheless, we still attribute this to the effects on catalytic function because of the results we obtained using genetic inhibition.

**Figure S30.**
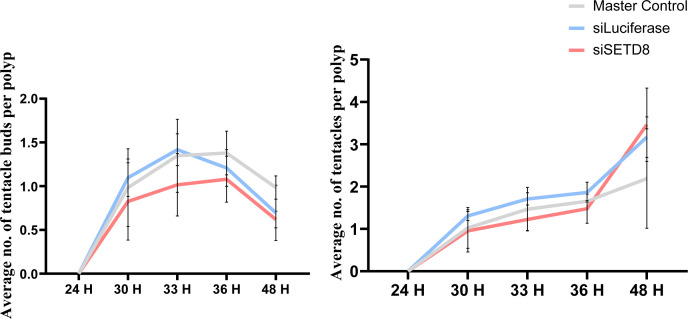
Head regeneration assay performed after siRNA-mediated knockdown of SETD8. The regeneration assays were conducted by counting the number of tentacles and tentacle buds in each polyp after amputation across multiple experiments with various inhibitors. The graph depicts the average number of tentacles (left) and the number of tentacle buds per polyp (right) at each time point post-decapitation during the course of regeneration. (N = 3, n = 25).

Brachyury is a bonafide head specification marker among the various genes that are part of the Wnt signalling pathway and direct targets of the TCF7L2 transcription factor. The formation of the head organizer by expression of various patterning transcription factors like *Brachyury* is dramatically altered when SETD8 is inhibited (Figs 2C and S4). Impairment of both the head and foot regeneration by inhibiting the SETD8 enzyme indicates a role in the position-independent function of the Wnt signalling pathway. SETD8 in *Hydra* is up-regulated at both mRNA and protein levels upon activating the Wnt signalling pathway and physically interacts with β-catenin in the nucleus (Fig 3C–E). The activity of SETD8 is necessary for activating genes down-stream of the Wnt/β-catenin signalling pathway (Fig S6). This indicates a conserved mode of action for SETD8 (Li et al, 2009; Huang et al, 2021) in *Hydra*, wherein the axis patterning processes are continuously active and play a role in transcriptional regulation.

To decipher the molecular mechanisms underlying transcriptional regulation by SETD8, we characterized the target histone modification H4K20me1. Antibodies against the modification on the completely identical histone H4 were used to validate the presence of H4K20me1 in *Hydra*, allowing us to study its dynamics. H4K20me1 is present all across the body column of *Hydra* but has a slightly higher localization near the hypostome and the foot of the polyp (Figs 2D and S5). These are two regions of the polyp with greater numbers of differentiating cells and the most patterning events taking place. The higher presence of the histone mark indicates a putative role in these processes. When the body axis is perturbed by ectopic activation of the Wnt signalling pathway, the whole polyp acquires head-like characteristics and tentacles arise all over the body column. In these conditions, we identified an enhanced occupancy of H4K20me1 at the promoter regions of a homeodomain transcription factor *Margin*, an established direct target of β-catenin (Reddy et al, 2019). In addition, the regulation of *setd8* expression is also associated with the presence of H4K20me1 at its promoter, indicating a self-regulatory role for SETD8 downstream of the Wnt signalling pathway (Fig 3F). We have identified the molecular mechanism of action of SETD8 wherein, upon switching on the Wnt signalling pathway, β-catenin translocates into the nucleus. This leads to the interaction of SETD8 and β-catenin at the TCF-binding regions of the genome and culminates in transcriptional activation, as seen for both the validated targets *Margin* and *setd8* and morphogenesis (Fig 7A).

**Figure 7.**
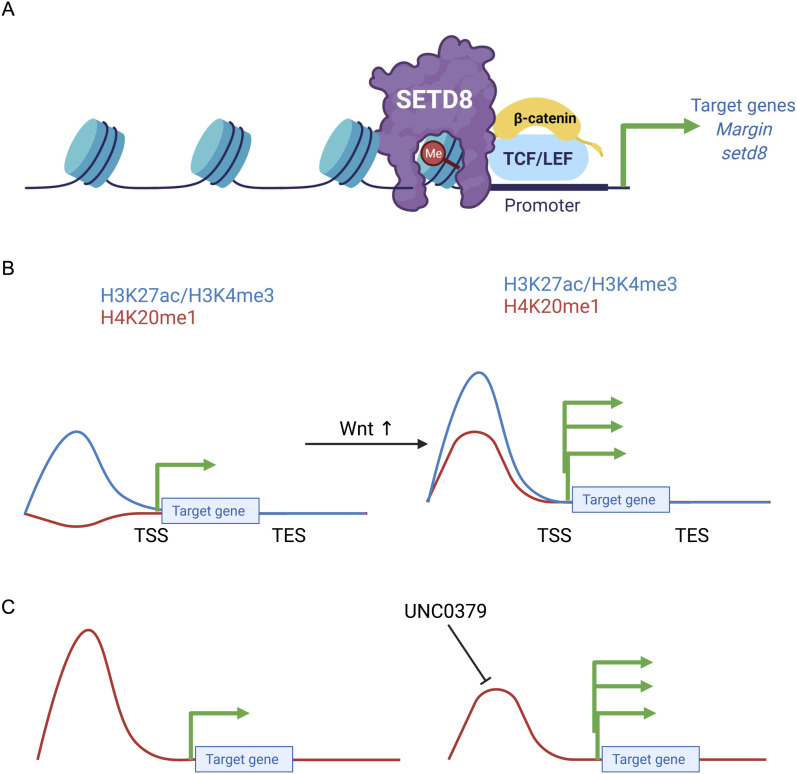
Molecular mechanism of the action of SETD8 and H4K20me1 in transcriptional regulation of *Hydra* genes. **(A)** Upon activation of the Wnt signalling pathway, β-catenin is translocated to the nucleus, where it interacts with the TCF7L2 transcription factor to activate the transcription of target genes. The effective activation of the signaling pathway is correlated with SETD8 interacting with β-catenin at the promoters of the target genes and depositing the H4K20me1 mark on the nucleosomes. **(B)** Upon ectopic activation of Wnt signalling, based on our identification of differentially methylated regions, we observe a positive correlation between H4K20me1 and activation of transcription. **(C)** Based on our analysis of differentially methylated regions during regeneration, we contrastingly observe a predominantly negative correlation with transcription. Upon loss of H4K20me1 on various differentially methylated regions, the associated genes exhibit enhanced transcription.

Investigation of the steady-state global occupancy of H4K20me1 upon ectopic activation of the Wnt signalling pathway revealed that H4K20me1 excludes sites occupied by the transcription activation-associated histone marks described in a previous study (Reddy et al, 2020). The occupancy of H4K20me1 is very low globally because of it being a primary histone mark and the consecutive di and trimethyl marks being part of constitutive heterochromatin. When the axis of the organism is perturbed by the activation of a single signalling pathway, the number of differentially occupied genomic regions is limited (Fig 4). Genes involved in cell proliferation, differentiation, patterning, apoptosis, and Wnt signalling are among the differentially methylated regions in the genome (Fig 4C–F). When a physiological process such as regeneration is activated, it results in more large-scale changes in gene expression of different signalling pathways, further reflecting at the epigenetic level. We also observe the same with the occupancy of H4K20me1, which is altered along a large portion of the *Hydra* genome (Fig 5). H4K20me1 is a broad occupancy histone mark with extensive dynamics. The occupancy of H4K20me1 appears to regulate transcription based on its location on the genome. Loss of SETD8 enzyme activity increases transcription at genes that are most susceptible to changes in H4K20me1 occupancy (clusters 1, 2 in Fig 6E–H), indicating a predominantly negative correlation of H4K20me1 with transcription. The occurrence of H4K20me1 extends downstream of the promoters and into gene bodies (Fig 6L–O), indicating an association with transcriptional elongation. H4K20me1 occupancy is known to be associated with the elongation of rapidly transcribing genes in mammalian cells (Vakoc et al, 2006; Veloso et al, 2014). Contrastingly, in senescent cells and neurons, H4K20me1 occupancy seems to prevent elongation (Wang et al, 2015; Tanaka et al, 2017). Thus, the effect of H4K20me1 occupancy on transcription appears to be highly context-specific and regulated in a cell type-specific and location-specific manner.

The role of SETD8 and H4K20me1 in transcriptional regulation is not well established. At promoters of genes involved in erythropoiesis, loss of SETD8 causes reduced chromatin accessibility and impaired differentiation (Myers et al, 2020). In zebrafish and *Drosophila*, H4K20me1 is positively correlated with transcription in a few developmental contexts involving the Wnt signalling pathway (Li et al, 2011; Huang et al, 2021). This has also been observed in global high-resolution profiling done in human T cells (Barski et al, 2007). We observe this positive correlation with transcriptional regulation in the Wnt/β-catenin signalling network in *Hydra*, and the delay in regeneration can be explained by a reduction specifically in the Wnt-mediated differentiation potential of the *Hydra* cells to regenerate lost head and foot structures. A contrasting role for this modification has also been identified using in vitro studies involving the L3MBT1 protein, which is critical for transcriptional repression (Kalakonda et al, 2008). During the progression of cell cycle stages, the SETD8 protein is necessary for maintaining chromatin condensation and acts via the PCNA axis (Abbas et al, 2010). This is important to maintain the repressed state of transcription to allow mitosis to move forward and is additionally facilitated by the reduction in the levels of the demethylase PHF8 in the prophase of cell division (Karachentsev et al, 2005; Liu et al, 2010). However, in the context of a complex process such as *Hydra* head regeneration, where there is a necessity for various signalling pathways to interact, the trend indicates that H4K20me1 is negatively correlated with the transcription of genes. The regeneration process involves multiple cellular processes, one of which is the reduced cellular proliferation and increased transdifferentiation in the morphallactic regeneration of *Hydra*. This is also evident from the transcriptional regulation observed upon activation of only a single pathway (Figs S9 and S10) in contrast to an entire physiological process being perturbed (Figs S28 and S29). There is also a clear distinction in the genomic regions that show differential occupancy in the ALP-treated and the regenerating polyps indicating a diverse role for the histone mark in transcriptional regulation (Fig S31). Therefore, the H4K20me1 mark at a global scale may show an association with reduced transcription, similar to its role in cell cycle regulation. Whereas SETD8 is conserved in flies and humans, the enzyme and the target H4K20me1 have distinct roles in the eye development of *Drosophila* (Crain et al, 2022). The transient decrease in the target mark in *Hydra* and the marked effect on regeneration observed also point towards such a role in the Cnidarian.

**Figure S31.**
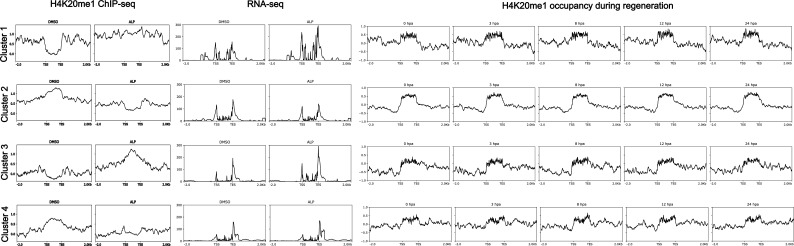
Occupancy of H4K20me1 during regeneration across the genomic region clusters obtained from the ALP-H4K20me1 ChIP-seq data. The differentially H4K20me1-methylated genomic regions upon ALP treatment were used to plot the occupancy during regeneration, and corresponding gene expression values were plotted from RNA-seq data in DeepTools.

Therefore, this mark’s dual mode of action is more specific than we previously could decipher. The specificity could be at TF-binding sites, as seen with ectopic activation of the Wnt signalling pathway (Fig 4), and a deeper investigation of the TCF-binding sites displayed distinct regulation of H4K20me1 at these motifs in response to Wnt signalling activation (Fig 3F). We have, therefore, identified a putative repressive mark in *Hydra* downstream of the H4K20me1 mark. The typically pericentric H4K20me2 and me3 marks may have a transcriptional regulatory role in this early eumetazoan which evolved to be restricted only to pericentromeric heterochromatinization in higher animals. The unique physiology of *Hydra* enables studying and visualising the different modes of action for the histone PTM, H4K20me1, and understanding its dichotomous nature in transcriptional regulation (Fig 7B and C).

## Materials and Methods

### *Hydra* culture

A clonal culture of *Hydra vulgaris* Ind-Pune was maintained at 18°C in Hydra medium (HM) (100 μM KCl, 100 μM MgSO_4_.7H_2_O, 1 mM CaCl_2_.2H_2_O, 1 mM Tris (pH-8.0), 1 mM NaCl) using standard protocols described previously (Horibata et al, 2004). *Hydra* polyps were fed with freshly hatched *Artemia nauplii* larvae daily and cleaned 6–8 h post-feeding.

### Inhibitor treatments

To perform the inhibitor treatments, the following inhibitors were used: Pinometostat (EPZ5676) for the KMT4 enzyme (Cat # S7062; Selleckchem), MM-102 for the KMT2A enzyme (Cat # S7265; Selleckchem), UNC0379 for the KMT5A enzyme (Cat # S7570; Selleckchem; Cat # 16400; Cayman Chemicals Co.), PFI-2 HCl for the KMT7 enzyme (Cat # S7294; Selleckchem), GSK-J4 for the enzyme KDM6A/6B (Cat # SML0701-5MG; Sigma-Aldrich), GSK-LSD1 for the enzyme KDM1A (Cat # SML1072-5MG; Sigma-Aldrich), and GSK343 for the enzyme KMT6A (Cat # SML0766; Sigma-Aldrich). To identify the working concentration of each inhibitor, 50 *Hydra* polyps were treated for 8 h (overnight), and the concentration at which 50% of the polyps were disintegrated was identified (LD_50_). A concentration below the LD_50_ was used to perform the regeneration assays.

### Head regeneration assay

*Hydra* polyps were treated with target inhibitors for 8 h and decapitated. After decapitation, the inhibitor treatment was continued till 72 h with fresh addition of inhibitor-containing Hydra medium every 24 h. The number of tentacle buds and tentacles was manually counted and recorded at 24, 30, 33, 36, 48, and 72 h. The statistical analysis was performed using GraphPad Prism version 7.0c for MacOS (GraphPad Software, www.graphpad.com).

### Foot staining assay

*Hydra* polyps were treated with target inhibitors for 8 h, and the foot was amputated. After amputation, the inhibitor treatment was continued till 36 h with fresh addition of inhibitor-containing Hydra medium every 24 h. At the target time points of 22, 26, 30, and 36 hpa, the polyps were relaxed with 2% urethane/HM for 2 min and fixed using 4% PFA/PBS for 1 h at room temperature. After fixation, specimens were given three 10-min washes in 1X PBS + 0.25% Triton X-100 (PBST). The animals were then incubated for 15 min at room temperature in 1X PBST containing 0.02% diaminobenzidine (DAB) and 0.003% hydrogen peroxide (H_2_O_2_). After incubation, they were rinsed for 30 min in PBST, mounted on slides in phosphate-buffered glycerol, and examined with a stereo zoom microscope (Zeiss).

### Whole-mount in situ hybridization on regenerating tips

*Hydra* polyps were treated with target inhibitors for 8 h and decapitated. After decapitation, the inhibitor treatment continued until the target time points of 1, 2, 4, and 8 hpa. The polyps were then relaxed by treatment with 2% urethane/HM for 2 min and fixed using 4% PFA/HM at 4°C overnight. Digoxigenin-labelled RNA probes for *Hv_Bra1* were prepared by in vitro transcriptions from templates amplified from a recombinant pCR Blunt II TOPO (Cat # 450031; Invitrogen) plasmid containing the *Hv_Bra1* gene using PCR. (DIG Labelling Mix, Cat # 1277073910; Sigma-Aldrich; SP6 RNA Polymerase, Cat # 10810274001; Sigma-Aldrich; T7 RNA Polymerase, Cat # 10881767001; Sigma-Aldrich). Whole-mount in situ hybridization was performed on the polyps as described previously (Martinez et al, 1997) with the following changes. Treatment with proteinase-K was performed for 5 min, and heat inactivation of the endogenous alkaline phosphatases was done at 70°C for 15 min in 1X SSC. Digoxigenin-labelled RNA probe at a concentration of 150 ng/ml was used for hybridization at 59°C. The post-hybridization washes were performed using 1X SSC-HS gradients. After staining with 50% NTMT/50% BM-purple AP substrate for 1 h at room temperature, the animals were mounted in 80% glycerol for imaging.

### Actin filament staining

*Hydra* polyps were treated with target inhibitors for 8 h and decapitated. After decapitation, the inhibitor treatment was continued till the target time points of 0, 2, and 4 hpa. At the target time points, the polyps were relaxed with 2% urethane/HM for 2 min and fixed using 4% PFA/PBS for 1 h at room temperature. After three 10-min washes in 1X PBS and permeabilization in 1X PBS + 0.1% Triton X-100 (1X PBST), staining was done with Alexa Fluor 568 phalloidin (Cat # A12380; Invitrogen) diluted 1:200 in 1X PBST at room temperature for 1 h. Finally, the polyps were washed in 1X PBST (3 × 10 min), mounted on slides using VECTASHIELD Antifade Mounting Medium (Cat # H-1000-NB; Novus Biologicals) and imaged using the ApoTome microscope (Carl Zeiss).

### Immunofluorescence assay

*Hydra* polyps were treated with target inhibitors for 8 h and decapitated. After decapitation, the inhibitor treatment was continued till the target time points of 0, 2, and 4 hpa. At the target time points, the polyps were relaxed with 2% urethane/HM for 2 min and fixed using 4% PFA/PBS for 1 h at room temperature. After fixation, the polyps were permeabilized using 1X PBS + 0.1% Triton X-100 (1X PBST) for 30 min with changes every 10 min. Blocking was done with 1X PBST + 20% FBS for 1 h at 4°C. The solution was replaced with a fresh blocking solution containing α-H4K20me1 (rabbit polyclonal IgG, Cat # CS200569; EMD Millipore) primary antibody at a dilution of 1:100 and incubated overnight at 4°C. After washing with 1X PBST thrice for 10 min each, the polyps were incubated in a solution containing a secondary antibody at a dilution of 1:100 (anti-rabbit IgG-Alexa568, Cat # A11011; Invitrogen). After washing, the nuclei were stained with 0.5 μg/ml DAPI for 10 min at room temperature. Finally, the polyps were washed in 1X PBS thrice for 10 min each, mounted on glass slides using Vectashield mounting medium, and imaged using the ApoTome microscope (Carl Zeiss).

### Co-immunoprecipitation

To perform co-immunoprecipitation, 100 polyps were collected and washed thrice with Hydra medium. The medium was removed entirely, and the polyps were resuspended in RIPA buffer (50 mM Tris–HCl pH-7.4, 150 mM NaCl, 2 mM EDTA, 0.1% vol/vol SDS, 1% vol/vol NP-40, 0.5% wt/vol sodium deoxycholate, 30 mM sodium fluoride, 0.2 mM sodium orthovanadate) and incubated on ice for 30 min. The sample was centrifuged at 4°C and 23,000*g* for 20 min twice, and the supernatant was collected. The amount of protein was quantitated using the Pierce BCA Protein Assay Kit. Five micrograms of α-active-β-catenin antibody (Cat # 05-665; Sigma-Aldrich) was added to 700 μg of *Hydra* lysate and incubated at 4°C overnight. An equal amount of the appropriate IgG control was also used (Normal mouse IgG, Cat # 12-371; Sigma-Aldrich). 5% or 35 μg of protein was used as the input control. After pull down, the samples were incubated with 20 μl of Dynabeads M-280 sheep anti-mouse IgG (Cat # 11202D; Invitrogen) for 3 h at 4 °C with gentle inverting. The supernatant was discarded, and the beads were washed with RIPA buffer thrice for 10 min each. The beads were then heated in 1X Laemmli buffer at 95°C for 15 min to denature and retrieve all the bound proteins. This was separated on an SDS–PAGE gel and subjected to Western blot using the α-SETD8 antibody (Anti-SETD8 [hPR-SET7] Antibody, Cat # 06-134; Sigma-Aldrich).

### Acid extraction of histones

Two hundred *Hydra* polyps were homogenized in lysis buffer or wash buffer (250 mM sucrose, 50 mM Tris-Cl, 25 mM KCl, 5 mM MgCl_2_, 0.2 mM PMSF, 50 mM NaHCO_3_, 0.2% Triton X-100, 45 mM Na-Butyrate, 10 mM β-mercaptoethanol, 1X PIC) and nuclei isolated by centrifugation at 800*g* for 15 min at 4°C. Histone proteins were isolated using the acid extraction method and resolved by 18% SDS–PAGE as previously described (Jayani et al, 2010). Briefly, the nuclear pellet was resuspended entirely in 600 μl of 1 NH_2_SO_4_ and incubated for 2 h at 4°C. Histones were precipitated overnight at −20°C from the supernatant by adding trichloroacetic acid to a final concentration of 33%. Chilled acetone washes were carried out to avoid carryover of trichloroacetic acid. Histone pellets were air-dried, resuspended in 1x PBS, and resolved by SDS–PAGE.

### RNA sequencing

The polyps were decapitated, and the regenerating tips were collected at 0, 3, 8, 12, and 24 hpa. RNA was isolated using Trizol and used to perform 3′ mRNA sequencing using the QuantSeq 3′ mRNA-Seq Library Prep Kit FWD for Illumina (Lexogen) according to the manufacturer’s instructions. The libraries were loaded onto a NextSeq 500/550 High-Output v2.5 Kit (75 cycles) (Cat # 20024906; Illumina) and sequenced using 35 cycles for read1, 8 cycles for indexes, and 35 cycles for read2 on Nextseq 550 (Illumina) at the sequencing facility of IISER Pune. The PCA and volcano plots for the 3′ RNA-seq data are shown in Fig S25.

### Chromatin immunoprecipitation (ChIP)

Two thousand *Hydra* polyps per time point were decapitated, and the regenerating tips were collected at 0, 3, 8, 12, and 24 hpa to perform ChIP. 2,000 *Hydra* polyps per treatment condition were used for ALP treatment and fixed for ChIP. The *Hydra* polyps and the regenerating tips were collected and cross-linked with 1% methanol-free formaldehyde. The fixation reaction was quenched with 150 mM glycine. The fixed regenerating tips were resuspended in a Swelling Buffer (25 mM Tris–HCl pH 7.9, 1.5 mM MgCl_2_, 10 mM KCl, 0.1% NP-40, 1 mM DTT, 0.5 mM PMSF, 1X Protease inhibitor cocktail/PIC) and homogenized using a Dounce homogenizer (35 strokes) to lyse the cells and release the nuclei. The nuclei were pelleted, resuspended in sonication buffer (50 mM Tris–HCl pH 7.9, 140 mM NaCl, 1 mM EDTA, 1% Triton X-100, 1% SDS, 0.1% Sodium deoxycholate, 0.5 mM PMSF, 1X PIC), and incubated for 30 min on ice. They were then sonicated to obtain an average chromatin size of 300 bp. Chromatin was pre-cleared using 50 μl of a 50% protein A sepharose (GE Healthcare) slurry for 1 h at 4°C with gentle inverting. Immunoprecipitations were carried out in the ChIP buffer (16.7 mM Tris–HCl pH 8.0, 167 mM NaCl, 1.2 mM EDTA, 1.1% Triton-X 100, 0.01% SDS, 1X PIC) with Anti-H4K20me1. An appropriate IgG control was also used with inverting at 4°C for 14–16 h. The samples were then incubated with 50 μl of a 50% Protein A sepharose slurry (saturated with 0.5% BSA and 10 mg/ml yeast tRNA) for 3 h at 4°C with gentle inverting. ChIP samples were reverse-cross-linked, and the DNA was purified using the phenol:chloroform:isoamyl alcohol-based precipitation method. Input chromatin was obtained after pre-clearing by de-cross-linking and purifying input DNA phenol:chloroform:isoamyl alcohol-based precipitation method. Purified DNA was subjected to library preparation for sequencing or used for quantitative PCR.

### ChIP-qPCR

After ChIP and DNA extraction, an equal volume of purified DNA was used to perform qPCR. Primers used for the *Margin* promoter region were *Fwd -* 5′-AATAATGAAGTCGTGAAGAACAAA-3′ and *Rev -* 5′-TTGTAACCGAGTAGAAGTTCAAT-3′ and those for *SETD8* promoter region were *Fwd -* 5′-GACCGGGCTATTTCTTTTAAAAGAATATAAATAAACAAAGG-3′ and *Rev -* 5′-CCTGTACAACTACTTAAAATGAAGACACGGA-3′. The primers are designed to span TCF/LEF-binding sites in the promoters of these two target genes. The desert regions have been described previously (Reddy et al, 2020). The TB Green Premix Ex Taq II (Tli RNase H Plus) – (Takara Bio Inc.) was used to perform the qPCR on a ViiA 7 Real-Time PCR System (Applied Biosystems). The fold enrichment was calculated using the formula–Fold enrichment = 2^(Ct (Target antibody)-Ct (IgG))^.

### ChIP-seq library preparation and sequencing

A total of 1 ng of purified ChIPped DNA for each sample was used for library preparation using an Ultra II DNA kit (NEB) per the manufacturer’s instructions. All library samples were amplified for 9–10 cycles depending on cycle number estimation by qPCR. Amplified libraries were subjected to double-sided bead purification using one round of 0.5X vol of Hi-prep PCR purification kit (Magbio Genomics) to remove the primer dimers and one round of 1.8X vol to remove the fragments larger than 1,000 bp. Library concentration was determined using Qubit (Thermo Fisher Scientific), and average fragment size was estimated using DNA HS assay on Bioanalyzer 2100 (Agilent Technologies) before pooling libraries at an equimolar ratio. 1.5 pM of the denatured libraries were used as an input to obtain sequencing reads using Nextseq 550 (Illumina) at IISER Pune.

### Sequencing and adaptor trimming

1.5 pM of the denatured libraries were used as an input to obtain sequencing reads. The DNA was loaded onto a NextSeq 500/550 High-Output v2.5 Kit (75 cycles) (Cat # 20024906; Illumina) and sequenced using 35 cycles for read1, 8 cycles for indexes, and 35 cycles for read2 on Nextseq 550 (Illumina) at the sequencing facility of IISER Pune.

After sequencing, the bcl files obtained were converted to fastq (Illumina).

bcl2fastq -R 210402_NB551653_0077_AHNCFTBGXF -p 10 --output-dir 210402_NB551653_0077_AHNCFTBGXF/fastq_files --sample-sheet 210402_NB551653_0077_AHNCFTBGXF/SampleSheet.csv

The sample-specific files were generated by concatenation of all four sequenced lanes.

cat 0-I_S11_L001_R1_001.fastq.gz 0-I_S11_L002_R1_001.fastq.gz 0-I_S11_L003_R1_001.fastq.gz 0-I_S11_L004_R1_001.fastq.gz > 0-I_R1.fastq.gz.

### ChIP-seq analysis

The quality of the fastq files was checked using FastQC (Andrews, 2010), and the quality control (QC) data were consolidated using MultiQC (Ewels et al, 2016) (Figs S32 and S33). The fastq files were aligned to the latest assembly of the *Hydra* genome using the bowtie2 aligner (Langmead & Salzberg, 2012). The SAM files were converted to BAM files using SAMtools (Li et al, 2009). The BAM files were sorted and indexed. The sorted BAM files were used to generate bigwig files using deeptools (Ramirez et al, 2016). The bam files for the H4K20me1 ChIP samples were normalized against the respective input bam file for each time point. To obtain the differential binding profile of H4K20me1 during regeneration and upon ALP treatment, MACS3 peak caller and DiffBind packages were used in Rstudio to obtain the peak profiles. The sorted BAM files from the sequencing experiments were indexed using SAMtools (Li et al, 2009). From the sorted BAM files, peaks were called for each biological replicate using MACS3. Peaks for DMSO and ALP-treated polyps were obtained by normalizing against the ChIP-Input samples and for the 0, 3, 8, 12, and 24 hpa samples. From the prepared bam files, peak files, and sample datasheet, ChIPQC and DiffBind packages were used in Rstudio to call for differential peaks. Peaks were identified upon ALP treatment with respect to DMSO and at 3, 8, 12, and 24 hpa with respect to 0 hpa at a *P*-value threshold of 0.05 with DESeq2 and EdgeR. The differential analysis was performed against DMSO (for ALP treated set) and 0 hpa datasets (for regeneration time points) to obtain peaks of H4K20me1 involved in head regeneration and Wnt signaling. The combinatorial occupancy matrices were generated using the computeMatrix tool, and the plots were generated using the plotHeatmap tool in the deeptools package. A k-means clustering was also performed as part of plotting the occupancy matrices to cluster the set of genes having similar characteristic changes of H4K20me1 peaks across the locus. The output BED file from DeepTools, having the coordinates of genes in the four clusters, was used to analyze the chromatin accessibility, histone modifications, and transcriptional output of each cluster.

**Figure S32.**
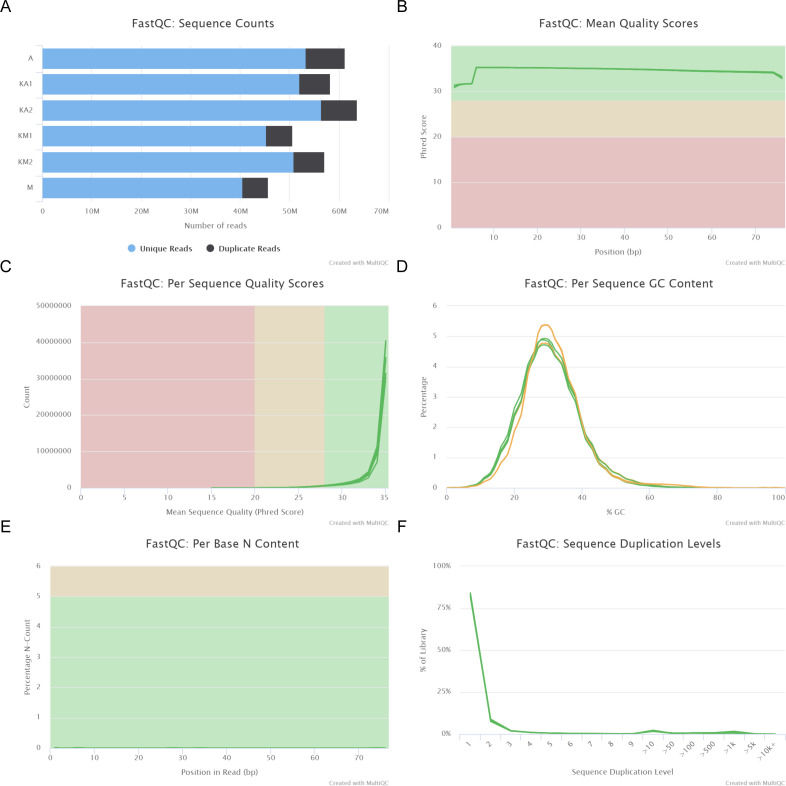
Quality profile of sequencing reads from H4K20me1 ChIP-seq using ALP-treated Hydra polyps generated using FastQC tool. M indicates Master control and A stands for ALP-treated polyps. **(A)** Sequence counts for each sample. Duplicate read counts are an estimate only. **(B)** The mean quality value across each base position in the read is indicated by Phred scores. **(C)** The number of reads with average quality scores. **(D)** The average GC content of reads. The GC content of the sequencing reads reflects the genomic GC content of *Hydra vulgaris* (∼30%). **(E)** The percentage of base calls at each position where an “N” was called. A negligible percentage of “N” bases indicates a good efficiency of base calling in the sequencing run. **(F)** The relative level of duplication found for every sequence. The plots show very less over-sequencing of any one sample.

**Figure S33.**
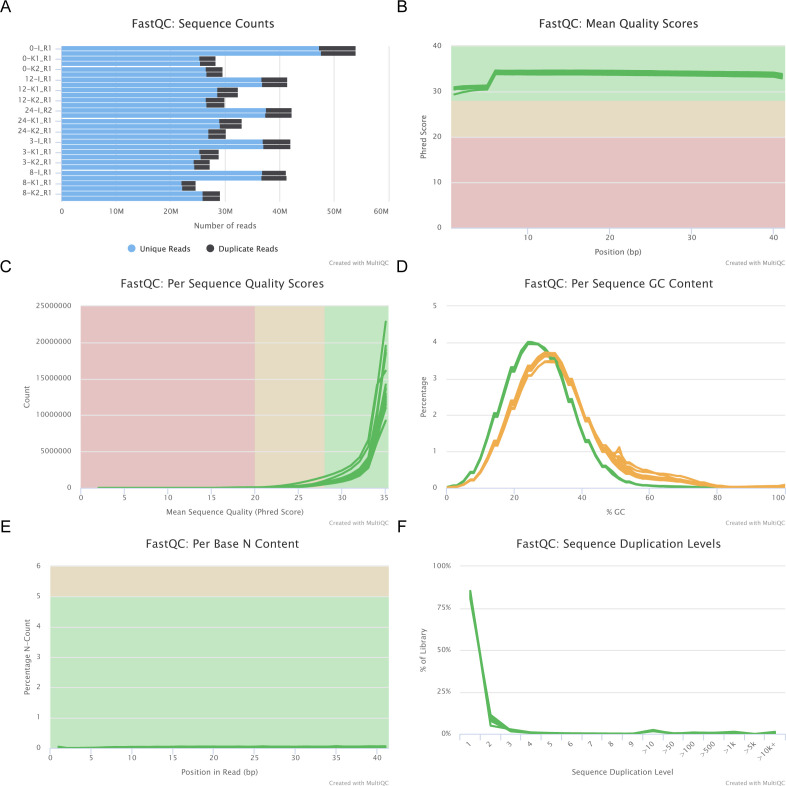
Quality profile of sequencing reads from H4K20me1 ChIP-seq using regenerating tips of Hydra polyps generated using FastQC tool. **(A)** Sequence counts for each sample. Duplicate read counts are an estimate only. We obtained a good percentage of unique reads in all our samples, with the average duplicate reads being less than 12% across all the samples. **(B)** The mean quality value across each base position in the read. **(C)** The number of reads with average quality scores. **(D)** The average GC content of reads. The GC content of the sequencing reads reflects the genomic GC content of *Hydra vulgaris* (∼30%). **(E)** The percentage of base calls at each position where an “N” was called. A negligible percentage of “N” bases indicates good efficiency of base calling in the sequencing run. **(F)** The relative level of duplication found for every sequence. The plots show very less over-sequencing of any one sample.

To understand the physiological significance of the genes with differential H4K20me1 occupancy near them, the transcript IDs were extracted, and the corresponding protein names from the latest version of the Hydra genome assembly were isolated. Upon obtaining the corresponding protein names for each of the transcripts around the differential H4K20me1 occupied peaks, a STRING network analysis for multiple protein molecular functions was done using version 11.5 (Szklarczyk et al, 2015).

## Data Availability

The ChIP-seq data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (Edgar et al, 2002; Barrett et al, 2013) and are accessible through GEO Series accession number GSE205918 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE205918).

## Supplementary Material

Reviewer comments

## References

[bib1] Abbas T, Shibata E, Park J, Jha S, Karnani N, Dutta A (2010) CRL4(Cdt2) regulates cell proliferation and histone gene expression by targeting PR-Set7/Set8 for degradation. Mol Cell 40: 9–21. 10.1016/j.molcel.2010.09.01420932471PMC2966975

[bib47] Andrews S (2010) FastQC: A quality control tool for high throughput sequence data [Online]. Available at: http://www.bioinformatics.babraham.ac.uk/projects/fastqc/.

[bib2] Barrett T, Wilhite SE, Ledoux P, Evangelista C, Kim IF, Tomashevsky M, Marshall KA, Phillippy KH, Sherman PM, Holko M, (2013) GEO: Archive for functional genomics data sets--update. Nucleic Acids Res 41: D991–D995. 10.1093/nar/gks119323193258PMC3531084

[bib3] Barski A, Cuddapah S, Cui K, Roh TY, Schones DE, Wang Z, Wei G, Chepelev I, Zhao K (2007) High-resolution profiling of histone methylations in the human genome. Cell 129: 823–837. 10.1016/j.cell.2007.05.00917512414

[bib4] Bielen H, Oberleitner S, Marcellini S, Gee L, Lemaire P, Bode HR, Rupp R, Technau U (2007) Divergent functions of two ancient Hydra Brachyury paralogues suggest specific roles for their C-terminal domains in tissue fate induction. Development 134: 4187–4197. 10.1242/dev.01017317993466

[bib5] Bode H (2011) Axis formation in hydra. Annu Rev Genet 45: 105–117. 10.1146/annurev-genet-102209-16354021819240

[bib6] Cazet JF, Cho A, Juliano CE (2021) Generic injuries are sufficient to induce ectopic Wnt organizers in Hydra. Elife 10: e60562. 10.7554/elife.6056233779545PMC8049744

[bib7] Choi DK, Kim YK, Park SW, Lee H, Lee S, Kim SA, Kim SJ, Lee J, Kim W, Min SH, (2020) The histone lysine methyltransferase SETD8 regulates angiogenesis through HES-1 in human umbilical vein endothelial cells. Sci Rep 10: 12089. 10.1038/s41598-020-69103-x32694555PMC7374624

[bib8] Crain AT, Klusza S, Armstrong RL, Santa Rosa P, Temple BRS, Strahl BD, McKay DJ, Matera AG, Duronio RJ (2022) Distinct developmental phenotypes result from mutation of Set8/KMT5A and histone H4 lysine 20 in Drosophila melanogaster. Genetics 221: iyac054. 10.1093/genetics/iyac05435404465PMC9157153

[bib9] DeLange RJ, Fambrough DM, Smith EL, Bonner J (1969) Calf and pea histone IV: II. The complete amino acid sequence of calf thymus histone IV; presence of ε-*N*-acetyllysine. J Biol Chem 244: 319–334. 10.1016/s0021-9258(18)94434-05773298

[bib10] Deribe YL, Pawson T, Dikic I (2010) Post-translational modifications in signal integration. Nat Struct Mol Biol 17: 666–672. 10.1038/nsmb.184220495563

[bib11] Edgar R, Domrachev M, Lash AE (2002) Gene expression Omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res 30: 207–210. 10.1093/nar/30.1.20711752295PMC99122

[bib46] Ewels P, Magnusson M, Lundin S, Kaller M (2016) MultiQC: Summarize analysis results for multiple tools and samples in a single report. Bioinformatics 32: 3047–3048. 2731241110.1093/bioinformatics/btw354PMC5039924

[bib12] Gufler S, Artes B, Bielen H, Krainer I, Eder MK, Falschlunger J, Bollmann A, Ostermann T, Valovka T, Hartl M, (2018) β-Catenin acts in a position-independent regeneration response in the simple eumetazoan Hydra. Dev Biol 433: 310–323. 10.1016/j.ydbio.2017.09.00529108673

[bib13] Horibata Y, Sakaguchi K, Okino N, Iida H, Inagaki M, Fujisawa T, Hama Y, Ito M (2004) Unique catabolic pathway of glycosphingolipids in a hydrozoan, Hydra magnipapillata, involving endoglycoceramidase. J Biol Chem 279: 33379–33389. 10.1074/jbc.m40146020015320336

[bib14] Huang J, Gujar MR, Deng Q, Y Chia S, Li S, Tan P, Sung WK, Wang H (2021) Histone lysine methyltransferase Pr-set7/SETD8 promotes neural stem cell reactivation. EMBO Rep 22: e50994. 10.15252/embr.20205099433565211PMC8024890

[bib45] Jayani RS, Ramanujam PL, Galande S (2010) Studying histone modifications and their genomic functions by employing chromatin immunoprecipitation and immunoblotting. Methods Cell Biol 98: 35–56. 2081622910.1016/S0091-679X(10)98002-3

[bib15] Kalakonda N, Fischle W, Boccuni P, Gurvich N, Hoya-Arias R, Zhao X, Miyata Y, Macgrogan D, Zhang J, Sims JK, (2008) Histone H4 lysine 20 monomethylation promotes transcriptional repression by L3MBTL1. Oncogene 27: 4293–4304. 10.1038/onc.2008.6718408754PMC2742506

[bib16] Kapoor-Vazirani P, Vertino PM (2014) A dual role for the histone methyltransferase PR-SET7/SETD8 and histone H4 lysine 20 monomethylation in the local regulation of RNA polymerase II pausing. J Biol Chem 289: 7425–7437. 10.1074/jbc.m113.52078324459145PMC3953257

[bib17] Karachentsev D, Sarma K, Reinberg D, Steward R (2005) PR-Set7-dependent methylation of histone H4 Lys 20 functions in repression of gene expression and is essential for mitosis. Genes Dev 19: 431–435. 10.1101/gad.126300515681608PMC548943

[bib18] Ke X, Xing B, Yu B, Yu X, Majnik A, Cohen S, Lane R, Joss-Moore L (2014) IUGR disrupts the PPARγ-Setd8-H4K20me(1) and Wnt signaling pathways in the juvenile rat hippocampus. Int J Dev Neurosci 38: 59–67. 10.1016/j.ijdevneu.2014.07.00825107645PMC4268161

[bib49] Langmead B, Salzberg SL (2012) Fast gapped-read alignment with Bowtie 2. Nat Methods 9: 357–359. 2238828610.1038/nmeth.1923PMC3322381

[bib19] Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N, Marth G, Abecasis G, Durbin R, 1000 Genome Project Data Processing Subgroup (2009) The sequence alignment/map format and SAMtools. Bioinformatics 25: 2078–2079. 10.1093/bioinformatics/btp35219505943PMC2723002

[bib20] Li Z, Nie F, Wang S, Li L (2011) Histone H4 Lys 20 monomethylation by histone methylase SET8 mediates Wnt target gene activation. Proc Natl Acad Sci U S A 108: 3116–3123. 10.1073/pnas.100935310821282610PMC3044395

[bib21] Liu W, Tanasa B, Tyurina OV, Zhou TY, Gassmann R, Liu WT, Ohgi KA, Benner C, Garcia-Bassets I, Aggarwal AK, (2010) PHF8 mediates histone H4 lysine 20 demethylation events involved in cell cycle progression. Nature 466: 508–512. 10.1038/nature0927220622854PMC3059551

[bib22] Lopez-Quintero JA, Torres GG, Neme R, Bosch TCG (2020) Boundary maintenance in the ancestral metazoan Hydra depends on histone acetylation. Dev Biol 458: 200–214. 10.1016/j.ydbio.2019.11.00631738910

[bib23] Lv X, Han Z, Chen H, Yang B, Yang X, Xia Y, Pan C, Fu L, Zhang S, Han H, (2016) A positive role for polycomb in transcriptional regulation via H4K20me1. Cell Res 26: 529–542. 10.1038/cr.2016.3327002220PMC4856762

[bib44] Martinez DE, Dirksen ML, Bode PM, Jamrich M, Steele RE (1997) Budhead, a fork head/HNF-3 homologue, is expressed during axis formation and head specification in hydra. Dev Biol 192: 523–536. 944168610.1006/dbio.1997.8715

[bib24] Moneer J, Siebert S, Krebs S, Cazet J, Prexl A, Pan Q, Juliano C, Bottger A (2021) Differential gene regulation in DAPT-treated Hydra reveals candidate direct Notch signalling targets. J Cell Sci 134: jcs258768. 10.1242/jcs.25876834346482PMC8353520

[bib25] Murad R, Macias-Munoz A, Wong A, Ma X, Mortazavi A (2021) Coordinated gene expression and chromatin regulation during Hydra head regeneration. Genome Biol Evol 13: evab221. 10.1093/gbe/evab22134877597PMC8651858

[bib26] Myers JA, Couch T, Murphy Z, Malik J, Getman M, Steiner LA (2020) The histone methyltransferase Setd8 alters the chromatin landscape and regulates the expression of key transcription factors during erythroid differentiation. Epigenetics Chromatin 13: 16. 10.1186/s13072-020-00337-932178723PMC7075014

[bib27] Nishioka K, Rice JC, Sarma K, Erdjument-Bromage H, Werner J, Wang Y, Chuikov S, Valenzuela P, Tempst P, Steward R, (2002) PR-Set7 is a nucleosome-specific methyltransferase that modifies lysine 20 of histone H4 and is associated with silent chromatin. Mol Cell 9: 1201–1213. 10.1016/s1097-2765(02)00548-812086618

[bib28] Oda H, Okamoto I, Murphy N, Chu J, Price SM, Shen MM, Torres-Padilla ME, Heard E, Reinberg D (2009) Monomethylation of histone H4-lysine 20 is involved in chromosome structure and stability and is essential for mouse development. Mol Cell Biol 29: 2278–2295. 10.1128/mcb.01768-0819223465PMC2663305

[bib29] Reddy PC, Gungi A, Ubhe S, Pradhan SJ, Kolte A, Galande S (2019) Molecular signature of an ancient organizer regulated by Wnt/β-catenin signalling during primary body axis patterning in Hydra. Commun Biol 2: 434. 10.1038/s42003-019-0680-331799436PMC6879750

[bib50] Ramirez F, Ryan DP, Gruning B, Bhardwaj V, Kilpert F, Richter AS, Heyne S, Dundar F, Manke T (2016) deepTools2: A next generation web server for deep-sequencing data analysis. Nucleic Acids Res 44: W160–W165. 2707997510.1093/nar/gkw257PMC4987876

[bib30] Reddy PC, Gungi A, Ubhe S, Galande S (2020) Epigenomic landscape of enhancer elements during Hydra head organizer formation. Epigenetics Chromatin 13: 43. 10.1186/s13072-020-00364-633046126PMC7552563

[bib31] Schotta G, Lachner M, Sarma K, Ebert A, Sengupta R, Reuter G, Reinberg D, Jenuwein T (2004) A silencing pathway to induce H3-K9 and H4-K20 trimethylation at constitutive heterochromatin. Genes Dev 18: 1251–1262. 10.1101/gad.30070415145825PMC420351

[bib32] Schotta G, Sengupta R, Kubicek S, Malin S, Kauer M, Callen E, Celeste A, Pagani M, Opravil S, De La Rosa-Velazquez IA, (2008) A chromatin-wide transition to H4K20 monomethylation impairs genome integrity and programmed DNA rearrangements in the mouse. Genes Dev 22: 2048–2061. 10.1101/gad.47600818676810PMC2492754

[bib33] Shoaib M, Chen Q, Shi X, Nair N, Prasanna C, Yang R, Walter D, Frederiksen KS, Einarsson H, Svensson JP, (2021) Histone H4 lysine 20 mono-methylation directly facilitates chromatin openness and promotes transcription of housekeeping genes. Nat Commun 12: 4800. 10.1038/s41467-021-25051-234417450PMC8379281

[bib34] Szklarczyk D, Franceschini A, Wyder S, Forslund K, Heller D, Huerta-Cepas J, Simonovic M, Roth A, Santos A, Tsafou KP, (2015) STRING v10: Protein-protein interaction networks, integrated over the tree of life. Nucleic Acids Res 43: D447–D452. 10.1093/nar/gku100325352553PMC4383874

[bib35] Tanaka H, Takebayashi SI, Sakamoto A, Igata T, Nakatsu Y, Saitoh N, Hino S, Nakao M (2017) The SETD8/PR-set7 methyltransferase functions as a barrier to prevent senescence-associated metabolic remodeling. Cell Rep 18: 2148–2161. 10.1016/j.celrep.2017.02.02128249161

[bib36] Technau U, Bode HR (1999) HyBra1, a Brachyury homologue, acts during head formation in Hydra. Development 126: 999–1010. 10.1242/dev.126.5.9999927600

[bib37] Tjalsma SJD, Hori M, Sato Y, Bousard A, Ohi A, Raposo AC, Roensch J, Le Saux A, Nogami J, Maehara K, (2021) H4K20me1 and H3K27me3 are concurrently loaded onto the inactive X chromosome but dispensable for inducing gene silencing. EMBO Rep 22: e51989. 10.15252/embr.20205198933605056PMC7926250

[bib38] Unni M, Reddy PC, Pal M, Sagi I, Galande S (2021) Identification of components of the hippo pathway in Hydra and potential role of YAP in cell division and differentiation. Front Genet 12: 676182. 10.3389/fgene.2021.67618234691138PMC8526868

[bib39] Vakoc CR, Sachdeva MM, Wang H, Blobel GA (2006) Profile of histone lysine methylation across transcribed mammalian chromatin. Mol Cell Biol 26: 9185–9195. 10.1128/mcb.01529-0617030614PMC1698537

[bib40] Veloso A, Kirkconnell KS, Magnuson B, Biewen B, Paulsen MT, Wilson TE, Ljungman M (2014) Rate of elongation by RNA polymerase II is associated with specific gene features and epigenetic modifications. Genome Res 24: 896–905. 10.1101/gr.171405.11324714810PMC4032854

[bib41] Vogg MC, Beccari L, Iglesias Olle L, Rampon C, Vriz S, Perruchoud C, Wenger Y, Galliot B (2019) An evolutionarily-conserved Wnt3/β-catenin/Sp5 feedback loop restricts head organizer activity in Hydra. Nat Commun 10: 312. 10.1038/s41467-018-08242-230659200PMC6338789

[bib42] Wang J, Telese F, Tan Y, Li W, Jin C, He X, Basnet H, Ma Q, Merkurjev D, Zhu X, (2015) LSD1n is an H4K20 demethylase regulating memory formation via transcriptional elongation control. Nat Neurosci 18: 1256–1264. 10.1038/nn.406926214369PMC4625987

[bib43] Yu Y, Liu L, Li X, Hu X, Song H (2019) The histone H4K20 methyltransferase PR-Set7 fine-tunes the transcriptional activation of Wingless signaling in Drosophila. J Genet Genomics 46: 57–59. 10.1016/j.jgg.2018.06.00930733189

How the deposited data were processed for this re-analysis (not part of the article)

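3′ mRNA of regenerating *Hydra* tips was measured after treatment with UNC0379 or 0.2% DMSO at 0, 3, 8, 12 and 24 hpa, with 3 libraries in each of 10 groups. Conditions and replicate numbers were taken from the sample labels and checked against the time points of the paper's methods and Fig S27. The values the authors deposited are raw counts of reads per transcript, one file per library, with replicates not pooled. The submitters' processing notes name Trimmomatic, HISAT2 and HTSeq without versions, and the genome build, annotation and strand setting are not given in the sources used here. No molecular identifiers are named, so that intervals and limits cover counting error only. Each file holds 51290 transcripts, 15231 named MSTRG and 36059 named Sc4wPfr, from 43008 gene models, and 5 summary lines of HTSeq, which were kept out of library sizes and tests. Those lines held 16.5% to 69.0% of the reads as not aligned in 29 libraries and 98.2% in DMSO 24 hpa replicate 3, and in the 29 libraries 12.3% to 35.0% as ambiguous, 4.04% to 13.4% as outside any feature and 2.36% to 6.61% as aligned to several places.

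The counts were analysed in R 4.3.3 with edgeR 4.0.16. Transcripts were filtered with filterByExpr on the 10 groups, which left 5046, and normalized by TMM, with factors from 0.904 to 1.11. A quasi-likelihood model with robust estimation and one coefficient per group was fitted to all 30 libraries, with a common biological coefficient of variation of 22.6%. Contrasts compared UNC0379 with DMSO at each time and averaged over the 5 times, each later time with 0 hpa within a treatment, and the treatment effect at each later time with that at 0 hpa. Adjusted p-values are Benjamini-Hochberg values over the transcripts tested, at a threshold of 0.05, and all adjusted p-values of single transcripts come from edgeR unless another tool is named. With 3 libraries against 3, an exact test of a single value cannot go below 0.1. Normalized levels are CPM with TMM library sizes. The multidimensional scaling used log2 CPM with a prior count of 2, over the 500 transcripts that differ most in each pair of libraries. The change after decapitation was taken from transcripts whose time effect averaged over both treatments passed the threshold, and their interaction was compared with it in sign. 1 count is worth 1.23 CPM in the deepest library and 6.81 in the shallowest. Replicate pairs differed by more than the sampling noise, with a chi-square per degree of freedom from 1.63 to 24.3, and no 2 files were identical. The test was tested on simulated data: averaged over the times it recovered 90 of 98 transcripts changed 2-fold and 96 of 96 changed 4-fold, with 8 false calls, and at 8 hpa it made 5 false calls. The simulated libraries were drawn independently from a common profile, with none standing apart and no structure by replicate number. These rates therefore need not hold for the real libraries.

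The tests of the comparisons, the alternatives, apart from the settings named last, and the rule for naming genes were chosen before the data were examined. Most checks of where UNC0379 0 hpa replicate 3 lies, the overlaps between time points, the share of gene models with counts and the spread by which a bound had to be passed were chosen after the results were seen. The rule takes genes at the loci of the paper's figures that carry 1 identifier, genes with product names and the largest changes, members of gene lists and, where identifiers have no names, 2 transcripts that rose and 2 that fell with the smallest adjusted p in the averaged comparison. None of the 94298 transcript and model identifiers was found in the reference gene table used here, so that no gene list was tested. Of 20 loci read from the figures, 16 were used and 3 had enough counts to be tested. The other 4 were left out, 2 because the figures give a single identifier under both names and 2 because the digits could not be read with certainty. Alternatives were DESeq2 1.42.0, upper-quartile normalization, limma-voom (limma 3.58.1), no filter or at least 10 counts in 15 libraries, the p and fold change limits of Fig 2B (0.01 and 0.58 on the log2 scale), the replicate number as a block, only the libraries compared, counts summed per gene model and each library left out in turn. Settings added after seeing the data were libraries thinned to the smallest total, 3 libraries left out together, and the 100 most counted transcripts removed. Figures were drawn with matplotlib 3.10.9.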

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

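Of the tests in this part, the positions of UNC0379 0 hpa replicate 3 over transcripts with an interaction, transcripts called between treatments, abundant transcripts and named transcripts, the fits at equal depth, without 3 libraries and without the 100 most counted transcripts, and the requirement that a value pass its bound by more than its spread were chosen after the result was seen.

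The effect of UNC0379 differed from that at 0 hpa for 135 transcripts at 3 hpa, 173 at 8 hpa, 77 at 12 hpa and 141 at 24 hpa. The interaction of dickkopf-related protein 3 at 3 hpa was -2.03 (adjusted p = 0.0316), a call lost without UNC0379 0 hpa replicate 3 (-1.42, adjusted p = 0.188), UNC0379 3 hpa replicate 2 (0.152) or 3 (0.129), DMSO 0 hpa replicate 1 (0.0619) or 3 (0.0669), or DMSO 3 hpa replicate 2 (0.0621) or 3 (0.0878), and also without UNC0379 0 hpa, UNC0379 24 hpa and DMSO 24 hpa replicate 3 together (-1.44, adjusted p = 0.0886). For MSTRG.23002.2 the interaction was 2.40 at 3 hpa, 3.03 at 8 hpa, 1.62 at 12 hpa and 1.49 at 24 hpa. Sc4wPfr_1127.1.g1460.t1 had 1.05 at 8 hpa and 1.00 at 12 hpa, the latter lost without UNC0379 0 hpa replicate 1 or 2, UNC0379 12 hpa replicate 1 or 2, DMSO 0 hpa replicate 1 or any DMSO library of 12 hpa (adjusted p from 0.0512 to 0.0986). Sc4wPfr_365.g14975.t1 had -1.33 at 3 hpa and -2.14 at 24 hpa, and Sc4wPfr_268.g25743.t1 had -1.46 at 3 hpa and -1.26 at 24 hpa. Among 100 splits of the libraries, 9, 9, 9 and 16 gave as many interaction calls at 3, 8, 12 and 24 hpa, the real one included, with up to 456, 476, 404 and 401 calls in another split, so that chance is not excluded by this test. Counts that far above the real ones point to a structure of the samples, which is known only in part: at 3, 8 and 12 hpa all 8 of the others as large, and at 24 hpa 8 of 15, keep or exchange the treatment labels of the later time and so still hold its treatment difference, and the rest at 24 hpa are not accounted for.

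More transcripts fell than rose under UNC0379, 66.3% of the 962 called when averaged over the 5 times. The share of falls was 60.8% at the lower of upper-quartile normalization and DESeq2, 61.8% without the 100 most counted transcripts and 69.3% at equal depth. With a library left out of these fits in turn, it ran from 54.7% to 74.9% and so never reached an even split. Normalization, a few abundant transcripts and depth are still not excluded as the source. The change each made had a jackknife standard error of 7.66 points with upper-quartile normalization, 9.57 with DESeq2, 17.3 without the most counted transcripts and 13.8 at equal depth (11.0 for the share itself). TMM, upper-quartile normalization and DESeq2 also all take most transcripts as unchanged, so that a shift of most transcripts was not tested. An effect of the inhibitor stays a hypothesis. That the libraries differ by treatment is another matter: of 100 splits of the labels within times, only the real 1 gave 962 calls, and the highest other gave 18. A chance split of the libraries can be excluded, but not a difference in culture or handling between treatments, because separate cultures are not recorded.

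UNC0379 0 hpa replicate 3 lay apart from its group, toward the libraries of 24 hpa, and with every library thinned to 146798 counts its gap on dimension 1 was 3.02 times the largest range within the 7 other groups of 0 to 12 hpa, which argues against depth. Over the 5 named transcripts called between UNC0379 24 hpa and the other 0 hpa libraries its median position was 0.0788, with 0 at its group mates and 1 at 24 hpa, against 0.978 to 1.14 for the UNC0379 24 hpa libraries: Sc4wPfr_268.g25743.t1, Sc4wPfr_365.g14975.t1 and Sc4wPfr_1127.1.g1460.t1 lay at -0.183, -0.0622 and 0.0788, whereas MSTRG.23002.2 lay at 0.301 (lowest 24 hpa library 0.429) and NHL repeat-containing protein 2 at 0.493, above UNC0379 24 hpa replicate 2 (0.244). All but NHL repeat-containing protein 2 were named for a small adjusted p in a fit that held this library as UNC0379 0 hpa. Such a choice favours transcripts where it lies near its group mates, so that these positions cannot judge the label. Over 406 transcripts called between treatments at 24 hpa without it, its median position was 0.277, with 0 at DMSO and 1 at UNC0379 24 hpa. That is near its group mates (0.334 and 0.317) and below UNC0379 24 hpa (0.414 to 0.913). It goes against a wrong label for a UNC0379 24 hpa library but did not reach the bound set for it. Over 174 transcripts with an interaction its position was 0.337 (0.684 to 1.44), past its bound but not by more than its spread. Over all 1105 called it was 0.577 (0.594 to 1.67). The UNC0379 24 hpa libraries helped to choose these 174 and 1105 transcripts, which favours positions near 24 hpa for them, whereas the library judged did not. Both comparisons therefore cannot judge the label. Of abundant transcripts over 4-fold apart, the share within 25% of the way from 0 hpa was higher in this library than in UNC0379 24 hpa replicate 1 (32.1% and 11.5%) and replicate 3 (17.1% and 3.25%), which goes against the wrong label, but lower than in replicate 2 (31.9% and 39.7%), each pair set against the other 24 hpa libraries, so that a library like replicate 2 is not excluded and the wrong label stays open. On dimension 2 the library lay at 0.35, within the range of the DMSO libraries (0.34 to 0.81) and not with UNC0379 24 hpa (-0.82 to -0.30). Other wrong labels, among them DMSO 24 hpa, and a mixed sample were not tested, and no biological explanation was tested.

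For the comparisons of 3 libraries with 3, the 10 splits are too few for a share under 0.05. Between UNC0379 and DMSO the real counts and the highest other split were 209 and 26 at 0 hpa, 357 and 0 at 3 hpa, 438 and 1 at 8 hpa, 315 and 0 at 12 hpa, and 373 and 366 at 24 hpa. Against 0 hpa they were 124 and 1, 217 and 0, 278 and 0, and 457 and 0 in DMSO at 3, 8, 12 and 24 hpa. Under UNC0379 they were 233 and 0, 302 and 2, and 224 and 0 at 3, 8 and 12 hpa. At 24 hpa the real split gave 264 higher and 460 lower transcripts and another gave 895 calls, so that 2 of the 10 splits gave as many calls as the real one.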

How the results depend on the processing

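The fits at equal depth, without 3 libraries and without the 100 most counted transcripts were chosen after seeing the data; the cause of a change in count was not tested unless fewer counts, libraries or transcripts show it. Thinning every library to 146798 counts lowered all 18 counts, for UNC0379 against DMSO to 77, 154, 178, 129 and 239 at 0, 3, 8, 12 and 24 hpa and 387 averaged, against 0 hpa to 39, 73, 82 and 170 in DMSO and 101, 125, 89 and 472 under UNC0379, and for the interactions to 49, 69, 20 and 57. With the limits of Fig 2B the counts were 384 at 0 hpa, 280 and 356 for DMSO at 3 and 8 hpa against 0 hpa, 372 and 363 for UNC0379 at 3 and 12 hpa, and 306, 352, 248 and 329 for the interactions. With only the libraries compared they were 81, 576 and 69 for UNC0379 against DMSO at 0, 12 and 24 hpa, 141 and 4 for UNC0379 at 3 and 24 hpa against 0 hpa, and 6 for the 24 hpa interaction. Without UNC0379 0 hpa, UNC0379 24 hpa and DMSO 24 hpa replicate 3, they were 521 (240 higher, 281 lower) and 483 at 0 and 12 hpa, 391, 505 and 599 for DMSO at 3, 8 and 12 hpa, 297, 411, 285 and 378 for the interactions, and the shares opposing were 51.9% at 12 hpa and 30.8% at 24 hpa. Without a filter, 122 transcripts were called at 0 hpa and 48 for the 12 hpa interaction; with limma-voom, 372 for UNC0379 24 hpa against 0 hpa, with 45.5% opposing at 24 hpa. All counts under DESeq2, upper-quartile normalization, at least 10 counts in 15 libraries and sums per gene model stayed within 1.5 times. Leaving out each library in turn gave, for UNC0379 against DMSO at 0, 3, 8, 12 and 24 hpa and averaged, 118 to 375, 266 to 419, 336 to 554, 219 to 392, 259 to 506 and 914 to 1167; for DMSO against 0 hpa, 59 to 216, 112 to 321, 126 to 402 and 182 to 704; for UNC0379 against 0 hpa, 135 to 332, 198 to 371, 152 to 322 and 258 to 1105; for the interactions, 90 to 248, 109 to 310, 41 to 173 and 79 to 250; and for the percent opposing, 34.8 to 49.1, 34.4 to 45.7, 41.1 to 54.9 and 21.2 to 47.6. With the replicate number as a block, UNC0379 against DMSO gave 254, 376, 464, 336, 429 and 1014 calls, and no count moved by over 1.5 times; only 5 of 15 pairs of one number correlated above 0.1, so that the number was not taken to pair the samples, although 21 of 30 libraries correlated best with their own number, where chance gives 10, a hint from the data that libraries of one number share something. Of the named transcripts' results, none changed direction where called; leaving out a library ended 58 calls and added 23, limma-voom ended 2 and added 4, DESeq2 added 7, upper-quartile normalization 1 and the block 3 (Brachyury protein-like at 3 hpa, the 8 hpa interaction of Sc4wPfr_365.g14975.t1 and the fall of Sc4wPfr_268.g25743.t1 in DMSO at 24 hpa), and leaving out the 3 libraries ended 4 and added 14. Camera with an estimated correlation, fry and the block on gene lists were not run, because no list could be matched. Depth limits the loci with few counts, which were not tested.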

Differences from the paper's values

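The volcano plots of Fig S27 number transcripts by their order in the list of differentially expressed genes, and it was assumed here that this order is that of the lines of the count files, which the paper does not state. On this assumption 1 number stands for Sc4wPfr_365.g14975.t1. The values were read by eye and the error of such a reading was not measured, so that the gaps below are small differences at most. They are set beside the replicate SD of the 2 groups combined, 0.206 at 3 hpa and 0.12 at 24 hpa on the log2 scale. That SD measures neither the reading error nor the gap between 2 analyses of the same libraries. A value within it therefore does not show which processing the paper used. For this transcript the paper's log2 fold change at 3 hpa is about -2.6 in Fig S27, read by eye, and the value here was -2.83. Of the alternatives set before the data were examined, upper-quartile normalization (-2.81) and the fits without UNC0379 3 hpa replicate 2 (-2.76), UNC0379 3 hpa replicate 3 (-2.76) or DMSO 3 hpa replicate 1 (-2.80) came within this SD of the paper's value, and DESeq2, limma-voom, the replicate block and the other 3 libraries left out did not. At 24 hpa the paper's value is about -3.5 in Fig S27, read by eye, and the value here was -3.64. Upper-quartile normalization (-3.57), limma-voom (-3.62) and the fits without UNC0379 24 hpa replicate 1 (-3.59) or DMSO 24 hpa replicate 3 (-3.62) came within the SD, and DESeq2, the replicate block and the other 4 libraries left out did not. At 0, 8 and 12 hpa the values lay within the SD of those read from the paper, at -1.5, -2.31 and -2.35 here.

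The paper draws Brachyury lower under UNC0379 at 0 to 12 hpa in Fig 2B and reports weaker staining for *Brachyury1* after treatment. For Brachyury protein-like, the locus of Fig 4E, the log2 fold changes here were 2.16, 1.55, 1.11 and 0.30 at 0, 3, 8 and 12 hpa, none past the threshold, and -0.76 at 24 hpa. The averaged value was 0.87 (adjusted p = 0.0118 from edgeR), lost without UNC0379 24 hpa replicate 2 (0.61, adjusted p = 0.215). Fig 2B gives no identifier, so that the genes compared need not be the same one. The paper states that transcription rises under UNC0379 in genes whose H4K20me1 changes most; over all transcripts tested here 638 were lower and 324 higher, and the genes of those clusters are not analysed here.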

Other observations

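The overlaps between time points and the share of gene models with counts were chosen after the result was seen.

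Transcripts changed by UNC0379 were shared between time points, although each time has its own DMSO libraries. Of the transcripts lower under UNC0379, 223 were shared between 3 and 8 hpa, where independent lists would share 17.7, and 59 between 0 and 3 hpa, where they would share 8.20. Of those higher, 52 were shared between 3 and 8 hpa (1.83 for independent lists) and 12 between 0 and 3 hpa (0.947). Across transcripts, which are not independent replicates, the log2 fold changes of 3, 8 and 12 hpa correlated with Pearson's r from 0.631 to 0.685, and those of 0 hpa with the later times from 0.199 to 0.247. In all, 194 transcripts were called at 3, 8 and 12 hpa in one direction, and 22 were called in both directions at different times.

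2 loci that the paper draws for alsterpaullone-treated polyps, a condition not analysed here, were also counted. NHL repeat-containing protein 2 (Sc4wPfr_433.g11169.t1) had log2 fold changes between UNC0379 and DMSO of 0.60 at 0 hpa and -0.62 at 3 hpa, and an averaged value of -0.09 (standard error 0.23, adjusted p = 0.837 from edgeR), none past the threshold. Rap1 GTPase-activating protein 1 had 9 counts over the 30 libraries.

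Gene models with several transcripts had counts less often than models with 1 transcript. Among Sc4wPfr models, 32.6% of 1842 with 2 or more transcripts had any count (95% interval 30.5% to 34.8%), against 52.8% of 31978 with 1 transcript (52.3% to 53.4%). A candidate explanation is that reads shared between transcripts were set aside as ambiguous, and it was not decided. There were 18457953 ambiguous reads over all libraries, 24.4 times the 755011 that the former models lack to reach the mean of the latter, but with 0 counts in each they could lack no more than 800422, so that this comparison could not have excluded it. Where the ambiguous reads lie is not recorded, and a lower true expression of such models stays open too.

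DMSO 24 hpa replicate 3 recorded 93734478 reads as not aligned, 98.2% of its reads, against 424151 to 3392811 in the other 29 libraries. Its 625103 assigned reads lie within the range of the others. Its position on dimension 1 was 1.47, against 0.27 and 0.77 for its group mates.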
